# Analysis of Transcriptional Signatures in Response to *Listeria monocytogenes* Infection Reveals Temporal Changes That Result from Type I Interferon Signaling

**DOI:** 10.1371/journal.pone.0150251

**Published:** 2016-02-26

**Authors:** Jonathan M. Pitt, Simon Blankley, Krzysztof Potempa, Christine M. Graham, Lucia Moreira-Teixeira, Finlay W. McNab, Ashleigh Howes, Evangelos Stavropoulos, Virginia Pascual, Jacques Banchereau, Damien Chaussabel, Anne O’Garra

## Abstract

Analysis of the mouse transcriptional response to *Listeria monocytogenes* infection reveals that a large set of genes are perturbed in both blood and tissue and that these transcriptional responses are enriched for pathways of the immune response. Further we identified enrichment for both type I and type II interferon (IFN) signaling molecules in the blood and tissues upon infection. Since type I IFN signaling has been reported widely to impair bacterial clearance we examined gene expression from blood and tissues of wild type (WT) and type I IFNαβ receptor-deficient (*Ifnar1*^*-/-*^) mice at the basal level and upon infection with *L*. *monocytogenes*. Measurement of the fold change response upon infection in the absence of type I IFN signaling demonstrated an upregulation of specific genes at day 1 post infection. A less marked reduction of the global gene expression signature in blood or tissues from infected *Ifnar1*^*-/-*^ as compared to WT mice was observed at days 2 and 3 after infection, with marked reduction in key genes such as *Oasg1* and *Stat2*. Moreover, on in depth analysis, changes in gene expression in uninfected mice of key IFN regulatory genes including *Irf9*, *Irf7*, *Stat1* and others were identified, and although induced by an equivalent degree upon infection this resulted in significantly lower final gene expression levels upon infection of *Ifnar1*^*-/-*^ mice. These data highlight how dysregulation of this network in the steady state and temporally upon infection may determine the outcome of this bacterial infection and how basal levels of type I IFN-inducible genes may perturb an optimal host immune response to control intracellular bacterial infections such as *L*. *monocytogenes*.

## Introduction

Infection with the Gram-positive bacterium *Listeria monocytogenes* poses serious risk to immunocompromised individuals, and also in women during pregnancy when the infection can lead to death of the foetus [1, 2].

Murine models of systemic *L*. *monocytogenes* infection are a well-established system to study host immune responses against intracellular pathogenic bacteria, and have provided significant insight and understanding of the mechanisms underlying protection or pathogenesis to intracellular bacteria [1, 3, 4]. The early innate immune response to *L*. *monocytogenes* has been reported to be triggered through several different pathogen recognition pathways, including the Toll-like-receptor (TLR)/MyD88-dependent pathways [5–7], resulting in the production of cytokines, such as interleukin (IL)-12, tumour necrosis factor (TNF) and IL-18 [3]. The cytokines TNF and IL-12 play key roles in host protection against *L*. *monocytogenes* infection [3]. IL-12 drives the successful differentiation of host-protective T helper 1 CD4^+^ T cells (Th1), which produce interferon (IFN)-γ essential for controlling *L*. *monocytogenes* infection [3]. IFN-γ signals through the IFN-γ receptor (IFN-γR) expressed upon infected macrophages to induce IFN-responsive signaling pathways [3], which in turn upregulate macrophage microbicidal processes to destroy and contain the pathogen [8]. In addition to triggering distinct TLR- and NOD-like-receptor (NLR) transcriptional responses [9], *L*. *monocytogenes* can also be recognized within phagosomes [4] and through a STING/IFN regulatory factor (IRF3) cytosolic surveillance pathway results in expression of interferon (IFN)-β [4, 10–12]. The *L*. *monocytogenes* ligand cyclic diadenosine monophosphate is a significant trigger of the cytosolic pathway of innate immunity and is a potent inducer of IFN-β [13]. TRIF mediated type I IFN production of *L*. *monocytogenes* has also been reported [5].

Mice that lack the type I IFNαβ receptor-deficient (*Ifnar1*^*-/-*^) have been shown to be more resistant to infection with *L*. *monocytogenes* compared with wild type (WT) mice [14–16], as have mice deficient for the downstream transcription factor IRF3 [15]. The type I IFN family constitutes several cytokines that each signal through the type I IFNαβ receptor (IFNαβR). Of these, IFN-α (constituting several partially homologous genes) and IFN-β are the best characterized, with IFN-β identified as the major immediate early IFN made during *L*. *monocytogenes* infection [4, 17]. Macrophages and dendritic cells (DC) have been shown to produce the majority of type I IFN following *in vivo* infection with *L*. *monocytogenes* [18, 19], which can act by autocrine or paracrine signaling via the IFNαβR, culminating in the activation of signal transducer and activation of transcription (STAT)-1/STAT-2 intracellular signaling pathways [20]. *L*. *monocytogenes* infection of macrophages has been shown to induce two basic categories of genes: an "early/persistent" cluster consistent with NF-kappaB-dependent responses downstream of TLRs, and a subsequent "late response" cluster largely composed of IFN-responsive genes (IRGs) [21]. Hyper virulence of certain *Listeria* species observed after infection in mice correlates with heightened type I IFN production *in vivo* [22]. Mechanisms identified for how type I IFN impairs the protective immune response to *L*. *monocytogenes* include the apoptosis of T cells [15, 23], reduced number and effector function of TNF producing innate immune cells [14], induction of IL-10 by phagocytic cells following type I IFN-induced apoptosis [24] and down-regulation of the IFN-γR [25] impeding the signaling required to eradicate the pathogen.

Microarray analysis of macrophages infected with *L*. *monocytogenes* has previously revealed a strong upregulation of IFN regulated gene clusters controlled by both TLR and cytosolic signaling in these cells [21]. However how perturbation of type I IFN signaling in the whole organism affects transcriptional response in *L*. *monocytogenes* infected mice has not been reported. Transcriptional microarray approaches to study host gene expression signatures in the whole organism in response to infection or vaccination have yielded a wealth of information on how various factors and molecular pathways can lead to pathogenesis [26], or to protective immunity [27–29]. Thus the use of transcriptional analysis is well placed to help extricate some of the complexities of type I IFN signaling during *L*. *monocytogenes* infection.

## Results

### Type I and type II IFN responsive genes are associated with *L*. *monocytogenes* infection *in vivo* in both blood and spleen

In order to elucidate the host transcriptional response following *L*. *monocytogenes* infection, C57BL/6 mice were infected with *L*. *monocytogenes* or administered volume-matched PBS as a control (hereafter referred to as uninfected). 

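Blood and spleen were taken from C57BL/6 mice, aged 8 weeks, 3 days after intravenous infection with 5000 colony forming units of L. monocytogenes, and from mice given PBS. The deposited arrays of this experiment comprise blood from 10 infected and 10 uninfected mice, and spleen from 11 infected and 9 uninfected mice, 40 arrays in all. The paper gives 10 mice per group, and which is right for spleen is not given in the sources used here. RNA from blood was freed of globin transcripts, and all RNA was hybridised to Illumina MouseWG-6 arrays. The authors subtracted the background signal, and each value is an intensity with a detection value beside it. In blood, 12884 to 16697 probes per array were detected, and the 75th percentile of the signal had a median of 52.4 in infected and 30.6 in uninfected mice. In spleen, 15328 to 19327 probes were detected per array, and the same percentile had medians of 49.1 in infected and 47.3 in uninfected mice. Signals below 10 were set to 10, and 53.3 to 68.1% of the probes of an array fell to that floor. Every log2 value given here is the log2 signal minus the 75th percentile of its array. That percentile is taken over all probes, most of them at the floor, so a value of 0 is not that of a bright transcript. Transcripts were kept if at least 10% of the arrays of the tissue detected them, and for the counts also if at least 10% of the arrays lay 2-fold or more from the median. Infected and uninfected mice were compared with limma at an adjusted p under 0.01, the paper's threshold. The p-values behind the counts were adjusted over the transcripts that passed both filters, and those of named genes and gene lists over all detected transcripts. A log2 difference is the mean of the infected minus the mean of the uninfected mice. Where no array of a group detected a gene, its fold change is given as at least the mean signal of the other group over the lowest detected signal. The number of arrays limits the precision of all values.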

RNA was obtained from blood and spleen of infected and uninfected mice at day 3 post infection and processed for microarray. At day 3 following infection a mean of 10^8^ colony forming units (CFU) of *L*. *monocytogenes* was detected in the spleen (S1 Fig). Unbiased principle component analysis (PCA) on those transcripts that were significantly detected above background expression showed a clear separation of *L*. *monocytogenes* infected animals from the uninfected controls, in both the blood (19965 transcripts) and the spleen (20914 transcripts) (S1 Fig). 

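In blood 19965 transcripts were detected, and 20914 in spleen. On the first principal component, which held 48.7% of the variance of the detected transcripts in blood, the 10 infected mice lay between -95 and -63.3 and the 10 uninfected mice between 51.8 and 97.1. In spleen the component held 55% of the variance, with the 11 infected mice between -105 and -6.66 and the 9 uninfected mice between 61.4 and 85.8. No infected mouse lay within the range of the uninfected mice in either tissue. Infection accounted for 47.7% of the total variance in blood and 50.1% in spleen. A two-sided permutation test of that share gave p = 1e-05 in both tissues, the smallest p that 100000 permutations can give.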

Following statistical filtering (Unpaired t-test with Benjamini Hochberg multiple testing correction, *P* < 0.01), 5424 and 3819 significantly differentially expressed transcripts were identified from the blood and spleen respectively (Fig 1A and 1B). 

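Upp1, a uridine phosphorylase, had one of the highest rises in blood, with a log2 value of 6.98 ± 0.43 (SD, n = 10) in infected and -1.56 ± 0.46 (SD, n = 10) in uninfected mice (log2 difference 8.54, SE 0.19, adjusted p = 5.3e-18). Of the 10 uninfected blood arrays 1 detected Upp1, 1 the chemokine Cxcl10 (7.73, SE 0.24), 9 the chemokine Cxcl9 (6.96, SE 0.36) and none Acod1, the itaconate-forming enzyme of activated macrophages, which rose by at least 137-fold (adjusted p = 1.1e-17). In spleen Acod1 rose from -2.20 ± 0.62 (SD, n = 9) to 6.93 ± 0.59 (SD, n = 11), a log2 difference of 9.13 (SE 0.26, adjusted p = 4.7e-17), with 1 of 9 uninfected arrays detecting it. The size of a rise from so few detected arrays depends on the floor. The acute phase gene Saa3, detected in every spleen array, rose by 8.91 (SE 0.28), and the chemokine Ccl3, detected in 6 of 9 uninfected spleens, by 7.72 (SE 0.54). With limma, 5941 of the 9204 transcripts tested in blood and 4263 of the 7274 tested in spleen differed between infected and uninfected mice. With the methods' t-test and the same adjustment the counts were 5726 and 4026. Transcripts tested in both tissues numbered 4616, of which 1284 were higher in both, where independent lists would share 605, and 1221 were lower in both, where 534 would be shared. Another 74 moved in opposite directions. The change on infection itself differed between blood and spleen for 3435 of 22490 transcripts detected in either tissue.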

The number of transcripts that were either up or down regulated following *L*. *monocytogenes* infection was calculated (S1 Fig) and IPA canonical pathway analysis undertaken on these separated up and down regulated (compared to uninfected controls) genes (Fig 1A and 1B).

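Erythroid transcripts had some of the largest falls on infection, and neutrophil transcripts rose. Slc4a1, the anion exchanger of the red cell membrane, fell in spleen from 7.10 ± 1.53 (SD, n = 9) to -1.48 ± 1.04 (SD, n = 11, detected in 5), a log2 difference of -8.58 (SE 0.52), and in blood by a log2 difference of -5.51 (SE 0.40). Trim10, which is needed for terminal erythroid differentiation, had a log2 difference of -6.06 (SE 0.47) in blood, and Alas2, the heme synthesis enzyme of red cells, one of -4.91 (SE 0.50) in spleen. Fcer2a, the low-affinity IgE receptor of B cells, fell in blood by -6.36 (SE 0.27), with 3 of 10 infected arrays detecting it. The lymphoid chemokine Ccl21a had a log2 difference of -4.73 (SE 0.51) in spleen. Of 14 erythroid cells genes measured in blood, all fell, with a mean log2 difference of -2.96 ± 1.86 (SD over genes), and in spleen 13 of 14 fell. Of 19 neutrophils genes, 18 rose in blood and 18 in spleen, with mean log2 differences of 3.17 ± 2.07 and 3.42 ± 1.48 (SD over genes). Ngp, a protein of neutrophil granules, had a log2 difference of 7.10 (SE 0.67) in blood, with 6 of 10 uninfected arrays detecting it. In all, 2509 transcripts were higher and 3432 lower in blood, and 2178 were higher and 2085 lower in spleen. The direction of the blood count depended on the scaling, as 2209 transcripts were higher and 2012 lower with an offset of 16 in place of the floor.

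**Figure D1:**
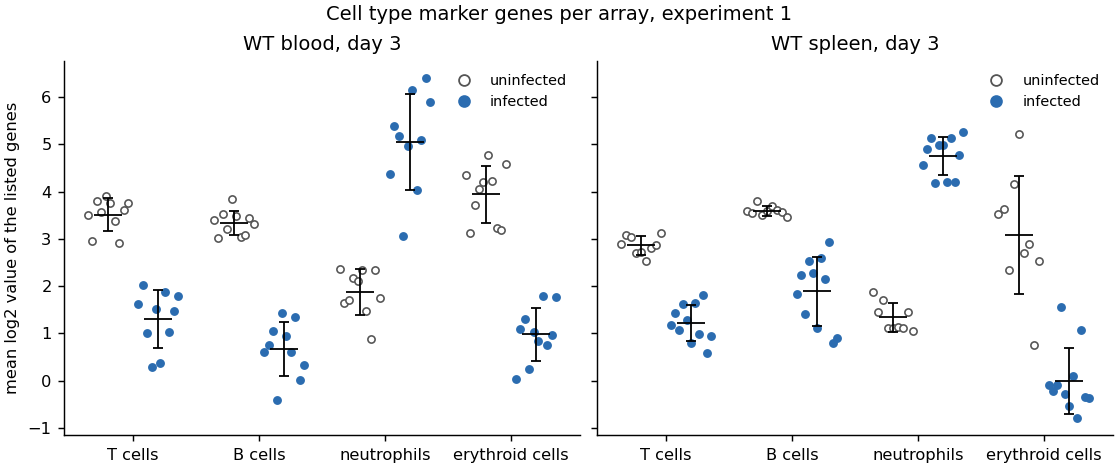
Mean log2 value of T cell, B cell, neutrophil and erythroid genes in each array of infected and uninfected WT mice, in blood and spleen; bars give the mean and SD of each group. Neutrophil genes were higher by a mean log2 difference of 3.17 in infected blood, and erythroid genes lower, at -2.96.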

**Fig 1:**
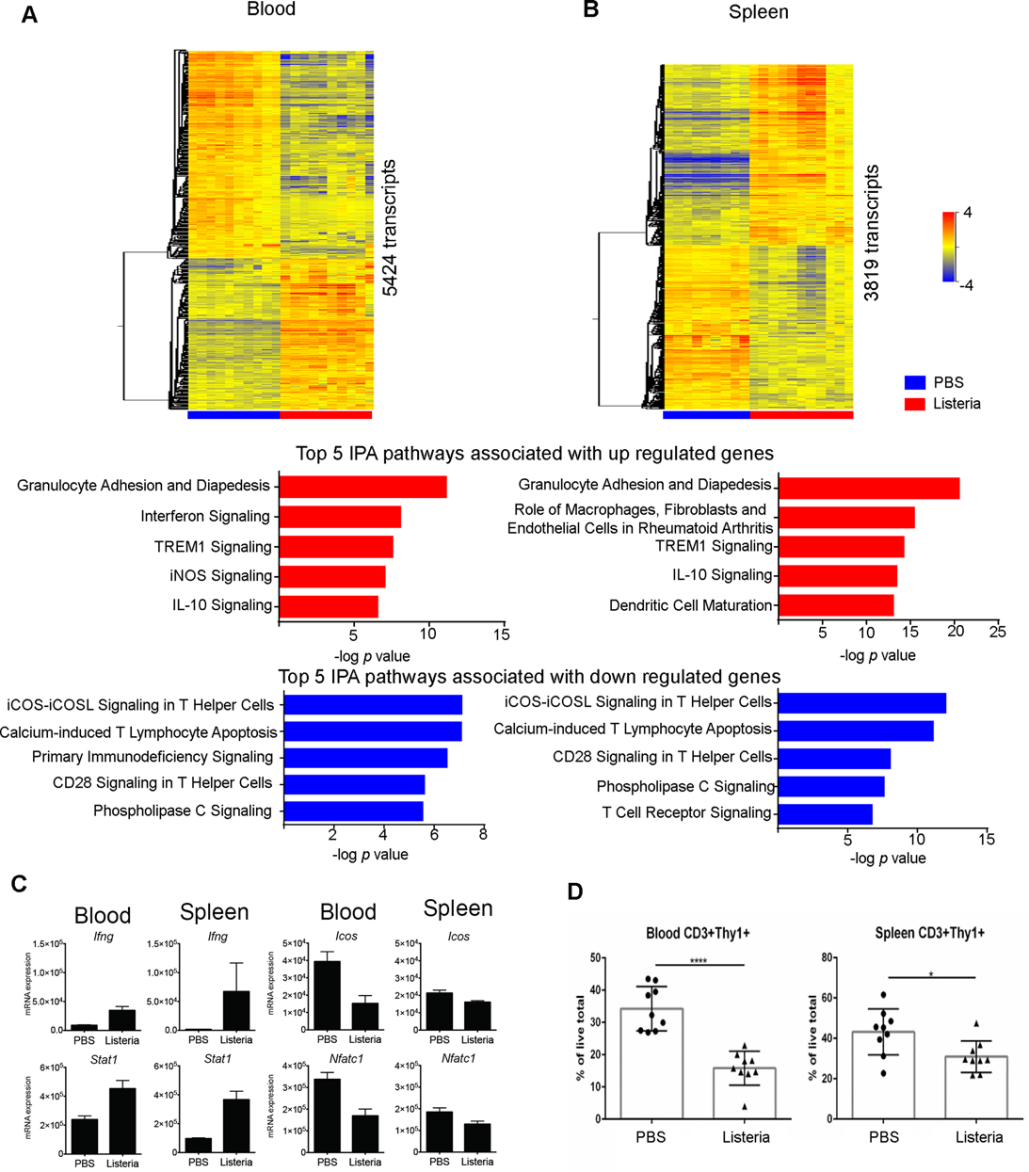
Transcriptional response following *L*. *monocytogenes* infection of WT mice in blood and spleen. **(A, B)** Heatmaps of the significantly regulated blood and spleen transcripts at day 3 following intravenous injection of C57BL/6 WT mice with 5 × 10^3^ of *L*. *monocytogenes* (*p* < 0.01 after unpaired *t*-test with Benjamini–Hochberg multiple testing correction on transcripts passing quality control filtering, *n* = 10 mice/group). The top five QIAGEN Ingenuity® Pathway Analysis (IPA®) canonical pathways by significance (Fisher’s exact test) for upregulated (red bars) or downregulated (blue bars) genes are listed below the heatmaps. **(C)** qRT-PCR data on selected transcripts normalized relative to *Hprt1* expression levels (mean with SD, *n* = 5 mice/group). Samples are from the same experiment as the microarray data. **(D)** CD3^+^Thy1^+^ cells in blood and spleen as a percentage of total live cells. Pooled results are from triplicates of 3 independent experiments (mean with SEM, *n* = 3 mice/group/experiment).

Following infection in both blood and spleen there was upregulation of canonical pathways including “Granulocyte Adhesion and Diapedesis”, “TREM1 Signaling” and “IL-10 Signaling”. 

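Cxcl2, a chemokine that attracts neutrophils, rose in blood by a log2 difference of 3.96 (SE 0.58, adjusted p = 5.4e-06; 2 of 10 uninfected arrays detected it) and in spleen by at least 95.2-fold. Trem1, the receptor that amplifies the response of neutrophils and monocytes, rose by 3.03 in blood (SE 0.32, adjusted p = 6.8e-08; detected in 1 of 10 uninfected arrays) and by at least 14.5-fold in spleen. Il10, which encodes the anti-inflammatory cytokine, rose by at least 10.8-fold in blood and by a log2 difference of 5.17 in spleen (SE 0.65, adjusted p = 9.4e-07; detected in 3 of 9 uninfected arrays). The inflammatory cytokine Il1b rose by 5.00 in spleen (SE 0.21, adjusted p = 2.6e-14) and by 0.89 in blood (SE 0.28, adjusted p = 0.0092), where the test was not passed with chip as a fixed block (1.01, adjusted p = 0.038). The gene lists of these 3 pathways, like all others used, were fixed before the data were examined, in part from the paper. Of 28 granulocyte adhesion and diapedesis genes measured in blood, 23 rose and none fell, also when adjusted over the list alone, and of 30 in spleen 24 rose and none fell. TREM1 signaling had 19 of 25 genes up and 1 down in blood, and 21 of 28 up and 2 down in spleen. IL-10 signaling had 12 of 17 up and 2 down in blood (13 up when adjusted over the list alone), and 13 of 18 up and 1 down in spleen. As sets, limma's camera test called all 3 higher in both tissues, with adjusted p = 2.5e-09 for granulocyte adhesion and diapedesis in blood. Its preset correlation between genes was 0.01. With an estimated correlation, granulocyte adhesion and diapedesis and TREM1 signaling remained called in spleen at 0.05 (adjusted p = 0.015 and 0.013) and none did in blood (adjusted p = 0.096 for granulocyte adhesion and diapedesis).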

The top downregulated pathways in both the blood and the spleen involved lymphocyte signaling pathways and T lymphocyte apoptosis pathways (Fig 1A and 1B) that included lower abundance of several genes following *L*. *monocytogenes* infection such as *Cd4*, *Cd28*, *Icos*, *Nfatc1*, *Nfatc2* and *Trat1*. Such changes in gene expression were validated by RT-PCR for the genes *Icos* and *Nfatc1* (Fig 1C) and also validated by microarray analysis of blood and spleen from an independent infection experiment (data not shown). These observations correlated with the reduction in the percentage of CD3^+^Thy1^+^ cells in the blood and spleen following infection as shown by flow cytometry analysis of infected compared to uninfected mice (Fig 1D, S2 Fig).

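Trat1, an adaptor of the T cell receptor complex, fell in blood from 3.25 ± 0.45 (SD, n = 10) to -0.28 ± 0.93 (SD, n = 10), a log2 difference of -3.53 (SE 0.31, adjusted p = 3.3e-09), and in spleen from 1.27 ± 0.37 (SD, n = 9) to -1.52 ± 0.63 (SD, n = 11). The costimulatory receptor Icos fell in blood from 1.96 ± 0.43 to -0.16 ± 0.82 (SD, n = 10 each), a log2 difference of -2.12 (SE 0.28, adjusted p = 1.2e-06), and had a log2 difference of -0.89 (SE 0.19) in spleen. Cd28, its relative on naive T cells, had log2 differences of -1.73 (SE 0.33) in blood and -1.66 (SE 0.27) in spleen. Cd4 fell by a log2 difference of -1.79 in spleen (SE 0.23, adjusted p = 1.2e-06; detected in 4 of 11 infected arrays). In blood, where no infected array detected Cd4, the fall was at least 1.16-fold, and the test was not passed after quantile normalization (-0.51, adjusted p = 0.014). The transcription factor Nfatc1 fell in blood from 3.72 ± 0.31 to 2.62 ± 0.44 (SD, n = 10 each) and had a log2 difference of -1.11 (SE 0.21) in spleen. Nfatc2 fell by at least 1.09-fold in blood and had a log2 difference of -0.89 (SE 0.24, adjusted p = 0.0041) in spleen. Neither change in Nfatc2 passed the test under every alternative: the difference was -0.50 (adjusted p = 0.025) in blood after quantile normalization and -0.85 (adjusted p = 0.029) in spleen with chip as a fixed block. Of 21 T cells genes measured, 20 fell in blood (21 when adjusted over the list alone) and 19 in spleen, and none rose. B cells genes fell as well, all 14 in blood and 12 of 13 in spleen. The mean log2 difference of the T cells genes was -2.21 ± 0.95 (SD over genes) in blood and -1.65 ± 0.71 in spleen (adjusted p = 1.3e-09 and 6.8e-10 from camera). With an estimated correlation the T cells call held in spleen (adjusted p = 0.042) but not in blood (adjusted p = 0.13).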

In addition the IPA canonical pathway “Interferon signaling” was found to be significantly enriched in both blood and spleen analyses (-log *P* values 8.0 and 6.2 respectively). 

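Ifit3, an interferon-induced protein that limits translation of foreign RNA, rose by a log2 difference of 2.64 in blood (SE 0.21, adjusted p = 9.6e-10) and 3.10 in spleen (SE 0.16, adjusted p = 5.7e-13). Of 25 interferon signaling genes measured in blood, 17 rose, 2 fell and 6 did not pass the test (18 rose when adjusted over the list alone). Of 26 measured in spleen, 20 rose, 2 fell and 4 did not pass (21 rose when adjusted over the list alone). Their mean log2 difference was 1.23 ± 1.18 (SD over genes) in blood and 1.66 ± 1.66 in spleen. By camera the interferon signaling set was higher in both tissues (adjusted p = 6.9e-07 and 3.5e-10). With an estimated correlation it was called in spleen (adjusted p = 0.013) and not in blood (adjusted p = 0.16). Fixed lists of genes that respond mainly to one kind of interferon gave the same direction. Of 30 type I interferon-stimulated genes, 24 rose and 2 fell in blood, and 29 rose and none fell in spleen. Of 24 interferon-gamma-inducible genes, 21 rose and 1 fell in blood, and 22 rose and 1 fell in spleen. Within each of the 7 chips that held infected and uninfected blood, the type I interferon-stimulated genes were higher in the infected mice, by 0.96 to 2.35 on the log2 scale, and in the 9 such chips for spleen by 2.21 to 2.91.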

We identified IFN-γ as the predicted most activated upstream molecule in the blood and spleen following *L*. *monocytogenes* infection (data not shown). Transposition of gene expression data onto the IFN canonical pathway illustrated many significantly differentially regulated genes following *L*. *monocytogenes* infection (Fig 2A). Focusing on this signaling pathway revealed that the significantly differentially expressed genes within this pathway were broadly similar between blood and spleen including *Ifng*, *Ifngr2*, *Tc-ptp*, *Stat1*, *Stat2*, *Socs1*, *Ifi35*, *Ifit3*, *Ifitm1*, *Oas1*, *Ifit1*, *Psmb8*, *Tap1*, *Irf1*, *Bak*, *Bax* and *Bcl2* (Fig 2A). Such changes in gene expression were validated by RT-PCR for the genes *Ifng* and *Stat1* (Fig 1C) and also validated by microarray analysis of blood and spleen from an independent infection experiment (data not shown). In contrast *Ifnar2* and *Jak1* were identified in the blood but not the spleen, “IFNαβ”, was down regulated following *L*. *monocytogenes* infection from blood (gene–*Ifna4*) and upregulated in the spleen (gene–*Ifnb1*). 

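Ifng, which encodes interferon-gamma, rose in blood from -0.18 ± 0.47 to 2.74 ± 1.22 (SD, n = 10 each; log2 difference 2.92, SE 0.39, adjusted p = 1.4e-06). In spleen it rose from -1.83 ± 0.61 (SD, n = 9, detected in 4) to 4.70 ± 1.71 (SD, n = 11), a log2 difference of 6.53 (SE 0.55). Oas1g, one of the mouse genes for the RNA sensor 2',5'-oligoadenylate synthetase 1, rose in blood from 2.77 ± 0.31 to 6.31 ± 0.31 (SD, n = 10 each) and in spleen by a log2 difference of 3.75 (SE 0.15, adjusted p = 5.4e-15). Oas1a, another of these genes, rose by at least 2.89-fold in blood and 3.94-fold in spleen. The transcription factors Stat2 and Irf1 had log2 differences of 2.23 (SE 0.14) and 1.71 (SE 0.12) in blood and 1.92 (SE 0.15) and 1.19 (SE 0.16) in spleen. Ptpn2, the phosphatase also called Tc-ptp, rose by 1.38 in blood (SE 0.14, adjusted p = 4.7e-08) and 1.15 in spleen (SE 0.15, adjusted p = 2.4e-06), and Socs1, another brake on this pathway, by at least 3.0-fold and 3.75-fold. Ifi35 and the membrane protein Ifitm1 rose as well, with log2 differences of 1.49 (SE 0.12) and 2.00 (SE 0.11) in blood. So did Tap1, the peptide transporter, by 1.47 (SE 0.14) in blood and 1.43 (SE 0.16) in spleen, and the proteasome subunit Psmb8 by 1.31 (SE 0.14) and 0.86 (SE 0.17). After quantile normalization the spleen difference of Psmb8 did not pass the test (0.59, adjusted p = 0.024). Bcl2, which protects cells from apoptosis, fell in both tissues, with log2 differences of -1.06 (SE 0.22, adjusted p = 0.00031) and -1.22 (SE 0.21, adjusted p = 4.2e-05). Its antagonist Bak1 rose in spleen by 1.67 (SE 0.19, adjusted p = 2e-07) and did not pass the test in blood (0.22, SE 0.23, adjusted p = 0.43), except when scaled before the floor (0.67, adjusted p = 0.0047) or after quantile normalization (0.69, adjusted p = 0.0019). Ifngr2, a chain of the interferon-gamma receptor, did not pass in blood (-0.24, SE 0.15, adjusted p = 0.18) or spleen (-0.05, SE 0.17, adjusted p = 0.85). No array of either tissue detected Ifit1.

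**Figure D2:**
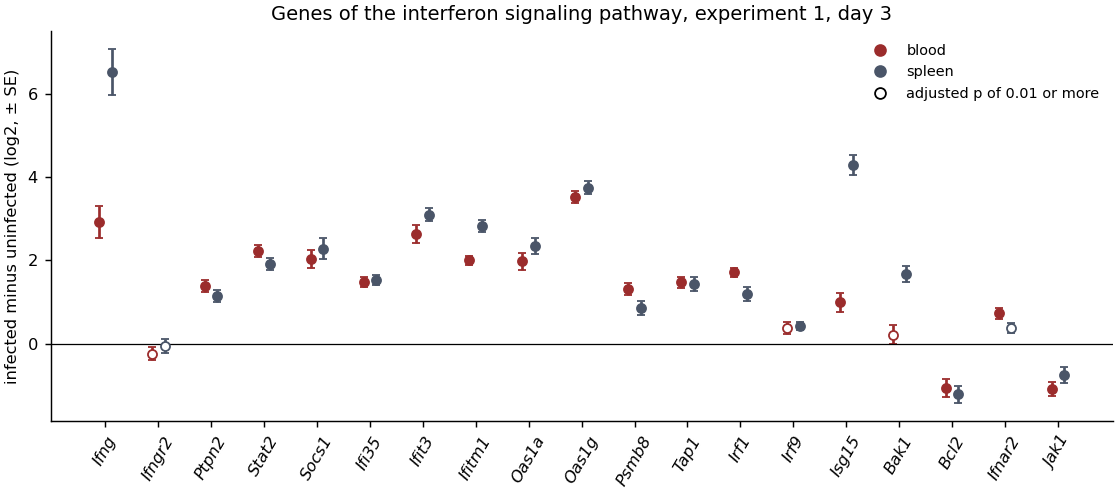
Log2 difference between infected and uninfected WT mice with its SE for genes of the interferon pathway, in blood and spleen; open symbols mark genes with an adjusted p of 0.01 or more. Ifng had a difference of 6.53 in spleen, and Ifngr2 is open in both tissues.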

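Ifnar2, the signaling chain of the type I interferon receptor, rose in blood from 1.33 ± 0.29 to 2.06 ± 0.26 (SD, n = 10 each), a log2 difference of 0.73 (SE 0.13, adjusted p = 6.7e-05). With chip as a fixed block its adjusted p was 0.013 (log2 difference 0.65). In spleen the difference was 0.38 (SE 0.12, adjusted p = 0.011), which did not pass the threshold of 0.01 and did when the values were scaled before the floor (adjusted p = 0.0091). A test of the difference between the tissues did not separate them either (blood minus spleen 0.35, adjusted p = 0.12). Jak1, a kinase of both interferon receptors, fell in blood by a log2 difference of -1.08 (SE 0.17, adjusted p = 1.1e-05) and in spleen by -0.75 (SE 0.20, adjusted p = 0.0034; with chip as a fixed block -0.74, adjusted p = 0.027). These are values of different Jak1 probes, the brighter in each tissue; for the probe used in blood, the blood minus spleen difference was -0.73 (adjusted p = 0.076). Ifnb1, which encodes interferon-beta, was detected in 9 of 11 infected spleens and 0 of 9 uninfected spleens, a rise of at least 2.97-fold (adjusted p = 0.00017), and in no blood array. Ifna4 was detected in no array of either tissue. A gene whose change did differ between the tissues was Isg15, the ubiquitin-like protein, which rose by 4.29 in spleen (SE 0.24, adjusted p = 1.9e-12) and 0.99 in blood (SE 0.23, adjusted p = 0.00082), with a blood minus spleen difference of -3.30 (adjusted p = 1.2e-09). In blood Isg15 did not pass the test with chip as a fixed block (1.04, adjusted p = 0.012).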

Using the Interferome v2 database [30] we identified from the significantly expressed transcript lists in both blood and spleen a set of genes classified as being type I, type I & II or type II IFN responsive (Fig 2B). However in both blood and spleen there were more genes associated with type I IRGs than type II IRGs.

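The transcripts called in infected against uninfected mice were matched to the Interferome classes that the study lists for its own differentially expressed transcripts. In blood, 405 of the 784 type I transcripts, 198 of the 285 type I and II transcripts and 133 of the 245 type II transcripts differed on infection. In spleen the counts were 373, 188 and 105. Within those that passed the filters for testing, this is 405 of 591, 198 of 230 and 133 of 178 in blood, so that the classes differ less in their share than in their number. Of the type I transcripts called in blood, 266 were higher and 139 lower in infected mice, and of the type II transcripts 89 were higher and 44 lower. In spleen 249 type I transcripts were higher and 124 lower, against 72 and 33 of type II. The study listed these classes only for transcripts that changed by infection, strain or both in its own infected and uninfected Ifnar1-/- and WT mice. The counts therefore cover part of the response and are not independent evidence. From the representation of type I responsive genes in both tissues, the paper goes on to ask how a lack of type I receptor signaling alters the response.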

**Fig 2:**
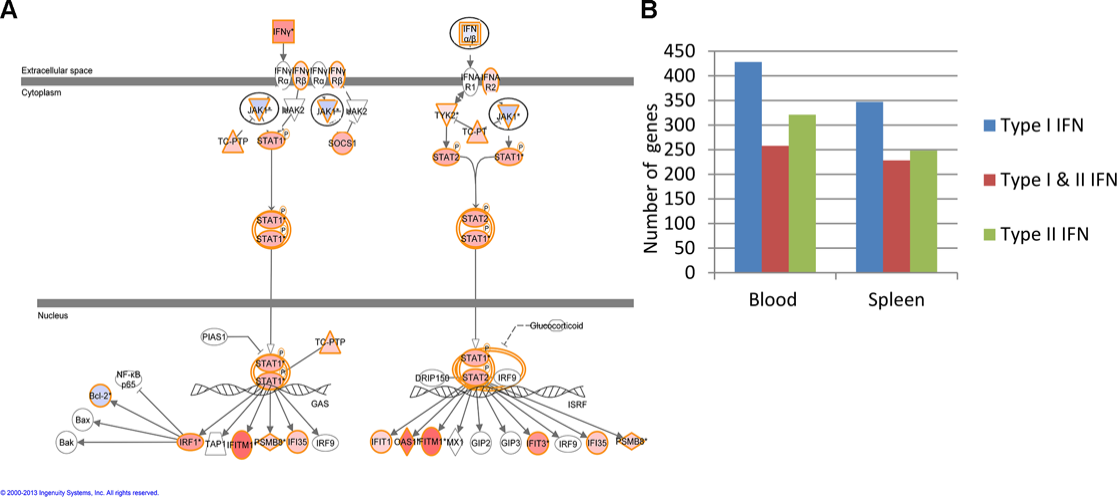
*L*. *monocytogenes* infection modulates a number of IFN signaling pathway and IFN response genes in the blood and spleen. **(A)** The IFN signaling pathway (QIAGEN Ingenuity® Pathway Analysis) was overlaid with the day 3 post infection blood genes shown in Fig 1A. Genes (IFNαβ and JAK1) with opposite expression patterns between blood and spleen are highlighted with black circles. Red: upregulated, Blue: downregulated. **(B)** IFN response genes (type I, type II, and type I and II) associated with blood and spleen transcripts reported in Fig 1A and 1B and the Interferome database (www.interferome.org) were quantitated.

### The transcriptional fold change varies differentially at different time points after *L*. *monocytogenes* infection in WT and *Ifnar1*^*-/-*^ mice

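Mice that lack Ifnar1, a chain of the type I interferon receptor, and WT mice were infected with L. monocytogenes, and blood, spleen and liver were taken on days 1, 2 and 3 and from uninfected mice. The single array probe for Ifnar1 was detected in no array of any group, so the arrays do not check the strain labels through that gene. The blood of 28 mice was measured: 4 uninfected WT mice, 3, 4 and 4 infected WT mice at days 1, 2 and 3, 3 uninfected Ifnar1-/- mice, and 4, 3 and 3 infected Ifnar1-/- mice. Spleen and liver had 4 mice in each of the 8 groups. The same uninfected mice served as controls for all 3 days, so results of different days share their controls. One array of infected WT blood carries day 1 in its title and day 2 in its treatment label, and it was counted at day 2, where the paper's Fig 3B shows 4 columns. Detected probes per array ranged from 14398 to 16628 in blood, 14496 to 17815 in spleen and 11739 to 14325 in liver. The 75th percentile of the signal had a median of 37.7 in blood, 52.4 in spleen and 34.8 in liver. Signals below the floor made up 52 to 68.7% of the probes of an array. The authors' signal, floor, scaling and filters were those of the WT experiment, applied within each tissue, and left 4312 transcripts for testing in blood, 2397 in spleen and 2732 in liver. For each tissue and day, limma was fitted to the 4 groups of uninfected and infected WT and Ifnar1-/- mice. A transcript was counted if infection, strain or their interaction had an adjusted p under 0.05. Strain differences are given as Ifnar1-/- minus WT on the log2 scale. With 3 to 4 mice per group, the number of arrays limits the precision of each value. Few chips held infected mice of both strains, 1 of 5 chips for blood at day 1 and 2 of 6 at days 2 and 3. The chip and the strain can therefore be told apart only in part.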

Since type I IFN contributes to pathogenesis of intracellular bacterial infection [14–16] and type I IFN-inducible genes were highly represented in both the blood and tissue transcriptional signature during *L*. *monocytogenes* infection we sought to determine how a lack of type I IFN receptor signaling in *Ifnar1*^*-/-*^ mice affected the global transcriptional response to infection as compared to that observed in the WT controls (C57BL/6 background). Following *L*. *monocytogenes* infection the bacterial load (CFU) in the spleen and liver of the mice was significantly lower in the *Ifnar1*^*−/−*^ mice as compared to WT mice at day 3 post infection (Fig 3A), as has been shown previously [14–16]. However, at day 1 post infection little to no change in bacterial load was observed and only a slight reduction was observed at day 2 post infection in the *Ifnar1*^*−/−*^ as compared to WT mice. Unbiased PCA of transcripts significantly detected from background expression could clearly separate *Ifnar1*^*-/-*^ and WT *L*. *monocytogenes* infected mice from uninfected controls in blood, spleen and liver (S3 Fig). 

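On the first principal component of the blood transcripts, infected WT mice had group means of -39.8 at day 1, 5.64 at day 2 and 59.1 at day 3, and uninfected WT mice -44.7. Infected Ifnar1-/- mice had means of 4.45, 25 and 26.8, and uninfected Ifnar1-/- mice -44.7. In every tissue the mice of days 2 and 3 lay apart from the uninfected mice on this component. At day 1 every infected Ifnar1-/- mouse lay outside the range of the uninfected mice on it (-5.41 to 14.4 against -60.2 to -27.7 in blood, -25.1 to -16.1 against -62.8 to -38 in spleen, -21.7 to -18.2 against -59.8 to -40.2 in liver). Infected WT mice of day 1 lay within that range for 3 of 3 in blood, 2 of 4 in spleen and 1 of 4 in liver. The component held 27.5% of the variance in blood, 33.1% in spleen and 37.3% in liver. Infection accounted for 18.3% of the variance in blood (two-sided permutation test, p = 0.0011), 20.5% in spleen (permutation p = 3e-05) and 23.3% in liver (permutation p = 2e-05).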

There was a degree of separation observed between WT and *Ifnar1*^*-/-*^ mouse strains in either infected or uninfected mice, although this was to a lesser extent (S3 Fig). 

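Strain accounted for 21% of the variance in blood, 20.7% in spleen and 13.6% in liver. This share was summed over the uninfected mice and each day of infection, and that of infection over the strains. The shares are therefore not like quantities and do not rank strain against infection. Permutation tests gave p = 7e-05 in blood and p = 1e-05 in spleen and liver, the last being the smallest p that 100000 permutations can give. On the first component of spleen, uninfected Ifnar1-/- mice had a group mean of -52.5 and uninfected WT mice -43.2, and in liver -54.2 and -47.9. At day 3 the infected mice had means of 21.9 and 48.1 in spleen, and 30.4 and 41.8 in liver.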

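At day 1 the interferon-induced gene Oas1g was among the transcripts with the lowest values in infected Ifnar1-/- against infected WT mice of every tissue, by -4.90 in blood (SE 0.35; 1 of 4 Ifnar1-/- arrays detected it), at least 30.9-fold in spleen and at least 5.01-fold in liver. Ifi27l2a, an interferon-induced protein of mitochondria, was lower by -3.84 on the log2 scale in liver, where 1 of 4 Ifnar1-/- arrays detected it. Counted by any of infection, strain and interaction, 1520 transcripts of blood, 1319 of spleen and 654 of liver differed at day 1. With the methods' 2-way ANOVA the counts were 782, 1179 and 500. Of the transcripts in the paper's own lists for day 1, 601 of 685 in blood, 841 of 942 in spleen and 361 of 437 in liver were among those counted.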

Statistical filtering (2-way ANOVA with Benjamini Hochberg multiple testing correction, *P* <0.05) revealed 685, 942 and 437 significantly differentially expressed transcripts in blood, spleen and liver at day 1 post infection which were differentially expressed in infected and uninfected *Ifnar1*^*-/-*^ or WT mice (Fig 3B). Strikingly, an upregulation of a significant number of transcripts was observed at day 1 post infection in blood of the *Ifnar1*^*-/-*^ as compared to WT mice (Fig 3B and 3D), although there was not a significant change in the bacterial load at this time post infection. 

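Cxcl9, a chemokine induced by interferon-gamma, had the largest excess in the blood of infected Ifnar1-/- mice at day 1, with a strain difference of 4.77 (2 of 3 infected WT arrays detected it). Calhm6, a channel protein of activated macrophages, followed with 3.12 and Upp1 with 3.07. Both lost their calls with chip as a fixed block (Calhm6 2.21, adjusted p = 0.11; Upp1 2.89, adjusted p = 0.1), and Upp1 also with the array of 2 day labels counted at day 1 (1.83, adjusted p = 0.2). Oas2, an antiviral RNA sensor, was lower in Ifnar1-/- blood by at least 13.9-fold. Of the 4312 transcripts tested, 726 were higher and 308 lower in infected Ifnar1-/- than in infected WT blood. With chip as a fixed block 120 transcripts differed in all, with chip series as a covariate 448, and with an offset of 16 in place of the floor 642. The mean log2 difference of the 726 higher transcripts was 1.32 ± 0.48 (SD over transcripts), and it was 0.99 ± 0.46 with chip as a fixed block. Without infected WT replicate 1 the count in blood was 577, and without infected Ifnar1-/- replicate 3 it was 666. In spleen 339 were higher and 591 lower, and in liver 152 were higher and 196 lower. The liver count of 348 fell to 105 with chip as a fixed block, and to 119, 209, 126 and 135 without infected WT replicates 1 and 2 and Ifnar1-/- replicates 2 and 3. After quantile normalization 88 were higher and 199 lower in liver. The strain difference of infected mice itself changed between day 1 and day 3 for 1020 blood transcripts, 718 of which were relatively higher in Ifnar1-/- mice at day 1 (552 transcripts without Ifnar1-/- day 3 replicate 1 and 657 without WT day 3 replicate 1). This count of 1020 fell to 480 with chip as a fixed block, 673 with chip series as a covariate and 623 with an offset of 16. In uninfected blood, 35 transcripts were higher and 59 lower in Ifnar1-/- mice by the same fit.

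**Figure D3:**
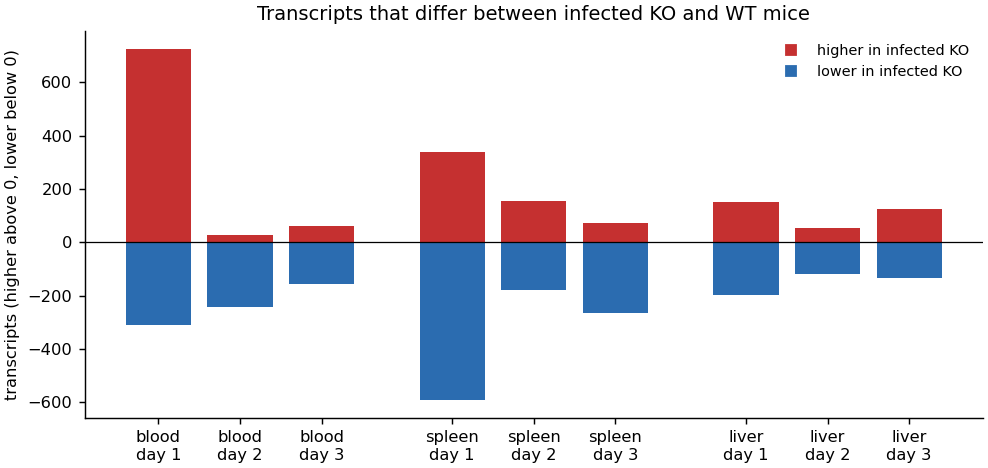
Number of transcripts higher (above 0) and lower (below 0) in infected Ifnar1-/- than in infected WT mice, by tissue and day. In blood, 726 were higher at day 1, against 27 at day 2 and 62 at day 3.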

Greater differences in gene expression as a result of *L*. *monocytogenes* infection were observed in both WT and *Ifnar1*^*-/-*^ as compared to uninfected mice by day 2 post infection, and this increased at day 3 post infection (Fig 3B–3D). 

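In WT blood, Ifng had a response to infection of 0.65 at day 1 (adjusted p = 0.88), 3.71 at day 2 and 4.09 at day 3 on the log2 scale. No transcript of WT blood passed the test at day 1 with limma or with the methods' test after adjustment, while 394 of the 4312 had an unadjusted p under 0.05 with limma and 256 with the methods' test, where chance would give 216. By day 2, 931 transcripts differed from uninfected WT blood, and by day 3, 2349. In WT spleen the counts were 51, 1128 and 1340, and in WT liver 45, 1779 and 1822. Ifnar1-/- blood had 1145 transcripts that differed from uninfected Ifnar1-/- blood at day 1, 582 of them higher and 563 lower, then 1421 at day 2 and 1472 at day 3. In Ifnar1-/- spleen the counts were 470, 1427 and 1245, and in liver 669, 1968 and 1722. The count rose between days 2 and 3 in WT mice of all 3 tissues, and it fell in Ifnar1-/- spleen and liver. By any term, 1795 transcripts of blood differed at day 2 and 2638 at day 3, against 1624 and 1639 in spleen and 2194 and 2084 in liver.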

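On days 2 and 3, most of the transcripts counted in each tissue differed by infection alone, that is without a strain or interaction term that passed. In blood this was 75.8% at day 2 and 91.2% at day 3. In spleen it was 74.5% and 75%, and in liver 90.9% and 88.3%. Strain alone made up 1.39% in blood at day 2 and 1.67% at day 3, 5.67% and 5.19% in spleen, and 0.82% and 1.39% in liver. A direct comparison of the infected mice gave 268 transcripts between the strains in blood at day 2, 27 of them higher in Ifnar1-/- mice, and 217 at day 3, 62 of them higher. The share that was higher at day 2 depended on the scaling, with 82 higher and 188 lower with an offset of 16. At day 3, 37 were higher and 175 lower after quantile normalization. With chip as a fixed block the day 3 count of blood was 408, and as a random block 357. In spleen 335 and 337 transcripts differed between the infected strains at days 2 and 3, and in liver 173 and 257. These counts depend on single infected mice. Without 1 of them, spleen gave 202 (Ifnar1-/- replicate 4) or 660 (Ifnar1-/- 1) at day 2 and 218 (WT 1) or 537 (WT 3) at day 3. Liver gave 413 (Ifnar1-/- 4) at day 2 and 135 (WT 1), 141 (Ifnar1-/- 4), 171 (Ifnar1-/- 2) or 487 (WT 3) at day 3. Blood gave 95 (Ifnar1-/- 3) or 121 (Ifnar1-/- 1) at day 2 and 124 (Ifnar1-/- 1) or 136 (WT 1) at day 3, when it gave 334 without uninfected Ifnar1-/- replicate 2. At blood day 3, spleen days 2 and 3 and liver day 2, another split of the same infected mice gave a count at least as large, so chance is not excluded for those 4 counts. The highest other split gave 207 in blood at day 2 and 54 in liver at day 3, below the counts of the strains.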

For all three tissues the majority of transcripts identified as significantly differentially regulated were as a result of infection alone at days 2 and 3 post infection, with small differences due to strain (i.e. WT versus *Ifnar1*^*-/-*^ mice, uninfected) or strain plus infection (i.e. WT versus *Ifnar1*^*-/-*^ mice, infected) (Fig 3C). In contrast at day 1 post-infection there were major changes in gene expression in blood and spleen observed as a result of strain plus infection (i.e. WT versus *Ifnar1*^*-/-*^ mice, infected) (Fig 3C). 

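The combined effect of strain and infection at day 1 is seen in the genes whose response differs between the strains. Tap1 rose in Ifnar1-/- blood by 2.92 on the log2 scale (adjusted p = 2.9e-05) and by 0.97 in WT blood (adjusted p = 0.88), a difference of responses of 1.95 (SE 0.34, adjusted p = 0.039). In blood 450 of the 1520 transcripts, or 29.6%, had more than one term or the interaction at day 1, 30.7% had infection alone and 39.7% had strain alone. In spleen 20.1% had a combination, 22.4% infection alone and 57.5% strain alone, and in liver 10.9%, 75.8% and 13.3%. The interaction term, which marks a response to infection that differs between the strains, passed for 278 transcripts of blood, with or without other terms. Of these, 213 had the higher response in Ifnar1-/- mice. The interaction term passed for 26 transcripts of spleen and 6 of liver. With chip as a fixed block, the combination share of blood was 3.27% and the strain share 5.05%, so the division into classes at day 1 depends on how the chips are handled.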

A change in transcript expression was identified as significantly different due to strain alone (i.e. WT versus *Ifnar1*^*−/−*^ mice) irrespective of infection and is discussed in more detail later. It should be noted that although there was perturbation of a larger number of transcripts at days 2 and 3 as a result of infection, in blood and tissues of both *Ifnar1*^*-/-*^ and WT mice, unique transcripts were also perturbed at each of the different time points post-infection in *Ifnar1*^*-/-*^ and WT mice, with some differentially expressed common transcripts observed between time points (Fig 3D). This demonstrates the dynamic changes that occur temporally in *Ifnar1*^*-/-*^ and WT mice during *L*. *monocytogenes* infection.

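Before infection, Isg15 had a log2 value of 0.14 ± 0.52 (SD, n = 3) in Ifnar1-/- and 4.25 ± 0.45 (SD, n = 4) in WT blood, a strain difference of -4.11 (SE 0.27, adjusted p = 1.4e-06). In spleen its difference was -2.99 (SE 0.52, adjusted p = 0.014; 2 of 4 Ifnar1-/- arrays detected it), and in liver, where no uninfected Ifnar1-/- array detected Isg15, the change did not pass (adjusted p = 0.46). Oas1g was lower in uninfected Ifnar1-/- mice by at least 11.0-fold in blood, 16.1-fold in spleen and 2.98-fold in liver. The comparison of uninfected mice gave 94 transcripts in blood with the fit of day 1, 59 lower and 35 higher in Ifnar1-/- mice, 403 in spleen and 52 in liver. With the fits of days 2 and 3 the counts were 59 and 68 in blood, 246 and 190 in spleen, and 96 and 98 in liver.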

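Transcripts counted by any term on all 3 days numbered 834 in blood, 870 in spleen and 591 in liver. Those counted only at day 1 numbered 302 in blood, 259 in spleen and 22 in liver. Only at day 3 they were 715, 95 and 197. Days 1 and 2 shared 900 transcripts in blood, where independent lists would share 633, and days 2 and 3 shared 1605, where 1100 would be shared. Because the uninfected mice are the same at each day, the overlap was also counted with different uninfected mice for each day in spleen and liver. Days 2 and 3 then shared 1177 transcripts in spleen (841 for independent lists) and 1651 in liver (1460). Days 1 and 3 shared 638 in spleen, no more than the 644 of independent lists, and 398 in liver (345). The blood controls were too few to divide in this way. To be counted on one day and not on another does not make a difference between days, and that difference was tested in the infected mice directly. Between day 1 and day 3 the strain difference changed for 619 transcripts of spleen and 34 of liver, although in liver other splits of the mice gave counts as large as 209. The spleen count fell to 342 with chip as a fixed block, to 403 without the 2-fold filter, and to 392, 388 and 357 without WT day 1 replicate 2 and WT day 3 replicates 1 and 4. That of liver ran from 8 without Ifnar1-/- day 3 replicate 4 to 119 without WT day 3 replicate 3.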

**Fig 3:**
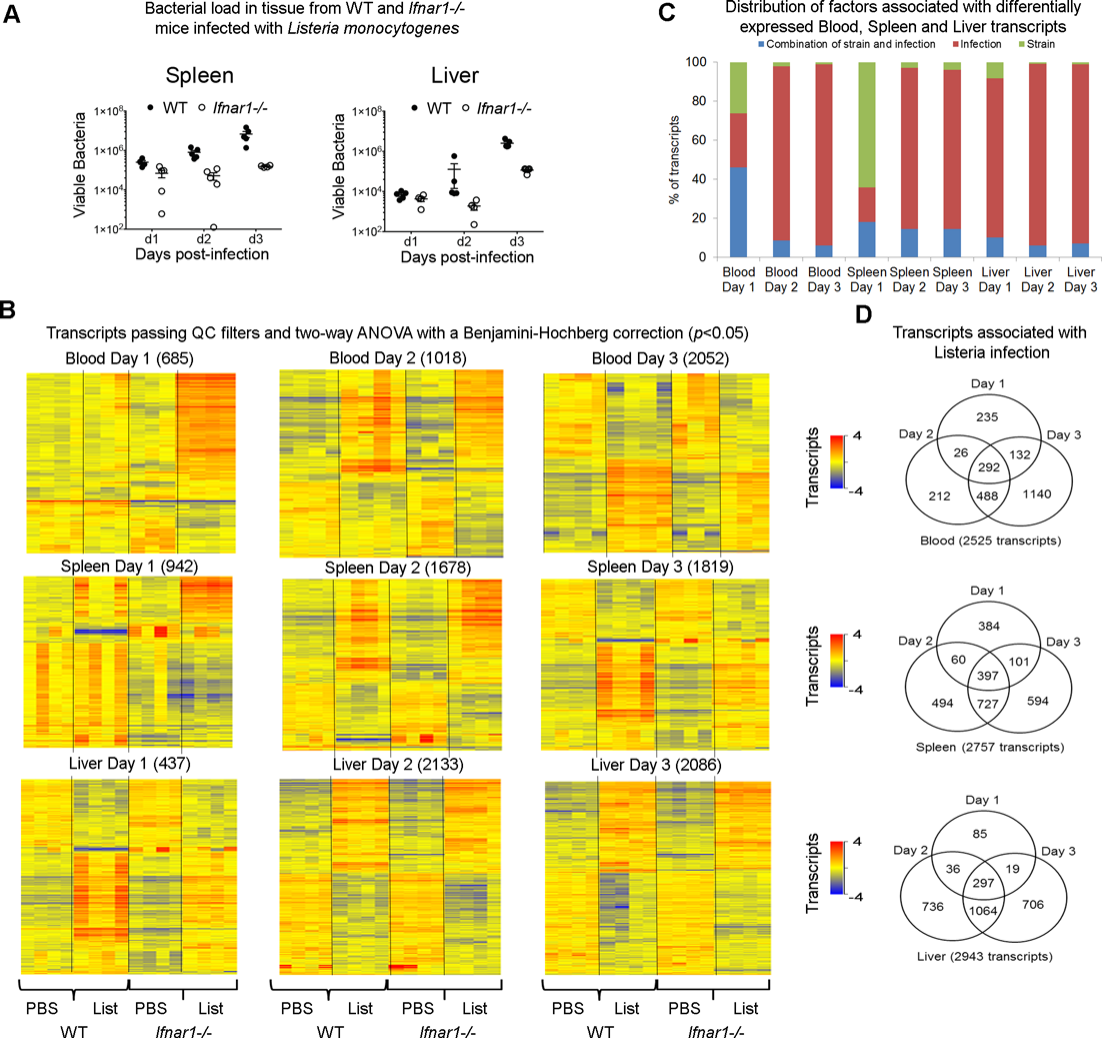
Tissue-specific transcriptional responses of WT and *Ifnar1*^-/-^ mice in blood, spleen and liver following *L*. *monocytogenes* infection at different time points and bacterial loads. **(A)** Colony forming unit (CFU) values were assessed from the spleen and liver of C57BL/6 WT and *Ifnar1*^**-/-**^ mice at day 1, day 2 and day 3 following intravenous injection with 5 × 10^3^ of *L*. *monocytogenes* (mean with SEM, *n* = 4 or 5 mice/group). **(B)** Heatmap representations of differentially expressed transcripts at different times (days 1, 2 and 3) in blood, spleen, liver from WT and *Ifnar1*^**-/-**^ infected mice relative to uninfected controls (*p* < 0.05 after 2-way ANOVA with Benjamini–Hochberg multiple testing correction on transcripts passing quality control filtering, *n* = 3 or 4 mice/group). **(C)** Percentage of transcripts that were significant for infection alone, strain alone or involving a combination of strain and infection across the different tissues and the infection time course. **(D)** Venn diagrams showing temporal differences and similarities in gene expression in blood, spleen and liver after infection.

### Canonical pathways associated with blood transcripts are differentially expressed in WT versus *Ifnar1*^−/−^ mice infected with *L*. *monocytogenes*

To better understand how type I IFN signaling may negatively regulate bacterial clearance during *L*. *monocytogenes* infection we set out to identify those transcripts, which temporally differed between WT and *Ifnar1*^*-/-*^ at days 1, 2 and 3 post infection, using a two-step filtering process. From the two-way ANOVA lists generated in Fig 3B, S2 Table, blood transcripts which were inducible in the WT or the *Ifnar1*^*-/-*^ mice by at least 1.5FC upon infection were identified (Figs 4A and 5B) for each time point post infection. 

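From the transcripts counted by any term in blood, those with a change of at least 1.5-fold on infection were selected in each strain. In WT mice against uninfected WT mice, 172 were higher and 183 lower at day 1, 894 and 392 at day 2, and 1236 and 1196 at day 3. In infected Ifnar1-/- mice against uninfected WT mice, 698 were higher and 424 lower at day 1, 851 and 649 at day 2, and 1119 and 979 at day 3. The fold change alone was the criterion here, and at day 1 none of the WT changes passed a test of its own.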

Since significant numbers of transcripts were perturbed at each time point post infection the datasets were analyzed using Ingenuity Pathway Analysis (IPA) and the top 15 *p-value* ranked pathways were first identified in infected versus uninfected WT mice at each time point, yielding a total top 30 canonical pathways unique or shared within each of the three time points (Fig 4A). The same fold change followed by IPA analysis was also applied to blood transcripts from the *Ifnar1*^*-/-*^ upon infection as compared to uninfected WT and the 30 canonical pathways defined from Fig 4A were applied to the data and ranked as shown (Fig 4B). These transcripts were then further filtered to retain those which were at least 1.5FC different in blood from infected WT as compared to infected *Ifnar1*^*-/-*^ mice, all relative to blood from control uninfected mice and these transcripts were then subjected to IPA analysis (Fig 4C). This identified the final net difference in the maximal gene expression change upon infection in WT as compared to the *Ifnar1*^*-/-*^, having taken into account the WT baseline difference.

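Among the transcripts induced or reduced at least 1.5-fold in either strain, those that also differed at least 1.5-fold between the infected strains were 303 higher and 695 lower in WT than in Ifnar1-/- blood at day 1. At day 2 they were 481 higher and 275 lower in WT mice, and at day 3, 471 higher and 468 lower. Taking the difference of the responses, each against uninfected mice of its own strain, 261 transcripts were higher and 574 lower in WT mice at day 1, 508 and 368 at day 2, and 643 and 404 at day 3.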

**Fig 4:**
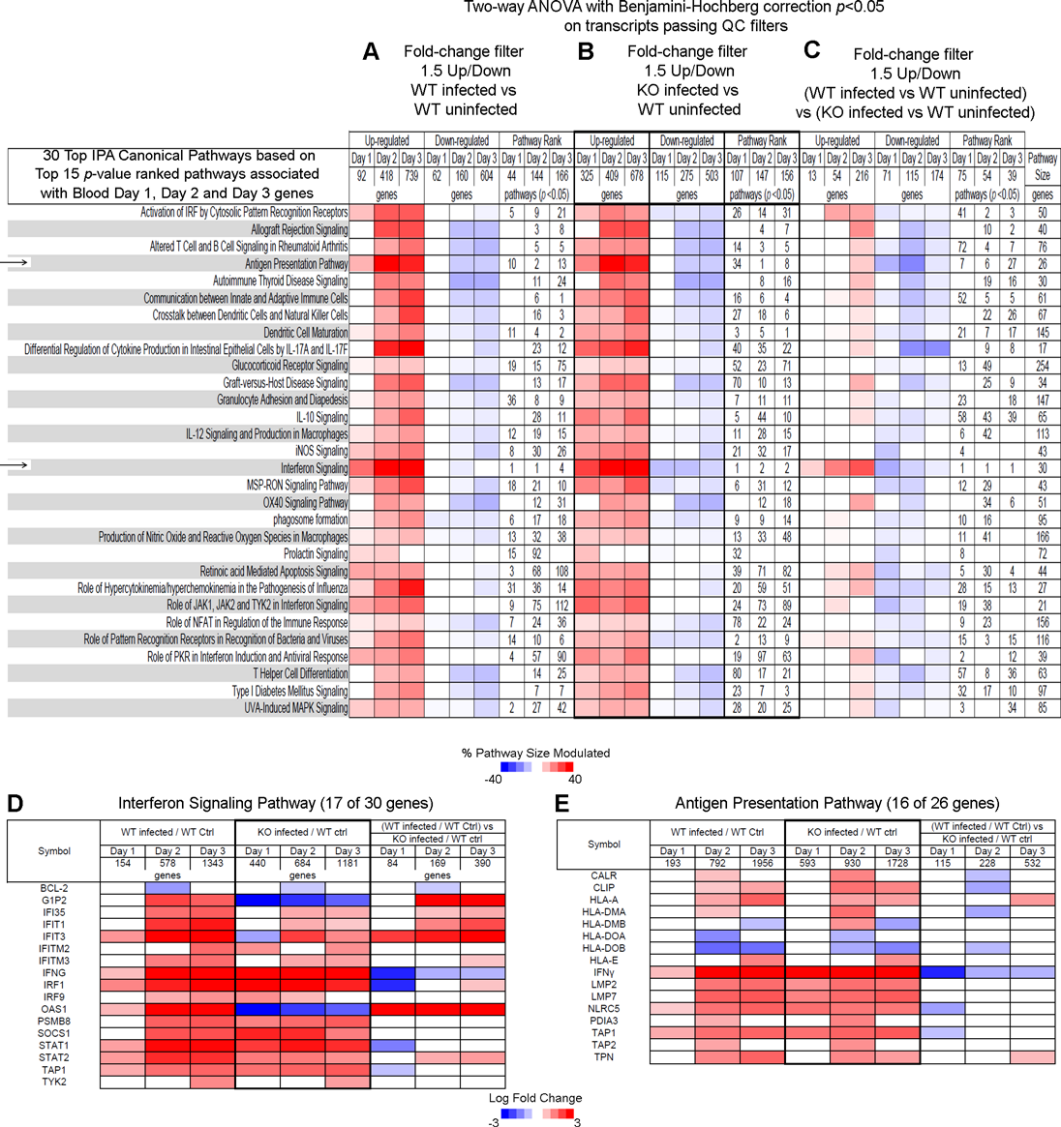
Canonical pathways associated with blood transcripts that are differentially expressed in *L*. *monocytogenes* infected WT versus *Ifnar1*^-/-^ mice against control uninfected WT mice. Top IPA® canonical pathways that are associated with differentially expressed blood day 1, day 2 and day 3 transcripts shown in Fig 3B and that pass a further 1.5-fold change filter ratio between **(A)** WT infected to WT uninfected; **(B)** KO infected to WT uninfected; and **(C)** (WT infected to WT uninfected) as compared to (KO infected to WT uninfected). Percent pathway modulation relative to each dataset and pathway size is indicated in red for up-regulated and blue for down-regulated genes. Pathway rank for pathways passing *p<0*.*05* after Fisher’s Exact test at each time-point is marked. **(D and E)** Detailed heat map of differentially expressed genes found in the **(D)** Interferon Signaling Pathway; and **(E)** Antigen Presentation Pathway.

**Fig 5:**
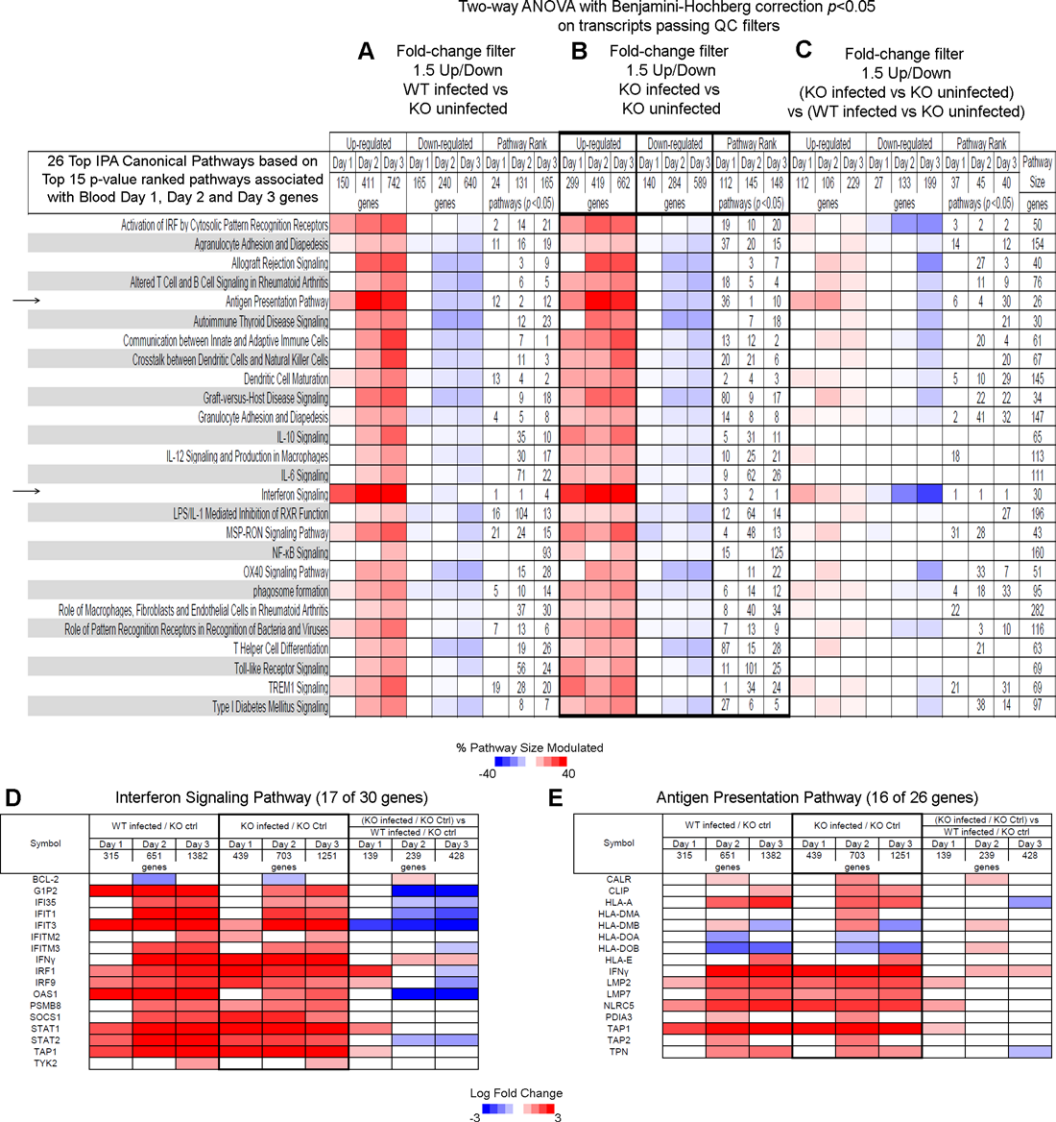
Canonical pathways associated with blood transcripts that are differentially expressed in *L*. *monocytogenes* infected *Ifnar1*^-/-^ versus WT mice against control uninfected *Ifnar1*^-/-^ mice. Top IPA® canonical pathways that are associated with differentially expressed blood day 1, day 2 and day 3 transcripts from Fig 3B and pass a further 1.5-fold change filter ratio between **(A)** WT infected to KO uninfected; **(B)** KO infected to KO uninfected; and **(C)** (KO infected to KO uninfected) as compared to (WT infected to KO uninfected). Percent pathway modulation relative to each dataset and pathway size is indicated in red for up-regulated and blue for down-regulated genes. Pathway rank for pathways passing *p<0*.*05* after Fisher’s Exact test at each time-point is marked. **(D and E)** Detailed heat map of differentially expressed genes found in the **(D)** Interferon Signaling Pathway; and **(E)** Antigen Presentation Pathway.

Distinct percentages of up and down modulated genes were observed in those pathways at each time point post infection (Fig 4A–4C). 

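By day 3, most genes of 3 neutrophil and monocyte response lists had risen in WT blood, and fewer of them passed in Ifnar1-/- blood. Of 24 TREM1 signaling genes, 18 rose and 1 fell in WT mice, and 11 rose and 1 fell in Ifnar1-/- mice (19 and 12 rose when adjusted over the list alone). Of 25 granulocyte adhesion and diapedesis genes, 17 rose in WT and 8 in Ifnar1-/- mice, and none fell. Of 16 IL-10 signaling genes, 12 rose in WT and 8 in Ifnar1-/- mice. The mean log2 response of TREM1 signaling was 1.03 ± 0.95 (SD over genes) in WT and 0.94 ± 0.94 in Ifnar1-/- mice. That of antigen presentation was 0.81 ± 0.99 and 0.99 ± 0.95, with 16 and 17 of 25 genes up. A higher number of calls in WT mice does not show a larger response, as 4 WT and 3 Ifnar1-/- infected mice were compared. T cells genes fell by a mean of -0.70 ± 0.71 and -0.76 ± 0.70 at day 3.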

A substantial set of the top pathways was common and similarly perturbed in the blood of both WT and *Ifnar1*^*-/-*^ mice at each time point post infection (Fig 4A and 4B) in keeping with the global transcript analysis observed in Fig 3B and 3C. However, further in depth analysis of transcripts that were perturbed by at least 1.5FC in the blood of infected WT as compared to infected *Ifnar1*^*-/-*^ mice (Fig 4C) revealed that some of these top canonical pathways were differently modulated in the absence of type I IFN signaling at different stages after infection. 

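Type I interferon-stimulated genes were lower in infected Ifnar1-/- than in infected WT blood. Of 30 type I interferon-stimulated genes measured, 12 were lower and none higher in infected Ifnar1-/- than in infected WT mice at day 1, 18 were lower at day 2 and 21 at day 3 (14, 26 and 28 when adjusted over the list alone). Their mean log2 difference was -1.08 ± 1.58 (SD over genes), -2.00 ± 1.46 and -2.01 ± 1.31. By camera the set was lower on each day (adjusted p = 9.2e-09, 1.5e-38 and 4.4e-65). With an estimated correlation type I interferon-stimulated genes were called at days 2 and 3 (adjusted p = 0.037 and 0.00019) and not at day 1 (adjusted p = 0.2). The wider interferon signaling list, which mixes genes of both interferons, had a mean difference of 0.12 ± 1.62 at day 1, -0.59 ± 1.47 at day 2 and -0.77 ± 1.30 at day 3. Among the 28 lists, its camera call held with an estimated correlation at day 3 alone (adjusted p = 0.011). Camera tests whether a list moves more than other genes, so the rank of a list in a table of canonical pathways is another quantity and was not computed.

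**Figure D4:**
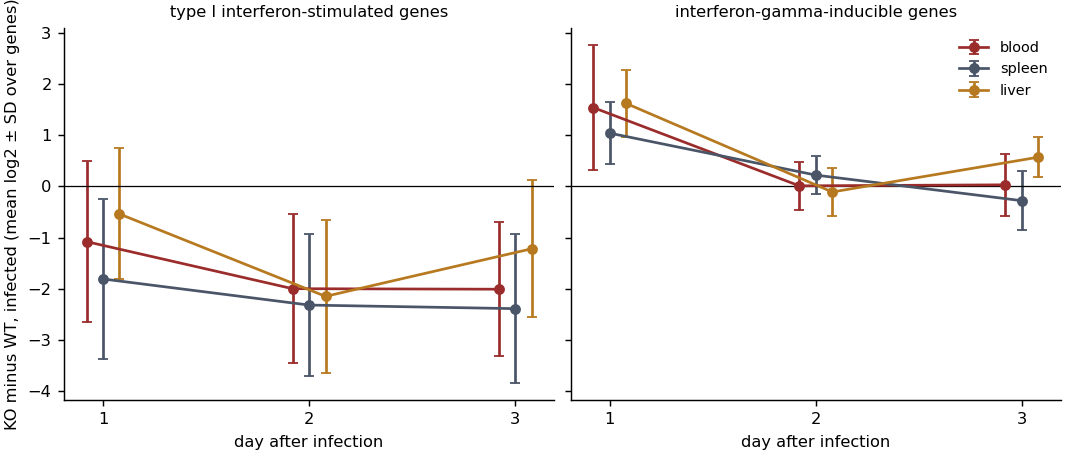
Mean log2 difference between infected Ifnar1-/- and infected WT mice, with the SD over genes, for type I interferon-stimulated genes and interferon-gamma-inducible genes, by tissue and day. In blood the type I genes lie at -1.08, -2.00 and -2.01, and the interferon-gamma-inducible genes at 1.54, 0.01 and 0.03.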

The IFN signaling pathway ranked as the top canonical pathway for all time points post infection, found to be differentially perturbed in the blood of infected WT as compared to infected *Ifnar1*^*-/-*^ mice (Fig 4C). 

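At day 1, genes induced by interferon-gamma were higher in Ifnar1-/- than in WT blood while those induced by type I interferon were lower. Of 23 interferon-gamma-inducible genes, 18 were higher and none lower (20 when adjusted over the list alone), with a mean log2 difference of 1.54 ± 1.22 (SD over genes). Camera called them higher with adjusted p = 2.1e-13, and did not with an estimated correlation (adjusted p = 0.2). The interferon signaling list had 5 of 25 genes higher in Ifnar1-/- mice, 3 lower and 17 that did not pass (9 higher and 3 lower when adjusted over the list alone). With the array of 2 day labels counted at day 1, the mean of the list was -0.08, and it moved between -0.03 and 0.24 when single mice were left out. On the 1 chip that held both strains, the interferon-gamma-inducible genes were higher by 0.55 in the infected Ifnar1-/- mouse.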

A higher percentage of down-modulated genes was observed in the blood of infected WT mice as compared to the infected *Ifnar1*^*-/-*^ mice at day 1 post infection (when the bacterial load was identical) (Fig 4C). In contrast, a higher percentage of up-modulated genes was observed in the blood of infected WT mice as compared to the infected *Ifnar1*^*-/-*^ mice at days 2 and 3 post infection (where the bacterial load was reduced in the *Ifnar1*^*-/-*^ mice; (Fig 3A)) (Fig 4C). This demonstrates that type I IFN has different roles in gene regulation at different stages after infection. 

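At days 2 and 3 no interferon signaling gene was higher in infected Ifnar1-/- than in infected WT blood, and 3 and 5 of the 25 were lower. Adjusted over the list alone, 6 were lower at day 2, and 9 lower and 1 higher at day 3. The interferon-gamma-inducible genes no longer differed, with means of 0.01 ± 0.47 (SD over genes) at day 2 and 0.03 ± 0.60 at day 3. Their strain difference was larger at day 1 than at day 3 by 1.50 on the log2 scale (adjusted p = 2.5e-11 from camera, and adjusted p = 0.15 with an estimated correlation). Markers of cell types in blood moved with them, Ly6C monocytes and macrophages by 1.39 (9 of 15 higher) and neutrophils by 1.20 (9 of 19 higher), so a change in blood cells was not separated from a change within cells. The same comparison of days gave 0.88 for the interferon signaling list, with 8 of 25 genes relatively higher in Ifnar1-/- mice at day 1 and none lower. In spleen 7 and 8 of 25 interferon signaling genes were lower in Ifnar1-/- mice at days 2 and 3, and in liver 4 and 1 of 22. From the contrast between day 1 and the later days, the paper concludes that type I IFN has different roles in gene regulation at different stages of infection.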

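Among 16 genes of cytosolic pattern recognition, which activate interferon regulatory factors, 2 were higher and 2 lower in infected Ifnar1-/- than in infected WT blood at day 1. At day 2, 3 were lower and none higher, and at day 3, 6 were lower (9 when adjusted over the list alone). Their mean log2 difference was -0.19 ± 1.31 (SD over genes) at day 1, -0.84 ± 1.58 at day 2 and -1.02 ± 1.38 at day 3. Cytosolic pattern recognition was called lower by camera at day 3 with either correlation (adjusted p = 3.2e-14, and adjusted p = 0.016 with an estimated correlation), and not at day 1 (adjusted p = 0.8). Of 25 antigen presentation genes, 8 were higher in Ifnar1-/- blood at day 1 and none lower (17 higher when adjusted over the list alone), with a mean of 0.63 ± 0.37. None passed at day 2 or day 3, when the means were 0.34 ± 0.33 and 0.01 ± 0.42. The day 1 call of antigen presentation had adjusted p = 9.2e-09 from camera, and adjusted p = 0.2 with an estimated correlation.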

Other pathways with a higher percentage of down-modulated genes at day 1 and up-modulated genes at day 2 and 3, or day 3 only, post infection in WT compared to *Ifnar1*^*-/-*^ mice included activation of IRF by cytosolic pattern recognition receptors and the antigen presenting and dendritic cell maturation pathways respectively (Fig 4C).

Analysis of the specific genes within the IFN signaling pathway that were differentially perturbed in the blood of WT versus *Ifnar1*^*-/-*^ infected mice showed that some genes such as *Oas1* and *Ifit3* were completely dependent on type I IFN at all time points, regardless of the bacterial load (Fig 3A) since their expression was higher in the infected WT than the infected *Ifnar1*^*-/-*^ mice at all time-points post infection (Fig 4D). In contrast, expression of other genes in the IFN signaling pathway *(G1p2*, *Ifi35*, *Ifit1 and Stat2)* were shown to be higher in the infected WT as compared to the infected *Ifnar1*^*-/-*^ mice after days 2 and 3 of infection (Fig 4D), when the bacterial load was lower in the infected *Ifnar1*^*-/-*^ mice (Fig 3A). Such changes in gene expression were validated by RT-PCR for the genes *Oasg1* and *Stat2* (Fig 6A). 

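Oas1g, which encodes a 2',5'-oligoadenylate synthetase, had a log2 value of -1.77 ± 0.36 (SD, n = 4) in infected Ifnar1-/- blood and 3.13 ± 0.95 (SD, n = 3) in infected WT blood at day 1. At day 2 the values were 0.18 ± 0.34 (SD, n = 3) and 5.34 ± 0.70 (SD, n = 4), and at day 3 they were 0.58 ± 0.10 (SD, n = 3) and 5.85 ± 0.28 (SD, n = 4). The strain differences of -5.16 at day 2 (SE 0.33, adjusted p = 6.7e-07) and -5.27 at day 3 (SE 0.21, adjusted p = 3.8e-09) were larger than the spread between mice. Oas1g still rose on infection in Ifnar1-/- blood, by at least 2.53-fold at day 2 (adjusted p = 0.014) and 3.33-fold at day 3, from a group in which no array detected it. Ifit3 was lower in Ifnar1-/- blood by -2.30 at day 1 (SE 0.47, adjusted p = 0.012), -2.52 at day 2 (SE 0.39, adjusted p = 0.0059) and -2.28 at day 3 (SE 0.39, adjusted p = 0.011). With chip as a fixed block, the Ifit3 difference was -2.23 at day 1 (adjusted p = 0.22) and -2.17 at day 2 (adjusted p = 0.1). Ifit3 rose in infected Ifnar1-/- blood by 3.73 at day 2 and 3.42 at day 3, against 3.95 and 3.40 in WT blood. The responses did not differ between the strains (-0.22, SE 0.55, adjusted p = 0.88 at day 2, and 0.02, SE 0.55, adjusted p = 0.99 at day 3). Oas1a, which no infected Ifnar1-/- blood array of these days detected, did not pass at day 2 (adjusted p = 0.12) or day 3 (adjusted p = 0.27), and did with an offset of 16 (adjusted p = 0.031 and 0.022).

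**Figure D5:**
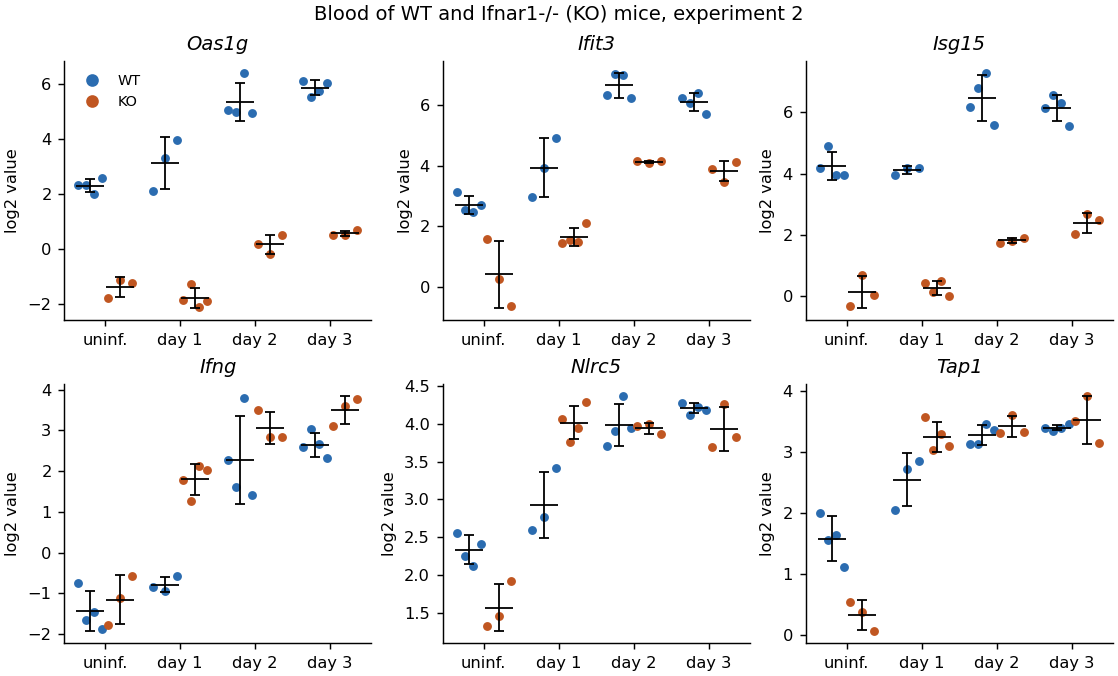
Log2 value of Oas1g, Ifit3, Isg15, Ifng, Nlrc5 and Tap1 in the blood of each uninfected and infected WT and Ifnar1-/- mouse at days 1, 2 and 3, with the mean and SD of each group. Oas1g had means of -1.77 and 3.13 in infected Ifnar1-/- and WT mice at day 1, and Ifng had means of 1.80 and -0.79.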

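Isg15, also named G1p2, was lower in infected Ifnar1-/- than in infected WT blood at every day. Its log2 value was 0.27 ± 0.23 (SD, n = 4) against 4.10 ± 0.13 (SD, n = 3) at day 1, 1.82 ± 0.08 (SD, n = 3) against 6.46 ± 0.73 (SD, n = 4) at day 2, and 2.40 ± 0.33 (SD, n = 3) against 6.14 ± 0.43 (SD, n = 4) at day 3. The adjusted p of the difference was 3.6e-06 at day 1, 7e-06 at day 2 and 1.6e-05 at day 3. Ifi35, whose product binds other interferon-induced proteins, differed at day 3 (-0.97, SE 0.20, adjusted p = 0.045) but not at day 2 (-0.72, SE 0.28, adjusted p = 0.24) or day 1 (0.36, SE 0.18, adjusted p = 0.22). The day 3 call of Ifi35 was lost with chip as a fixed block (-0.91, adjusted p = 0.19). Stat2, a subunit of the type I interferon signaling complex, differed at day 3 (-1.15, SE 0.23, adjusted p = 0.036) and narrowly missed the threshold at day 2 (-0.95, SE 0.22, adjusted p = 0.06), where it passed after quantile normalization (-1.00, adjusted p = 0.026). At day 1 the Stat2 values were 1.57 ± 0.21 (SD, n = 4) and 1.20 ± 0.86 (SD, n = 3). Ifit1 was detected in none of the 28 blood arrays.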

Although most of the perturbed transcripts within the IFN signaling (Fig 4D) and antigen presentation (Fig 4E) pathways were upregulated upon infection in both WT and *Ifnar1*^*-/-*^ mice, some transcripts such as *Ifng*, *Stat1*, *Tap1*, *Nlrc5* (Fig 4D and 4E) as well as other transcripts such as *Il10* (S1 File) were expressed at a much reduced level in the infected WT compared to the infected *Ifnar1*^*-/-*^ mice, suggesting that type I IFN signaling actually impairs the induction of these genes during infection. Such changes in gene expression were validated by RT-PCR for the genes *Ifng*, *Stat1 and Il10* (Fig 6A). 

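At day 1, Ifng had a log2 value of 1.80 ± 0.38 (SD, n = 4) in infected Ifnar1-/- blood and -0.79 ± 0.19 (SD, n = 3) in infected WT blood, a difference of 2.59 (SE 0.31, adjusted p = 0.00058). It rose in Ifnar1-/- mice by 2.95 (adjusted p = 0.00011), and the difference of the responses was 2.31 (SE 0.44, adjusted p = 0.047). With the array of 2 day labels counted at day 1, the strain difference was 1.82 (adjusted p = 0.065). At days 2 and 3 Ifng did not differ between the infected strains (0.79, adjusted p = 0.44, and 0.85, adjusted p = 0.31). Nlrc5, the activator of MHC class I genes, was 4.02 ± 0.22 (SD, n = 4) in Ifnar1-/- and 2.93 ± 0.44 (SD, n = 3) in WT blood at day 1, a difference of 1.09 (SE 0.22, adjusted p = 0.011). With chip as a fixed block, the Nlrc5 difference was 1.02 (adjusted p = 0.25). Its response was larger in Ifnar1-/- mice by 1.86 (SE 0.31, adjusted p = 0.035). Tap1 was 3.25 ± 0.24 (SD, n = 4) in Ifnar1-/- and 2.55 ± 0.43 (SD, n = 3) in WT blood, and this difference of 0.70 (SE 0.24, adjusted p = 0.088) did not pass. Before infection Tap1 was lower in Ifnar1-/- blood, at 0.33 ± 0.24 (SD, n = 3) against 1.58 ± 0.37 (SD, n = 4). Il10 was detected in no infected mouse at day 1. At day 3 it had risen by at least 2.34-fold in WT and at least 4.36-fold in Ifnar1-/- blood, with a strain difference of 1.15 (SE 0.26, adjusted p = 0.064) that passed when scaled before the floor (1.15, adjusted p = 0.019). The paper proposes, from the lower expression of genes such as Ifng in infected WT mice, that type I IFN impairs their induction.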

The same trend of gene regulation was also observed for other transcripts from most of the top canonical pathways (S1 File).

**Fig 6:**
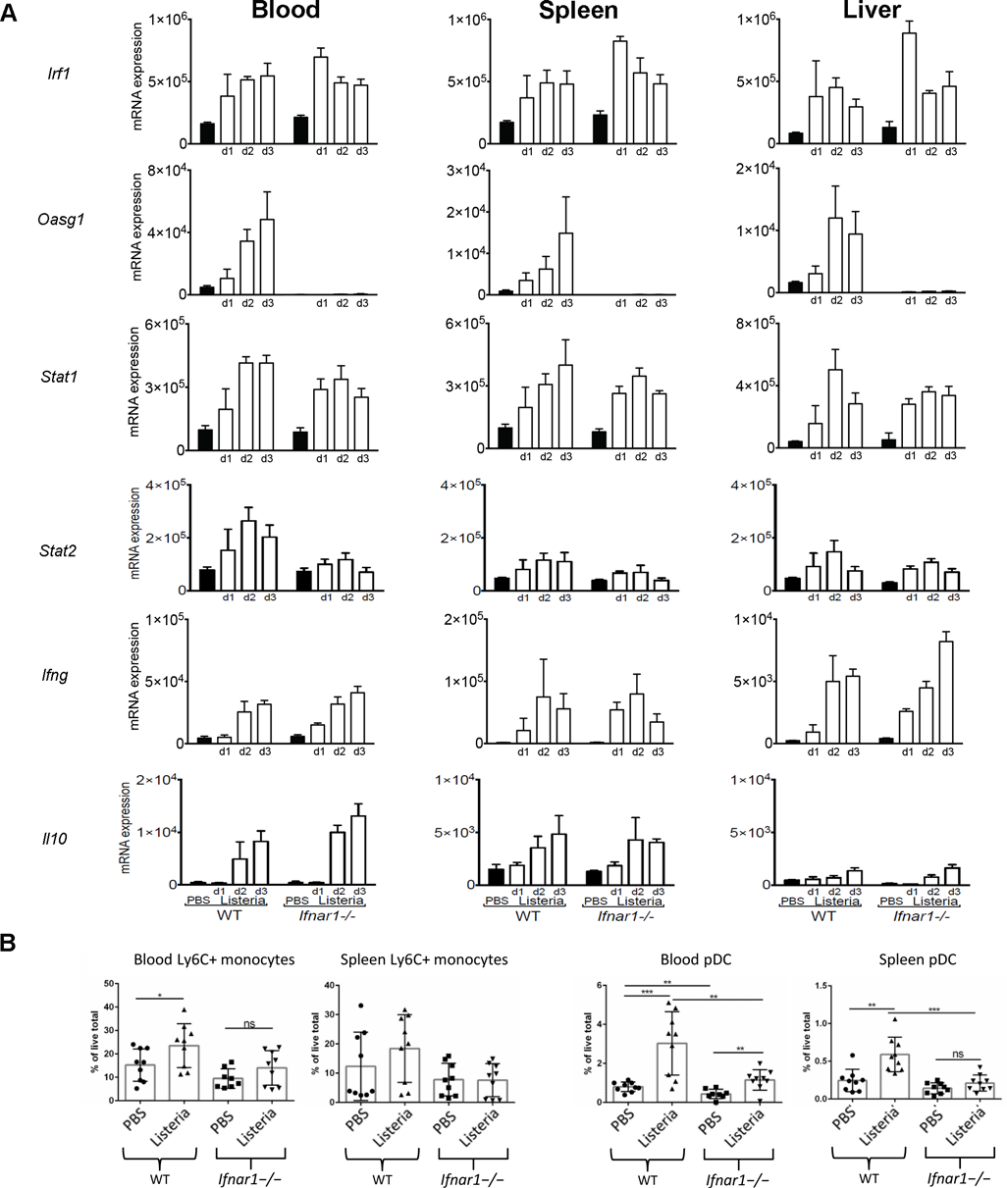
Validation of several IFN regulated genes by qRT-PCR. **(A)** qRT-PCR validation of several IFN regulated genes identified in Figs 4 and 5. Blood (left panel), spleen (middle panel) and liver (right panel) RNA was extracted at the indicated times post *L*. *monocytogenes* infection. RNA was reverse transcribed to cDNA, and expression of the indicated genes was analyzed by qRT-PCR. Values were normalized relative to *Hprt1* expression levels (mean with SD). Data are from one experiment with four mice per group. **(B)** Ly6C^+^ monocytes and pDC in blood and spleen of uninfected and infected WT and *Ifnar1*^*-/-*^ mice as a percentage of total live cells. Pooled results from 3 independent experiments, mean with SEM, n = 3 per group/experiment.

An increase in the proportion of Ly6C^+^ monocytes was observed in the blood of WT mice upon infection but not in the blood of *Ifnar1*^*-/-*^ infected mice at day 3 post infection (Fig 6B, S4 Fig), in keeping with the observations that antigen presentation pathway at the transcriptional level was elevated in the blood of infected WT as compared to infected *Ifnar1*^*-/-*^ mice (Fig 4C). A trend towards increased Ly6C^+^ monocytes was also observed in the WT spleen upon infection but this did not reach statistical significance. Additionally proportionally there were more plasmacytoid dendritic cells (pDC) in the blood of the WT mice as compared to the *Ifnar1*^*-/-*^ both in uninfected controls and also following *L*. *monocytogenes* infection (Fig 6B) in keeping with the observations that antigen presentation pathway at the transcriptional level was elevated in the blood of infected WT as compared to infected *Ifnar1*^*-/-*^ mice (Fig 4C). In the spleen an increase in the proportion of pDC was observed in the WT and this was abrogated in the *Ifnar1*^*-/-*^ upon infection (Fig 6B).

### Canonical pathways associated with blood transcripts are differentially expressed in *Ifnar1*^−/−^ versus WT mice infected with *L*. *monocytogenes*

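At day 1, genes of the interferon-gamma response passed the test for a rise in Ifnar1-/- blood and not in WT blood. Of 23 interferon-gamma-inducible genes, 21 rose in Ifnar1-/- blood and none in WT blood (7 in WT blood when adjusted over the list alone). The mean log2 response was 2.61 ± 1.62 (SD over genes) in Ifnar1-/- and 0.83 ± 0.63 in WT mice. Of 24 TREM1 signaling genes, 16 rose in Ifnar1-/- blood with a mean of 0.82 ± 0.75, and in WT blood none rose and the mean was -0.05 ± 0.58. Of 19 neutrophils genes, 7 rose in Ifnar1-/- blood. Selected by fold change, 606 transcripts were higher and 499 lower in infected than in uninfected Ifnar1-/- blood at day 1. The test of WT blood rests on 3 infected mice. Among single genes the responses of Tap1, Nlrc5, Irf9 and Ifng differed between the strains by the interaction term.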

Since a number of transcripts appeared to be highly upregulated at day 1 post infection in the blood of infected *Ifnar1*^*−/−*^ as compared to infected WT mice where a change in expression of these transcripts over uninfected controls was not observed (Fig 3B) we performed a similar two-step filtering process as in described above for Fig 4. From the two-way ANOVA lists with the transcripts generated in Fig 3B, S2 Table, blood transcripts which this time were inducible in infected *Ifnar1*^*−/−*^ mice by at least 1.5FC upon infection were identified (Fig 5B) for each time point post infection. These lists of transcripts were then analyzed using IPA and the top 15 *p-value* ranked pathways were first identified in infected versus uninfected *Ifnar1*^*−/−*^ mice at each time point, yielding a total top 26 canonical pathways unique or shared within each of the three time points (Fig 5B). The same fold change followed by IPA analysis was also applied to blood transcripts from the WT mice upon infection this time as compared to uninfected *Ifnar1*^*−/−*^ mice and the 26 canonical pathways defined from Fig 5B were applied to the data and ranked as shown (Fig 5A). These transcripts were then further filtered to retain those which were at least 1.5FC different in blood from infected *Ifnar1*^*−/−*^ as compared to infected WT mice, all relative to blood from control uninfected *Ifnar1*^*−/−*^ mice and these transcripts were then subjected to IPA analysis (Fig 5C). This identified the final net difference in the maximal gene expression change upon infection in the *Ifnar1*^*-/-*^ as compared to the WT mice having taken into account the *Ifnar1*^*-/-*^ baseline difference.

These data largely corroborated the data shown in Fig 4A–4C, with a dominance of the IFN signaling and antigen presentation pathways, where the transcripts in this case were more highly up-regulated in the blood of the *Ifnar1*^*-/-*^ as compared to the WT mice at day 1 post infection, but down-regulated at days 2 or 3 post infection (Fig 5C). This was reciprocal to data in Fig 4 supporting differential temporal role of type I IFN in these pathways. However, additional pathways was revealed to be perturbed, for example up-regulation of the TREM 1 signaling pathway in the infected *Ifnar1*^*-/-*^ as compared to the infected WT mice, was observed (Fig 5C). Furthermore, the role of type I IFN signaling was confirmed by this approach for genes including *Oas1*, *Ifit3 and Ifng*, but additionally *Irf9* was shown to be higher (Fig 5D) in the infected *Ifnar1*^*-/-*^ as compared to the infected WT mice at day 1 post infection when the bacterial loads were similar (Fig 3A), but lower at day 3 in the infected *Ifnar1*^*-/-*^ when the bacterial loads were reduced (Fig 3A). These results were validated for *Oas and Ifng* by RT-PCR (Fig 6A). 

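In Ifnar1-/- blood, 14 of 25 interferon signaling genes rose at day 1, 13 at day 2 and 17 at day 3, when 1 fell (15, 15 and 17 rose when adjusted over the list alone). In WT blood none rose at day 1, 14 at day 2 and 20 at day 3. The mean log2 responses in Ifnar1-/- blood were 0.96 ± 1.06 (SD over genes), 1.16 ± 1.35 and 1.24 ± 1.30, and in WT blood 0.36 ± 0.42, 1.27 ± 1.23 and 1.53 ± 1.13. The response of interferon signaling differed between the strains at day 1 for 3 genes, each with the larger rise in Ifnar1-/- mice (8 when adjusted over the list alone). Of 25 antigen presentation genes, 13 rose in Ifnar1-/- blood at day 1, 15 at day 2 and 17 at day 3. With an estimated correlation, camera called the interferon signaling response at day 3 in both strains (adjusted p = 0.028 in Ifnar1-/- and 0.008 in WT mice), and not at day 1 (adjusted p = 0.14 in Ifnar1-/- mice).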

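Of 24 TREM1 signaling genes measured in blood, 12 were higher in infected Ifnar1-/- than in infected WT mice at day 1 and none was lower (15 higher when adjusted over the list alone). The mean log2 difference was 0.76 ± 0.58 (SD over genes). Camera called TREM1 signaling higher at day 1 (adjusted p = 5.6e-08), and did not with an estimated correlation (adjusted p = 0.2). At day 2 the mean was 0.01 and 1 gene was lower, and at day 3 it was -0.20 ± 0.71 with 2 genes lower. Trem1 itself did not differ at day 1 (0.41, adjusted p = 0.45), day 2 (-0.61, adjusted p = 0.51) or day 3 (-0.32, adjusted p = 0.87). Ly6C monocytes and macrophages genes were higher at day 1 as well, 7 of 15 with a mean of 0.95 ± 0.66, and so were 10 of 19 neutrophils genes with a mean of 0.94 ± 0.73.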

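Irf9, the DNA-binding subunit of the type I interferon signaling complex, started lower in uninfected Ifnar1-/- blood, at 1.94 ± 0.39 (SD, n = 3) against 3.04 ± 0.17 (SD, n = 4) in WT blood. At day 1 it was 3.98 ± 0.07 (SD, n = 4) in infected Ifnar1-/- and 3.37 ± 0.24 (SD, n = 3) in infected WT blood. This difference of 0.60 (SE 0.19) had adjusted p = 0.063 and did not pass. The response of Irf9 was larger in Ifnar1-/- than in WT blood by 1.70 (SE 0.26, adjusted p = 0.035). At day 3 the infected mice had 3.48 ± 0.23 (SD, n = 3) and 4.11 ± 0.16 (SD, n = 4), a difference of -0.63 (SE 0.20, adjusted p = 0.23) that did not pass either.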

Within the antigen presentation pathway in addition to genes revealed to be down-regulated by type I IFN in Fig 4E (*Ifng*, *Tap1* and *Nlrc5)*, *Lmp2* was also now revealed to be regulated by type I IFN, since its expression was shown to be higher in infected *Ifnar1*^*-/-*^ as compared to the infected WT mice (Fig 5E). 

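Psmb9, the immunoproteasome subunit also named Lmp2, had a log2 value of 5.82 ± 0.09 (SD, n = 4) in infected Ifnar1-/- and 4.93 ± 0.37 (SD, n = 3) in infected WT blood at day 1. The difference was 0.90 (SE 0.20, adjusted p = 0.019), and at days 2 and 3 it was 0.08 (adjusted p = 0.9) and -0.12 (adjusted p = 0.88). With chip as a fixed block the day 1 difference was 0.60 (adjusted p = 0.48), and with the array of 2 day labels counted at day 1 it was 0.65 (adjusted p = 0.11). Psmb9 rose by 1.79 in Ifnar1-/- blood at day 1 and by 0.37 in WT blood.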

The same trend of gene regulation was also observed for other transcripts from most of the top canonical pathways (S2 File).

### Absence of type I IFN signaling results in differences in baseline expression of IFN inducible genes

Having observed that there was differential transcript expression in the blood of uninfected *Ifnar1*^*−/−*^ compared to the uninfected WT mice (Fig 3C and data not shown from independent experiment using the same methods as Fig 3C, which validated the findings) we set out to identify transcripts whose expression was at least 1.5FC lower in the uninfected *Ifnar1*^*−/−*^ compared to the uninfected WT group using the same analysis method as in Fig 3C (Fig 7A–7C and data not shown from an independent experiment which validated our findings). These 134, 475 and 260 transcripts in the blood, spleen and liver respectively were enriched for IFN related pathways when analysed by IPA canonical pathway analysis (Fig 7A–7C). 

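In a separate set of mice, blood, spleen and liver were taken from uninfected and infected WT and Ifnar1-/- mice at day 3, with 5 mice in each of the 4 groups and 60 arrays in all. The Ifnar1 probe was undetected in these arrays too, and so says nothing about their strain labels. The processing was that of the time course, fitted within each tissue, and 6906 transcripts of blood, 4786 of spleen and 3741 of liver were tested. Detected probes per array ranged from 12756 to 16019 in blood, 15363 to 17587 in spleen and 11797 to 14434 in liver. The 75th percentile of the signal had a median of 30.4 in blood, 72.8 in spleen and 34.3 in liver. In blood its group medians were 21.9 in uninfected WT mice and 30.3 in uninfected Ifnar1-/- mice. A transcript was counted as lower in uninfected Ifnar1-/- mice if its 2-way result passed at an adjusted p of 0.05 with a strain or interaction term and its mean was at least 1.5-fold below that of uninfected WT mice. This criterion does not ask that the comparison of uninfected mice pass by itself, and the counts with that comparison's own adjusted p are given beside it. Uninfected mice of both strains shared each of the 4 chips of spleen, the 4 of liver and the 5 of blood, and infected mice of both strains all but 1 chip of blood.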

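Genes that type I interferon induces were lower in uninfected Ifnar1-/- mice of all 3 tissues. Isg15 was lower by -5.98 on the log2 scale in blood (SE 0.46), -4.13 in spleen (SE 0.22) and -2.68 in liver (SE 0.31), where 2, 3 and 1 of 5 uninfected Ifnar1-/- arrays detected it. Usp18, the protease that removes Isg15 from proteins, was lower by at least 41.2-fold in blood, by -3.99 in spleen (SE 0.15) and by -4.50 in liver (SE 0.21). Of the type I interferon-stimulated genes measured, 19 of 29 were lower in blood, 24 of 29 in spleen and 20 of 24 in liver, and none was higher (21, 25 and 21 lower when adjusted over the list alone). Their mean log2 difference was -2.34 ± 1.97 (SD over genes) in blood, -2.00 ± 1.51 in spleen and -2.10 ± 1.36 in liver. Camera called type I interferon-stimulated genes lower in each tissue, also with an estimated correlation (adjusted p = 0.00019 in blood, 0.0003 in spleen and 0.00027 in liver). The wider interferon signaling list had 6 of 25, 9 of 26 and 7 of 23 genes lower, with 4 higher in spleen. Its calls did not hold with an estimated correlation (adjusted p = 0.074 in blood, 0.22 in spleen and 0.086 in liver). By the criterion of the study, 570 transcripts were lower in blood, 818 in spleen and 378 in liver, and 11, 591 and 237 were higher. With the own adjusted p of the uninfected mice, the counts of lower transcripts were 106, 827 and 332, so the count of blood depends on that choice. In the same uninfected Ifnar1-/- spleens erythroid cells genes were lower by a mean of -3.63 (12 of 14) and cell division genes by -1.28 (15 of 17). The count of blood also moved between 320 and 1039 when single mice were left out. Of the 570 transcripts of blood, 535 were measured in the uninfected mice of the time course, where 32% had the same direction. For the lower transcripts of spleen and liver this share was 88.7% and 78.7%. Among the 106 of blood called by the own adjusted p it was 90.6%.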

Identifying the common transcripts across the three tissues revealed 50 transcripts, which comprised 35 unique genes (using IPA annotation) of which 25 were identified as being type I IRGs from the Interferome v2 database (Fig 7D). These 25 genes included members of the 2',5'-oligoadenylate synthetase (OAS) family, IFN regulatory factors *Irf7* and *Irf9* as well as *Stat1*, which were at least 1.5 FC lower even in the absence of infection.

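The transcripts lower in uninfected Ifnar1-/- mice of all 3 tissues numbered 56, where independent lists over the 723 transcripts tested in all 3 would share 7.57. They belong to 38 genes, and 9 of the probes have no single gene symbol. With the own adjusted p of the uninfected mice, 38 transcripts were shared. Another 151 were shared by blood and spleen alone, 14 by blood and liver and 38 by spleen and liver. Rsad2, an antiviral enzyme, was among the shared genes, lower by -1.94 in blood, -3.81 in spleen and -3.87 in liver, and so was the interferon-induced protein Ifi27l2a (-5.04, -3.53 and at least 19.9-fold in liver). Adar, Cmpk2, Dhx58, Eif2ak2, Lgals3bp, Mx2 and Rtp4 were shared too. A single transcript was higher in uninfected Ifnar1-/- mice of all 3 tissues.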

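Genes of the OAS family, whose products sense double-stranded RNA, were among the lowest in uninfected Ifnar1-/- mice. Oas1g was lower by at least 14.0-fold in blood, 21.0-fold in spleen and 5.49-fold in liver, and Oas2 by at least 6.33-fold, 12.1-fold and 2.37-fold. Oasl2 had a log2 value of -0.66 ± 0.63 in uninfected Ifnar1-/- and 5.34 ± 0.38 in uninfected WT blood (SD, n = 5 each). Its difference was -2.82 in spleen and -2.92 in liver. Oasl1 was lower by at least 6.28-fold, 5.73-fold and 4.77-fold. Of the OAS family genes measured, 6 of 8 were lower in blood, 6 of 9 in spleen and all 4 in liver, and none was higher. The mean difference of the OAS family was -3.11 ± 1.73 (SD over genes) in blood and -2.01 ± 2.02 in spleen, and camera called it lower in blood, spleen and liver, also with an estimated correlation (adjusted p = 0.00026, 0.034 and 0.00027). Stat2 was lower in uninfected Ifnar1-/- spleen (-0.89, SE 0.16, adjusted p = 0.00079), and not in blood (-0.30, adjusted p = 0.66) or liver (-0.19, adjusted p = 0.73). From these differences without infection, the paper proposes that type I IFN signaling is already evident in uninfected mice.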

**Fig 7:**
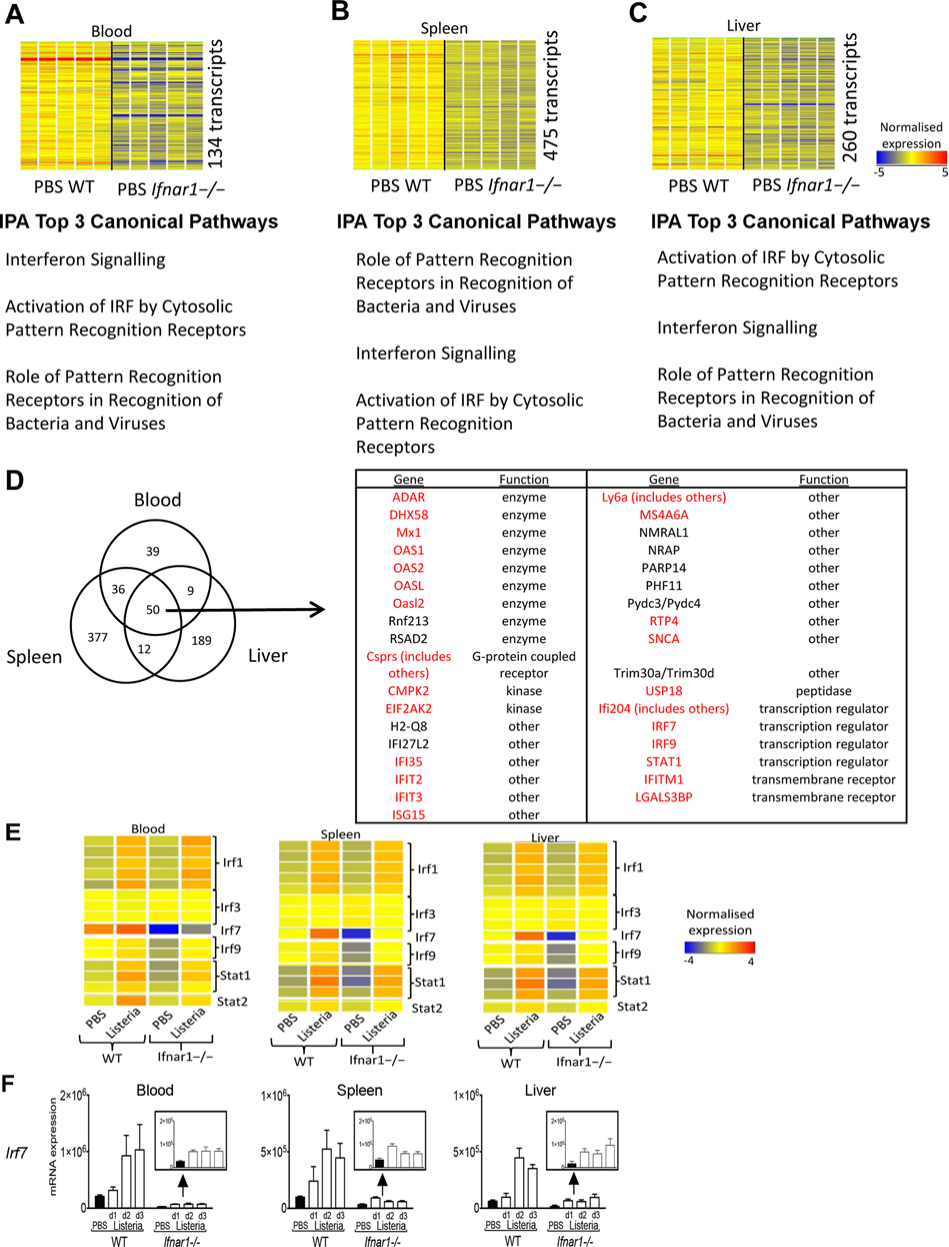
*Ifnar1*^-/-^ uninfected mice show a lowered expression of several IFN regulated genes as compared with WT uninfected mice. **(A–C)** The strain-associated subsets of transcripts identified from the 2-way ANOVA as in Fig 3B for an independent experiment were filtered to identify baseline differences (fold-ratio of 1.5 between day 3 uninfected *Ifnar1*^**-/-**^ to day 3 uninfected WT mice) for blood, spleen and liver. Heatmaps and a list of top three IPA® canonical pathways are shown. **(D)** Venn diagram of above detailed transcripts identifies 50 transcripts that are commonly shared between blood, spleen and liver. These transcripts map to 35 genes in IPA® and include a number of Interferome-based type I IFN responsive genes that are marked in red. **(E)** Heatmap of mean-normalised expression values for selected (*Irf1*, *Irf3*, *Irf7*, *Irf9*, *Stat1* and *Stat2*) IFN transcriptional regulator transcripts. **(F)** qRT-PCR validation of *Irf7* gene normalized relative to *Hprt1* gene in blood (left panel), spleen (middle panel) and liver (right panel) at indicated times post infection (mean with SD). Data from one experiment with four mice per group.

Focusing on the expression of selected key IFN signaling genes (*Irf1*, *Irf3*, *Irf7*, *Irf9*, *Stat1*, *Stat2*; Fig 7E), we found firstly that *Irf1* has similar baseline expression in WT and *Ifnar1*^*-/-*^ mice, is induced by a similar degree upon infection and therefore its final expression is comparable between the mouse strains following infection. 

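Irf1, a transcription factor of both interferon responses, had a log2 value of 6.19 ± 0.25 (SD, n = 5) in uninfected Ifnar1-/- blood and 6.19 ± 0.29 (SD, n = 5) in uninfected WT blood. In liver the difference was -0.10 (SE 0.13, adjusted p = 0.78). In spleen Irf1 was higher in uninfected Ifnar1-/- mice, at 6.45 ± 0.22 against 6.05 ± 0.17 (SD, n = 5 each; log2 difference 0.40, SE 0.13, adjusted p = 0.038). It rose on infection by 1.82 in WT and 1.90 in Ifnar1-/- blood (SE 0.18 each), by 1.46 and 1.17 in spleen (SE 0.13 each), and by 1.93 in both strains in liver (SE 0.13). The rise did not differ between the strains in blood (0.08, SE 0.25, adjusted p = 0.9), spleen (-0.29, SE 0.18, adjusted p = 0.41) or liver (0.00, SE 0.19, adjusted p = 1.0). After infection the strains differed by 0.08 in blood (adjusted p = 0.87), 0.11 in spleen (adjusted p = 0.72) and -0.10 in liver (adjusted p = 0.73). With 5 mice per group, differences of the size of these errors could not be detected.

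**Figure D6:**
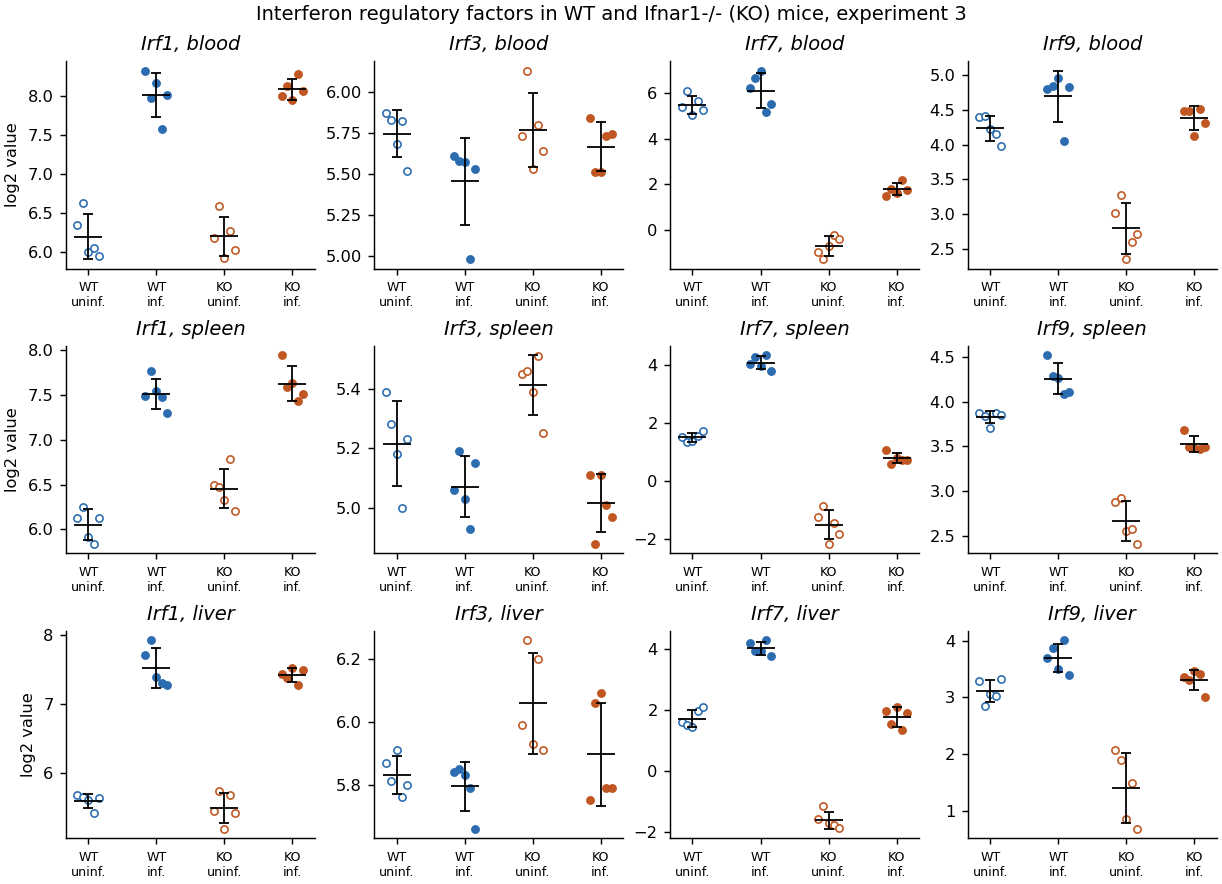
Log2 value of Irf1, Irf3, Irf7 and Irf9 in each uninfected and infected WT and Ifnar1-/- mouse, in blood, spleen and liver, with the mean and SD of each group. Irf1 had the same mean of 6.19 in the uninfected blood of both strains, and Irf7 had means of 5.48 in WT and -0.70 in Ifnar1-/- mice.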

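Irf3, a transcription factor that the paper describes as constitutively expressed, had a log2 value of 5.76 ± 0.23 in uninfected Ifnar1-/- and 5.75 ± 0.14 in uninfected WT blood (SD, n = 5 each). The strain difference of uninfected mice was 0.02 in blood (SE 0.16, adjusted p = 0.98), 0.20 in spleen (SE 0.10, adjusted p = 0.16) and 0.23 in liver (SE 0.10, adjusted p = 0.27). In WT mice Irf3 did not change on infection in blood (-0.29, adjusted p = 0.16), spleen (-0.15, adjusted p = 0.25) or liver (-0.04, adjusted p = 0.79). After quantile normalization its change in WT spleen passed the test (-0.29, adjusted p = 0.01). In Ifnar1-/- spleen it fell from 5.41 ± 0.10 to 5.02 ± 0.10 (SD, n = 5 each), a log2 difference of -0.40 (SE 0.10, adjusted p = 0.0024), and in Ifnar1-/- blood and liver it did not change (adjusted p = 0.79 and 0.23).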

*Irf3*, which is constitutively expressed [31] was not affected by either IFNαβR deficiency or infection. 

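Irf7, which drives the amplification of type I interferon, was lower in uninfected Ifnar1-/- than in uninfected WT mice by -6.18 in blood (SE 0.31, adjusted p = 3.3e-11), -3.02 in spleen (SE 0.19, adjusted p = 1.5e-09) and at least 5.67-fold in liver (adjusted p = 1.4e-10). Of 5 uninfected Ifnar1-/- arrays, 4 detected it in blood, 2 in spleen and none in liver. In spleen it rose on infection by 2.58 in WT and 2.30 in Ifnar1-/- mice, and the rise did not differ between them (-0.28, SE 0.27, adjusted p = 0.61), except with an offset of 16 (-0.83, adjusted p = 0.013). In blood it rose by 2.48 in Ifnar1-/- mice (adjusted p = 1.1e-05) and did not pass in WT mice (0.63, SE 0.31, adjusted p = 0.11), where it passed with an offset of 16 (0.95, adjusted p = 0.0041). The rise was larger in Ifnar1-/- than in WT mice in blood (1.85, SE 0.43, adjusted p = 0.034) and in liver (1.07, SE 0.25, adjusted p = 0.036). These calls were lost with an offset of 16 (0.84, adjusted p = 0.21, and 0.52, adjusted p = 0.34). Both were also lost with the replicate block (adjusted p = 0.08 and 0.075), and that of liver with chip as a fixed block (1.04, adjusted p = 0.074). After infection, Irf7 was 1.78 ± 0.27 in Ifnar1-/- and 6.11 ± 0.77 in WT blood (SD, n = 5 each; adjusted p = 1.6e-08). In spleen it was 0.79 ± 0.18 and 4.09 ± 0.23, and in liver 1.77 ± 0.32 and 4.04 ± 0.21 (SD, n = 5 each), with differences of -3.31 and -2.27.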

*Irf7* expression was at least 1.5 FC lower already at baseline, and although induced by an equivalent degree upon infection their final expression remained significantly lower than that in WT mice following infection. These results were validated by RT-PCR (Figs 6A and 7F). Expression of *Irf9* was seen to be much lower in *Ifnar1*^*-/-*^ mice as compared to WT at the basal level. 

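In uninfected mice Irf9 was 2.79 ± 0.36 in Ifnar1-/- and 4.23 ± 0.18 in WT blood (SD, n = 5 each), a difference of -1.44 (SE 0.20, adjusted p = 0.00023). In spleen it was 2.67 ± 0.22 and 3.83 ± 0.07 (SD, n = 5 each), a difference of -1.16 (SE 0.11, adjusted p = 1.5e-06). In liver the values were 1.40 ± 0.62 and 3.10 ± 0.20 (SD, n = 5 each), a difference of -1.70 (SE 0.22, adjusted p = 6.6e-05).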

Despite having observed that the induction of *Irf9* was greater in the *Ifnar1*^*-/-*^ compared to the WT following infection in all three tissues, the final expression values of *Irf9* remained lower in the *Ifnar1*^*-/-*^ mice following infection than that observed in WT mice even before infection (Fig 7E).

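On infection Irf9 rose in Ifnar1-/- mice by 1.59 in blood (SE 0.20), 0.85 in spleen (SE 0.11) and 1.90 in liver (SE 0.22). In WT mice it rose by 0.43 in spleen (adjusted p = 0.0059) and 0.59 in liver (adjusted p = 0.037), and did not pass in blood (0.47, adjusted p = 0.069), where it passed with an offset of 16 (0.77, adjusted p = 0.0017). The rise was larger in Ifnar1-/- than in WT mice in blood (1.12, SE 0.28, adjusted p = 0.045) and liver (1.32, SE 0.31, adjusted p = 0.04), and this did not pass in spleen (0.43, SE 0.16, adjusted p = 0.13), except after quantile normalization (0.53, adjusted p = 0.026). With an offset of 16 the call was lost in blood (0.75, adjusted p = 0.12), and with chip as a fixed block in liver (1.27, adjusted p = 0.065). After infection Irf9 was 4.38 ± 0.17 (SD, n = 5) in Ifnar1-/- blood, 3.52 ± 0.09 in spleen and 3.31 ± 0.18 in liver. The mean of infected Ifnar1-/- mice was below that of uninfected WT mice in spleen, and above it in blood and liver, an order that was not tested. Against infected WT mice it was lower in spleen (-0.73, adjusted p = 0.0004), and the differences in blood (-0.32, adjusted p = 0.46) and liver (-0.38, adjusted p = 0.33) did not pass.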

### Absence of type I IFN signaling leads to enhanced or reduced type I and type II IFN responsive gene expression at day 1 or day 3 post *L*. *monocytogenes* infection respectively

Using the Interferome v2 database [30] we identified from our significant transcript lists (Fig 3B and S1 Table) genes that were classified as either type I IFN responsive, type II IFN responsive or both type I and type II IFN responsive (Fig 8A and S2 Table). Statistical filtering (2-way ANOVA with Benjamini Hochberg multiple testing correction, *P* <0.05) revealed 588, 618 and 605 significantly differentially expressed IFN responsive transcripts in blood, spleen and liver during the course of infection (i.e. days 1, 2 and 3) which were differentially expressed in infected and uninfected *Ifnar1*^*-/-*^ or WT mice (Fig 8A and 8B). It should be noted that there was perturbation of a larger number of transcripts at days 2 and 3 than day1 post-infection in blood and tissues of both *Ifnar1*^*-/-*^ and WT mice. 

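Transcripts were again taken from the time course of days 1, 2 and 3. Those that differed by any term on at least 1 day numbered 3130 in blood, 2085 in spleen and 2428 in liver, and 642, 560 and 591 of them stand in an Interferome class of the study's lists for any tissue and day. The lists themselves hold 588 transcripts for blood, 681 for spleen and 661 for liver. The study chose the classes among transcripts that changed in these samples, so the overlap is not independent evidence of an interferon response.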

Although unique transcripts were perturbed at each of the different time points post infection, some common transcripts between time points were also observed (Fig 8B). For all three tissues the majority of IFN responsive transcripts identified were type I or both type I and II IFN responsive genes at each time point post infection, with a marked increased of type I IFN responsive transcripts that are differently regulated upon infection over time (Fig 8A and 8D).

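Of 400 type I responsive transcripts tested in blood, 176 differed by any term at day 1, 244 at day 2 and 322 at day 3. Of 199 type I and II transcripts, 129, 162 and 176 differed, and of 113 type II transcripts 48, 76 and 93. As a share of those tested, this is 44% of type I, 64.8% of type I and II and 42.5% of type II transcripts at day 1, and 80.5%, 88.4% and 82.3% at day 3. The classes differ in size more than in the share that changed. In spleen 206 type I transcripts differed at day 1 and 261 at day 3, and in liver 112 and 300. The numbers of type II transcripts were 56 and 70 in spleen, and 30 and 87 in liver. These classes come from the study's own lists for the same mice.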

**Fig 8:**
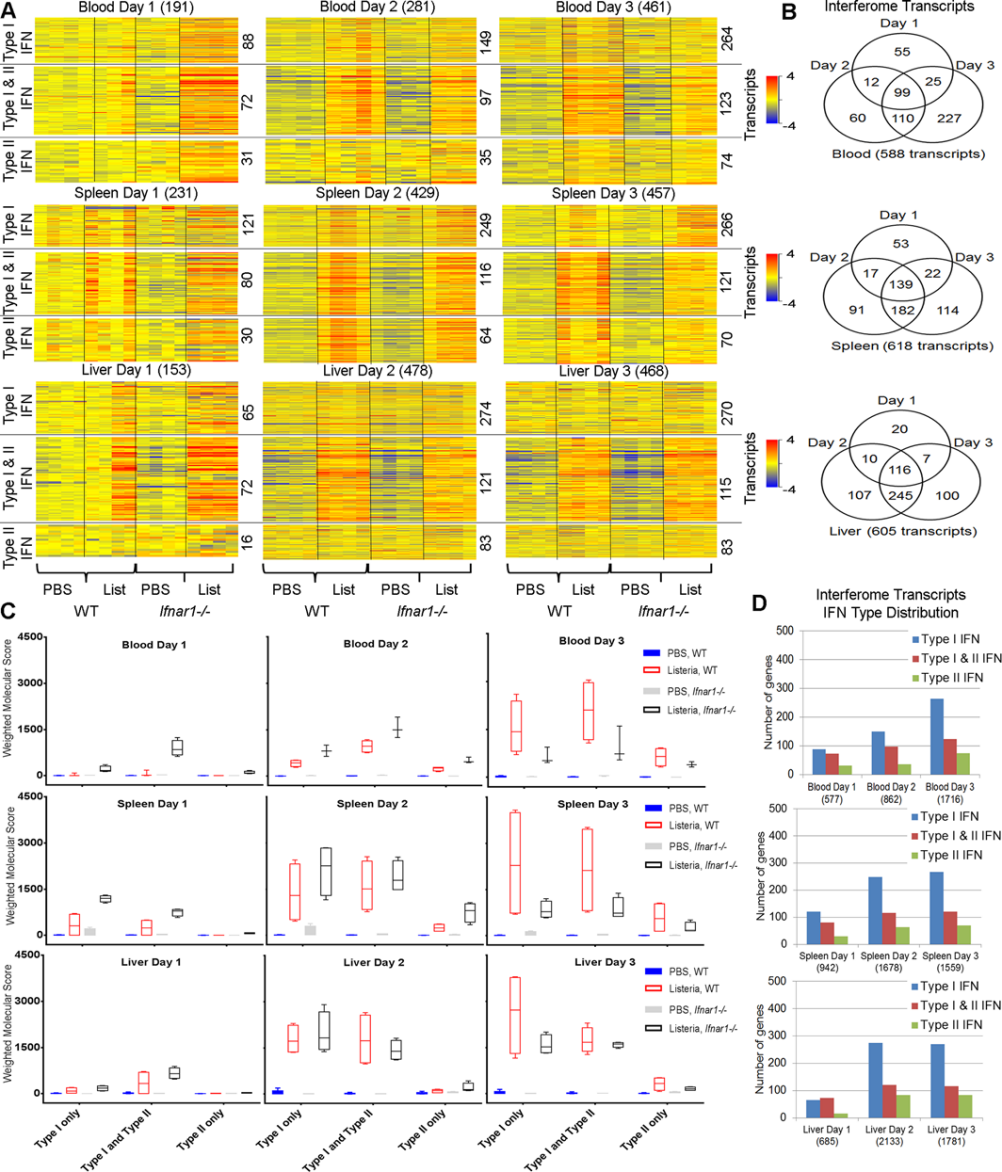
IFN response genes show differential early and delayed expression patterns following *L*. *monocytogenes* infection in WT and *Ifnar1*^-/-^ mice. **(A)** Heatmaps of IFN-response genes (type I, type II, and type I and II) associated with blood, spleen and liver transcripts reported in Fig 3B and the Interferome database are shown. Total numbers of IFN-response genes identified across each of the three tissues and their time-course distribution are shown at far right. **(B)** Venn diagrams showing temporal differences and similarities in the expression of IFN-response genes in blood, spleen and liver. **(C)** Weighted molecular scores of the identified IFN-response genes calculated relative to uninfected WT mice. **(D)** The distribution of IFN-response genes within blood, spleen and liver of infected and uninfected mice at individual times post infection.

Strikingly, an upregulation of a significant number of those transcripts was observed at day 1 post infection in blood of the *Ifnar1*^*-/-*^ as compared to WT mice (Fig 8A), whereas the opposite was observed at day 3 post infection where decreased transcriptional expression was observed (Fig 8A). 

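At day 1, 106 type I, 78 type I and II and 37 type II responsive transcripts were higher in infected Ifnar1-/- than in infected WT blood, and 32, 20 and 6 were lower. At day 3, 4, 2 and 4 transcripts were higher and 31, 33 and 1 were lower. In spleen at day 1, 65, 64 and 27 transcripts of the 3 classes were higher and 73, 35 and 22 lower, and in liver 20, 35 and 5 were higher and 17, 14 and 6 lower. The classes were chosen by the study on these samples. Gene lists were written down in advance from general knowledge and from the paper, so they are not wholly independent of these samples either. The interferon-gamma-inducible genes had mean log2 differences between the infected strains at day 1 of 1.04 ± 0.60 (SD over genes) in spleen and 1.62 ± 0.66 in liver. Of them, 9 of 24 and 8 of 23 genes were higher and none lower. The same spleens had lower erythroid cells genes (-2.55, 12 of 14 lower) and cell division genes (-1.47, 14 of 17 lower) in Ifnar1-/- mice, so their mix of cells may have differed too. The infected WT mice varied: the list mean of single mice ran from 2.27 to 3.74 in spleen and from 1.62 to 4.21 in liver, against 3.78 to 4.16 and 4.53 to 4.69 in infected Ifnar1-/- mice (n = 4 each), and reached down to near the 1.96 to 2.17 and 1.19 to 1.58 of uninfected WT mice. On the 2 chips of liver that held both strains, the difference was 3.07 and 0.40. With 1 mouse left out at a time it stayed called, at 0.79 to 1.28 in spleen and 1.16 to 2.02 in liver. Type I interferon-stimulated genes had means of -1.81 ± 1.56 in spleen and -0.54 ± 1.28 in liver, with 16 of 29 and 4 of 25 lower. None of these 4 calls held with an estimated correlation (adjusted p = 0.2 and 0.53 for interferon-gamma-inducible genes, and 0.18 and 0.6 for type I interferon-stimulated genes).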

In order to quantify expression we calculated a weighted molecular score, derived by previously published methods [32], of these transcripts. The expression of transcripts classified as type I, both type I and type II as well as type II IFN responsive was elevated at day 1 (where bacterial loads are similar, Fig 3A), and diminished at day 3 (when the bacterial loads are reduced in the infected *Ifnar1*^*-/-*^ mice, Fig 3A) in the *Ifnar1*^*-/-*^ mice compared to the WT mice in the blood, spleen and liver following *L*. *monocytogenes* infection (Fig 8C), demonstrating how IFN responsive genes are differentially affected at different time points after infection.

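A score was computed for each mouse and class as the mean, over the transcripts that the study lists for that tissue and day, of the log2 value minus the mean of uninfected WT mice. At day 1 in blood, the type I score was 0.88 ± 0.06 (SD, n = 4) in infected Ifnar1-/- and 0.22 ± 0.33 (SD, n = 3) in infected WT mice. The type I and II score was 1.51 ± 0.11 against 0.52 ± 0.50, and the type II score 1.21 ± 0.08 against 0.08 ± 0.25 (SD, n = 4 and 3). Each of these 3 comparisons had p = 0.057 in a two-sided exact permutation test, the smallest p that 3 mice against 4 allow. In liver at day 1 the type I and II score was 1.72 ± 0.05 in Ifnar1-/- and 1.03 ± 0.74 in WT mice (SD, n = 4 each; exact p = 0.086). In spleen at day 1 the strains differed by -0.09 for type I (exact p = 0.66), 0.03 for type I and II (exact p = 0.91) and -0.07 for type II (exact p = 0.8). At day 3 the type I and II score was lower in Ifnar1-/- spleen, at 1.20 ± 0.10 against 1.86 ± 0.42 (SD, n = 4 each; exact p = 0.029, the smallest that 4 mice against 4 allow), and in blood at 1.25 ± 0.22 against 1.67 ± 0.12 (SD, n = 3 and 4; exact p = 0.057). In liver at day 3 the type II score was higher in Ifnar1-/- mice, by 0.25 (exact p = 0.029), and the type I and II score by 0.08 (exact p = 0.2). After adjustment over the 27 tests, none of these scores had an adjusted p under 0.17 by the exact test. The paper names its score the Molecular Distance to Health in its discussion, without a formula. A score built after that measure, which adds the sizes of deviations in either direction, was higher in Ifnar1-/- mice at day 1 in all 3 tissues, by 1.35 in blood (exact p = 0.057, adjusted p = 0.13), 0.84 in spleen (exact p = 0.029, adjusted p = 0.096) and 0.86 in liver (exact p = 0.029, adjusted p = 0.096) for type I and II transcripts. In liver at day 3 that score differed by -0.16 for type I, 0.06 for type I and II and -0.08 for type II transcripts (exact p = 0.43, 0.37 and 0.6). The classes were chosen by the study on the same mice, which favours differences in any score built on them.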

## Discussion

Transcriptomic analyses of expressional changes have great potential in the study of global responses to a pathogen and for the understanding of what constitutes an effective versus a suboptimal or detrimental immune response [26–28, 33, 34]. When studying the immune response in humans, researchers may have access only to the blood, and not the tissues where the ongoing infection or autoimmune processes are occurring. We demonstrate herein that gene expression changes observed in the tissue upon infection with the intracellular bacteria *L*. *monocytogenes* also occur in blood, demonstrating the utility of transcriptional analysis of blood. In addition, we show that different changes in the gene expression profile in blood and tissues in *Ifnar1*^*-/-*^ as compared to WT mice are observed at varying times post-infection. In addition we show that genes are not only differentially expressed upon infection but also in the uninfected state in *Ifnar1*^*-/-*^ as compared to WT mice, which likely contributes to the net global expression changes, which we observe after infection. This may be explained by either changes in gene transcription in discrete cell types or changes in cell composition, such T cells, myeloid cells and plasmacytoid DC.

We show firstly that the immune-inflammatory transcriptional response during *L*. *monocytogenes* infection in a murine model system, as seen in whole blood, relates well to that occurring at major sites of infection such as the spleen. Upon infection with *L*. *monocytogenes* increases and decreases in gene expression were observed which were enriched for TREM1, IL-10 and Granulocyte Adhesion and diapedesis some of which are in keeping with previously reported mechanisms of protection or pathogenesis [3, 8, 16, 23, 24, 35, 36]. In addition, differential expression of a large number of type II IFN-inducible genes was observed, which are known to be important for protection in the immune response against this intracellular pathogen, in part through activation of phagocytosis and bacterial killing in macrophages [3, 8, 35]. Additional changes in expression of genes known to be downstream of type I IFN signaling, which is known to prevent bacterial control [14–16] were also shown to be enriched in both blood and spleen of infected mice. This is in keeping with previous reports on the cross-regulation between these two IFN signaling pathways [20, 37].

Down-regulation of lymphocyte signaling pathways were observed in the spleen and the blood of infected mice, which could be accounted for by a reduced proportion of T cells that we observed by flow cytometric analysis of the blood and spleen of infected mice. Previous findings have shown that *L*. *monocytogenes* infection induces the apoptosis of lymphocytes [23, 38, 39], which may reflect this observed reduction in the relative percentage of T-cells in the blood and spleen and downregulation of T-cell signaling pathways observed at the transcriptional level. Although we could not see a difference in expression levels of general apoptotic genes this could be since at this time point post infection the cells expressing the apoptotic genes had already apoptosed as our flow cytometry data supports. This demonstrates the usefulness of blood transcriptional profiling to capture the global response to pathogens to reveal potential mechanisms of protection or pathogenesis in both mouse and man.

We sought to investigate further how abrogation of type I IFN signaling would impact blood and tissue transcriptional signatures occurring during *L*. *monocytogenes* infection using *Ifnar1*^*-/-*^ mice, to shed additional light on how type I IFN may negatively regulate bacterial clearance. The majority of transcripts which were identified to be significantly differentially expressed in WT and *Ifnar1*^*-/-*^ strains of mice were changed as a result of the infection at days 2 and 3 post-infection. A smaller proportion of transcripts were significantly differentially expressed as a result of the combination of infection and WT and *Ifnar1*^*-/-*^ mouse strains at days 2 and 3 post-infection, where there was a significant difference in bacterial loads. By comparing the fold change response of transcripts to infection in WT or *Ifnar1*^*-/-*^ mouse strains, it was seen that the response was broadly comparable in the WT and *Ifnar1*^*-/-*^ despite the absence of type I IFN signaling. This also included the majority of genes found within the IFN IPA signaling pathway. Of note, the perturbation of blood transcripts at day 1 was most pronounced in WT and *Ifnar1*^*-/-*^ mice as a result of infection (approximately 42%), at a time-point when there was no difference in bacterial loads. Of the 42% of transcripts that were perturbed at day 1 post infection in the blood of *Ifnar1*^*-/-*^ as compared to the WT mice, detailed IPA analysis showed increased expression of genes associated with antigen presentation, including *Tap1*, *Nlrc5*, *Lmp2*, and increased expression of *Ifng*, would suggest enhanced antigen presentation in the absence of type I IFN signaling. In addition increased levels of *Ip10*, *Irf1*, *Stat1*, *Icsbp*, at day 1 post infection in the blood of *Ifnar1*^-/-^ as compared to the WT mice is in keeping with type I IFN inhibition of Th1 responses and could explain the subsequent reduction in bacterial load in the *Ifnar1*^-/-^ infected mice. Our findings that increased *Ifng* expression was accompanied by increased levels of *Il10* could suggest that Th1 cells which have been shown to produce both cytokines [40] are reduced in the WT possibly by type I IFN inhibition of IL-12 production by myeloid cells as we have previously demonstrated during *Mycobacterium tuberculosis* infection [41].

Changes in gene expression were also seen in the blood of the *Ifnar1*^*-/-*^ as compared to WT mice in the absence of infection (approximately 25%), suggesting that type I IFN signaling is already evident in uninfected mice. The small number of transcripts shown to be perturbed in the blood and tissue of *Ifnar1*^*-/-*^ as compared to WT mice in the absence of infection were shown a cohort of genes dependent on IFNαβR signaling. A proportion of these type I IRGs match known type I IFN responsive genes as identified in the Interferome v2 database. Amongst these genes dependent on IFNαβR signaling in the uninfected mice were IRGs including OAS family genes, IRF genes, and *Stat1*. We found that many of these same genes had similar FC induction following infection, however given the lower expression in the uninfected *Ifnar1*^*-/-*^ compared to the WT their final expression remained lower in the infected *Ifnar1-/-* compared to the WT. This finding highlights the need to consider both the relative expression levels as well as the degree of gene induction (fold change) when interpreting expression data. Basal levels of *stat1* gene expression are reduced in the blood and tissue of uninfected *Ifnar1*^*-/-*^ mice as compared to WT controls. This effect on *Stat1* in uninfected *Ifnar1*^*-/-*^ mice has previously been described at both the mRNA and protein level in a variety of tissues [42]. IFN-γ and type I IFNs require STAT1 for signaling [43]. IFN-γ utilises the STAT1 homodimer (GAF) whereas type I IFNs utilise the heterotrimer of STAT1-STAT2 and IRF9 (ISGF3) to initiate transcription at their respective promoter sites [43]. This lower *Stat1* expression may explain in our system the observation of diminished type II IFN inducible gene expression in the *Ifnar1*^*-/-*^ compared to the WT following infection.

Previous evidence has suggested that low-level type I IFN signaling occurs in the steady state [44], and this type I IFN priming may be important for optimal responses to cytokines and cytokine production from immune cells [42, 45]. Similarly, the commensal gut microbiota has been shown to signal in part via the type I IFN receptor and this signaling is important for the priming of the immune system and its subsequent response to pathogens [46–48]. Our findings suggest that this basal priming of type I IFN signaling may contribute to the overall response to a pathogen and its resolution. Expression of *Irf7*, which is known to be one of the most inducible *Irf* genes [31] was induced in the *Ifnar1*^*-/-*^ upon infection to an equivalent degree as compared to the WT. However, its basal level of expression in *Ifnar1*^*-/-*^ mice was so low to start with that its final expression in blood and tissue upon infection remained lower than that seen in the WT mice before infection. Thus, although clearly inducible in the absence of type I IFN signaling (it can be induced by other factors [49]), it is clear that despite this the magnitude of the response is limited by basal priming by Type I IFN. In contrast *Irf3* expression was not affected by either infection or the absence of Type I IFN signaling. Expression of *Irf1* was increased in response to infection but in contrast to *Irf7*, *Irf9* and *Stat1*, there was no difference in baseline or final expression in response to infection in WT and *Ifnar1*^*-/-*^ mice.

The expression levels of both type I and type II IFN inducible genes following infection as shown by the Molecular Distance to Health (MDTH) was reduced in the *Ifnar1*^*-/-*^ compared to the WT mice at day 3 post infection where the bacterial load was much diminished in the infected *Ifnar1*^*-/-*^ mice. Thus this decrease in type I and type II IFN inducible transcripts may result from either a dependence on type I IFN signaling or a lower bacterial load. However, at day 1 post infection where the bacterial load was not affected in the infected *Ifnar1*^*-/-*^ the converse was true with an increase in both type I and type II IFN-inducible genes suggesting a direct role of type I IFN signaling in suppression of this response. Previous studies have shown that type I IFN production during *L*. *monocytogenes* infection suppresses macrophage activation by IFN-γ, by decreasing *Ifngr1* mRNA and surface expression of the IFN-γ receptor [25]. At the whole tissue level we do not see significant *Ifngr1* expression above background levels in either WT or *Ifnar1*^*-/-*^ mice (data not shown), which may highlight the complexities of studying multiple cell types within tissues in transcriptomic approaches. We observed increased expression of *Stat1* in the blood of infected *Ifnar1*^*-/-*^ mice versus WT controls at day 1 post infection when bacterial loads were similar, suggesting a direct of role of type I IFN signaling. However at day 3 post infection diminished expression of *Stat1* was observed across all three tissues, following infection in the *Ifnar1*^*-/-*^ compared to the WT mice, which may be explained by a dependence on type I IFN signaling or may result from the lower bacterial load in the *Ifnar1*^*-/-*^.

The increase in the proportion of Ly6C^+^ monocytes following *L*. *monocytogenes* infection that we observe in the blood and spleen of WT mice is abrogated in the *Ifnar1*^*-/-*^ mice probably as a result of the loss of IFN-inducible genes known for increasing numbers of Ly6C^+^ monocytes. We also observed a significant decrease in pDC in the blood of uninfected *Ifnar1*^*-/-*^ mice compared to uninfected WT mice. Following infection there was a greater relative percentage of pDC in both the blood and the spleen of the WT mice compared to the *Ifnar1*^*-/-*^ mice. This observation may be due to the requirement of type I IFNs for pDC activation, migration and survival as it has been previously shown [50–52].

This study highlights the utility of using whole blood transcriptional signatures to profile the host transcriptional response in a model of infection. We show that the blood, spleen and liver signatures share similarity in their transcriptional response following infection and that these derived signatures are enriched for both type I and type II interferon signaling but differ according to the stage of infection. The role of type I and type II interferons in *L*. *monocytogenes* infection is complex with type II interferon signaling affording protection while type I interferon signaling promotes bacterial survival. This study also shows that the absence of type I IFN signaling alters the expression of multiple genes at the whole tissue level in uninfected mice. This lower expression may impact upon genes involved in more than one signaling pathway, the result of which in an *in vivo* model of *L*. *monocytogenes* infection can result in a complex perturbation. These findings highlight the need to consider both the relative expression levels as well as the degree of gene induction when interpreting expression data and the temporal changes in gene expression, particularly in genetically manipulated cell lines or animals where the basal expression in a number of genes may be altered.

## Materials and Methods

### Ethics statement

All research was performed in strict accordance with the Animals (Scientific Procedures) Act, 1986 and compliance was monitored closely by the Francis Crick Institute’s Ethical Review Committee and the UK Home Office.

### Mice

Female C57BL/6 mice and *Ifnar1*^*-/-*^ mice (backcrossed onto the C57BL/6 background) were bred and housed in the specific pathogen-free facilities at The Francis Crick Institute, Mill Hill Laboratory, London, UK. Mice were 8 weeks of age at the start of experiments.

### Bacteria and infection of mice

Bacteria were grown in brain heart infusion (BHI) broth (BD BBL) to mid-log phase as determined by OD_560_ measurement and aliquots were stored in 20% glycerol/phosphate-buffered saline (PBS) at –80°C. For infection, mice received 5 × 10^3^ colony-forming units (CFU) *L*. *monocytogenes* intravenously in 0.2 ml Dulbecco’s PBS (Gibco), or PBS alone. The actual number of bacteria injected was verified by plating aliquots of the relevant inoculum onto BHI agar (BD BBL). Bacterial growth in the spleen and liver was determined at day 1, 2 or 3 post infection by plating serial dilutions of spleen and liver homogenates from animals that were not used for transcriptional studies. Colonies were counted after 24 h of incubation at 37°C. Graphs were generated in GraphPad Prism 6.

### Collection and purification of RNA from tissues

Infected and uninfected control mice were sacrificed at day 1, 2, or 3 post *L*. *monocytogenes* infection. Approximately 0.5 ml whole blood were collected by intracardiac puncture and immediately mixed vigorously with 1 ml Tempus solution (Applied Biosystems) before being stored at –80°C until RNA extraction. Spleens and livers were removed aseptically and were homogenized immediately in TRIReagent® RNA buffer (Ambion/Life Technologies) by pulsing with a Polytron PT1600E homogenizing unit (Kinematic) before being frozen at –80°C. Blood total RNA was isolated using approximately 0.25 ml collected blood (thus 0.75 ml blood/Tempus solution) and the PerfectPure RNA Blood kit (5PRIME) according to the manufacturer’s instructions. Globin RNA was removed from 2 μg of isolated total RNA using the GLOBINclear™ mouse/rat whole blood reduction kit (Ambion/Life Technologies) according to the manufacturer’s instructions. For spleen/liver total RNA extraction, samples were thawed and the RiboPure kit (Ambion/Life Technologies) was used according to manufacturer’s instructions. RNA quantities were measured using either a NanoDrop 1000 or 8000 spectrophotometer (NanoDrop Products/ThermoScientific). RNA integrity was assessed using either an Agilent 2100 Bioanalyzer (Agilent Technologies), or LabChip GX (Caliper Life Sciences/Perkin Elmer). Samples with an RNA integrity number >7 were retained for further processing.

### Gene expression profiling

Biotinylated, amplified antisense complementary RNA (cRNA) targets were prepared from 300 ng of either globin-reduced blood RNA, purified spleen total RNA, or purified liver total RNA, using the Illumina® CustomPrep RNA amplification kit (Applied Biosystems/Ambion). For each sample, 1.5 μg of labelled cRNA was hybridized overnight to Illumina® MouseWG-6 v2.0 Expression BeadChip whole genome arrays (Illumina Inc., San Diego, USA; www.illumina.com), which contained more than 45,000 probes. The arrays were then washed, blocked, stained, and scanned on an Illumina iScan, following the manufacturer’s instructions. Genome Studio software (Illumina) was used to generate signal intensity values, quality control values, and to subtract background values.

### Data analysis

#### Agilent Technologies Inc. GeneSpring GX v12.1 analysis

Background subtracted microarray data were processed and analysed using GeneSpring GX software version 12.1 (Agilent Technologies Inc.; www.agilent.com). Each probe was attributed a flag to denote its signal intensity detection *p*-value. These flags were used to filter out probes that did not result in a ‘present’ call in at least 10% of the samples of a particular dataset (‘present’ lower cut off set to 0.99). Data were corrected for low signal values by thresholding values less than 10 to 10, log_2_-transformed, and normalized to the 75^th^ percentile. Values were then baseline transformed to the median of all samples. Entities were filtered by expression level to keep transcripts with a detection *p*-value cut-off > 0.01 and with a two-fold difference from the median in at least 10% of all samples. Differentially expressed transcripts were identified by either unpaired *t*-test (*p* < 0.01) or 2-way ANOVA (*p* < 0.05), each with Benjamini–Hochberg false discovery rate (FDR) correction on transcripts passing the above described QC filtering. Heatmaps for differentially expressed genes were clustered on entities applying hierarchical Pearson’s uncentred average linkage rule. Venn diagrams were generated in GeneSpring GX. Bar charts were generated in Microsoft® Excel. Microarray data were deposited in the NCBI Gene Expression Omnibus (GEO) with series accession number (GSE77102). All data collected and analyzed in these experiments adhere to the Minimal Information About a Microarray Experiment (MIAME) guidelines.

#### QIAGEN’s Ingenuity® Pathway Analysis

Data were analysed through the use of QIAGEN’s Ingenuity® Pathway Analysis (IPA®, QIAGEN Redwood City, CA, USA; www.qiagen.com/ingenuity). Canonical pathway analysis identified the most significantly represented pathways in the microarray datasets (Fisher’s Exact test *p* < 0.05 with Benjamini–Hochberg FDR correction). Data analyses and heatmaps in Figs 4 and 5 and S1 and S2 Files were generated in Microsoft® Excel from IPA output files.

#### Interferome database analysis and weighted molecular score

IFN response genes (IRGs) (type I, type II, and type I and II) listed in the Interferome database (release v2.01; www.interferome.org accessed September 2015) were quantitated. Weighted molecular scores of the IRGs were calculated relative to the uninfected WT (PBS treated) for three sample groups (WT infected, PBS treated *Ifnar1*^*-/-*^, and infected *Ifnar1*^*-/-*^ mice). In detail, raw expression values for differentially expressed transcripts labelled as IRGs in the Interferome database were input to Microsoft® Excel and the number of total transcripts was adjusted to reflect the respective list size. Data analysis, heatmaps, Venn diagrams and bar charts were generated using either GeneSpring GX, Microsoft® Excel or GraphPad Prism 6 software.

### Quantitative PCR analysis

qRT-PCR was performed on selected transcripts. RNA was reverse transcribed with a high-capacity reverse transcription kit (Applied Biosystems) to cDNA. The expression of indicated genes was quantified by real-time PCR (ABI Prism 7900 from Applied Biosystems) and normalized against *Hprt* mRNA expression levels (mean with SD, *n* = 3–5 mice/group). Bar charts were generated in GraphPad Prism 6.

### Flow cytometry

Three independent experiments with 3 mice per group per experiment were undertaken. Blood was harvested by cardiac puncture and red cells removed prior to FACS staining by incubation with ACK red cell lysis buffer. Spleen single cells suspensions were made by gently mashing organs through 70 μm sieves using the plunger of a syringe. Spleen suspensions were also subjected to red cell lysis prior to FACS staining. Cell suspensions were washed with PBS and incubated with 2 μg anti-CD16/CD32 (clone 2.4G2, NIMR). To identify live cells, cells were stained with a live/dead stain kit (Invitrogen). Extracellular markers were identified by staining with monoclonal antibodies against CD3, CD4, CD8, CD49b, F4/80, CD19, CD11c, CD11b, Ly6C, Ly6G, Siglec H, MHCII, Thy1. All antibodies were purchased from eBioscience or Biolegend. Data were analysed using Flow Jo version 9.4.10 (Treestar). Data from all 3 experiments were pooled for statistical analysis.

## Supporting Information

S1 Fig Related to Fig 1. **Spleen CFU and Principle component analysis of blood and spleen transcripts passing QC filtering for uninfected and *L*. *monocytogenes* infected C57BL/6 mice.** **(A)** C57BL/6 mice were infected intravenously with 5x10^3^ colony forming units (CFU) of *L*. *monocytogenes*. After 3 days, the bacterial load was determined in the spleen and presented as CFUs. **(B and C)** Principal component analysis of transcripts significantly detected from background (*P* < 0.01) separates infected from non-infected in **(B)** blood and **(C)** spleen. **(D)** Total number of upregulated and downregulated significantly expressed transcripts in blood and spleen following *L*. *monocytogenes* infection (from Fig 1A and 1B).
(TIF)

S2 Fig Related to Fig 1. **Blood and spleen flow cytometry analysis to identify CD3**^**+**^**Thy1.2**^**+**^ **cells.** Representative images of the gating strategy to identify subpopulations of lymphoid cells from whole blood and spleen from *L*. *monocytogenes* infected mice.
(TIF)

S3 Fig Related to Fig 3B. **Principle component analysis of blood, spleen and liver transcripts passing QC filtering for uninfected and *L*. *monocytogenes* infected WT and *Ifnar1***^***-/-***^ **mice.** Principal component analysis of transcripts significantly detected from background (*p* <0.01) separates infected from non-infected in blood, spleen and liver.
(TIF)

S4 Fig Related to Fig 6. **Flow cytometry to identify Ly6C**^**+**^ **monocytes and pDCs in blood and spleen.** Representative images of the gating strategy to identify sub populations of myeloid cells from whole blood and spleen from *L*. *monocytogenes* infected mice.
(TIF)

S1 File Related to Fig 4. **Top blood canonical pathways associated with transcripts that are differentially expressed in *L*. *monocytogenes* infected WT versus *Ifnar1***^**-/-**^ **mice relative to uninfected WT mice.** Detailed gene heatmaps for all 30 IPA top pathways from Fig 4 except interferon signaling and antigen presentation.
(PDF)

S2 File Related to Fig 5. **Top blood canonical pathways associated with transcripts that are differentially expressed in *L*. *monocytogenes* infected *Ifnar1***^**-/-**^ **versus WT mice relative to uninfected *Ifnar1***^**-/-**^ **mice.** Detailed gene heatmaps for all 26 IPA top pathways from Fig 5 except interferon signaling and antigen presentation.
(PDF)

S1 Table Related to Fig 3B. **Transcripts associated with tissue-specific responses of WT and *Ifnar1***^**-/-**^ **mice in blood, spleen and liver following *L*. *monocytogenes* infection at different time points and bacterial loads.** Columns show Illumina Probe_Id (column A), log fold change expression between infected and uninfected WT mice (column B), log fold change expression between infected and uninfected *Ifnar1*^−/−^ mice (column C), and Entrez Gene Symbol (column D).
(XLSX)

S2 Table Related to Fig 8A. **IFN response genes associated with *L*. *monocytogenes* infection in WT and *Ifnar1***^**-/-**^ **mice.** Columns show Illumina Probe_Id (column A), log fold change expression between infected and uninfected WT mice (column B), log fold change expression between infected and uninfected*Ifnar1*^-/-^ mice (column C), and Entrez Gene Symbol (column D).
(XLSX)

# Supplementary material for: Analysis of Transcriptional Signatures in Response to Listeria monocytogenes Infection Reveals Temporal Changes That Result from Type I Interferon Signaling
**Source:** PLoS One. 2016 Feb 26;11(2):e0150251. doi: 10.1371/journal.pone.0150251

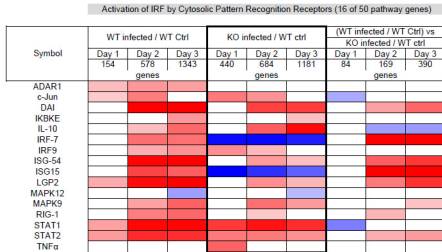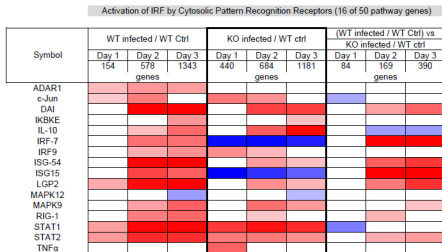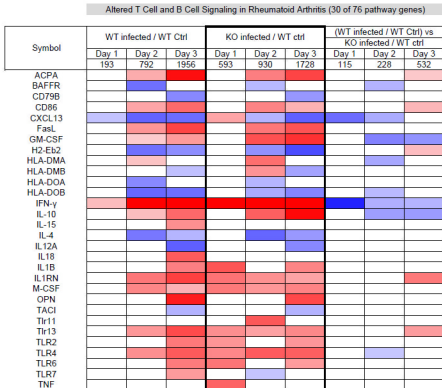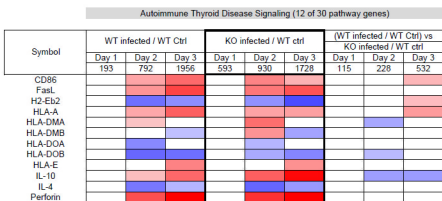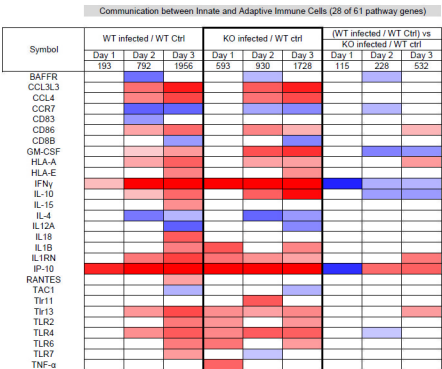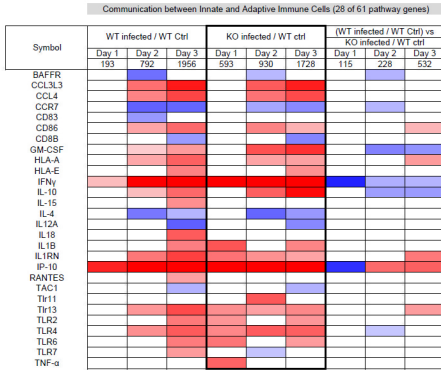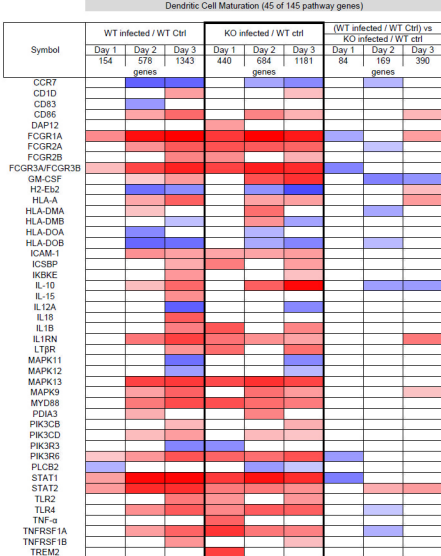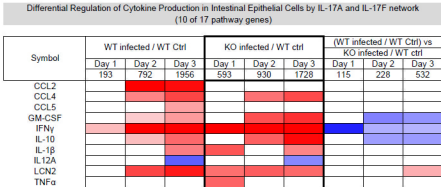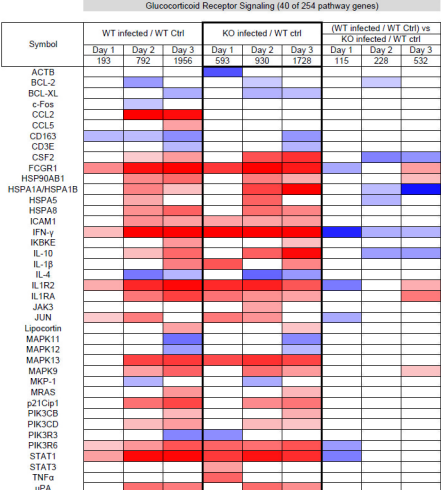

MSP-RON Signaling (18 of 43 pathway genes)

[illegible]

Role of Hypercytokinemia/hyperchemokineemia in the
(12 of 27 pathway genes)

[illegible]

Role of JAK1, JAK2 and TYK2 in Interferon Signaling (6 of 21 pathway genes)

[illegible]

Role of NFAT in Regulation of the Immune Response (33 of 156 pathway genes)

[illegible]

Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses
(33 of 116 pathway genes)

[illegible]

Role of PKR in Interferon Induction and Antiviral Response (9 of 39 pathway genes)

[illegible]

T Helper Cell Differentiation (19 of 63 pathway genes)

[illegible]

Type I Diabetes Mellitus Signaling (31 of 97 pathway genes)

[illegible]

UVA-Induced MAPK Signaling (20 of 85 pathway genes)

[illegible]

Prolactin Signaling (12 of 72 pathway genes)

[illegible]

Log Fold Change

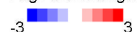

**Supplement:** S1 File — Top blood canonical pathways associated with transcripts that are differentially expressed in L. monocytogenes infected WT versus Ifnar1-/- mice relative to uninfected WT mice. Detailed gene heatmaps for all 30 IPA top pathways from Fig 4 except interferon signaling and antigen presentation.

# Supplementary material for: Analysis of Transcriptional Signatures in Response to Listeria monocytogenes Infection Reveals Temporal Changes That Result from Type I Interferon Signaling
**Source:** PLoS One. 2016 Feb 26;11(2):e0150251. doi: 10.1371/journal.pone.0150251
**Supplement:** S2 File — Top blood canonical pathways associated with transcripts that are differentially expressed in L. monocytogenes infected Ifnar1-/- versus WT mice relative to uninfected Ifnar1-/- mice. Detailed gene heatmaps for all 26 IPA top pathways from Fig 5 except interferon signaling and antigen presentation.

Activation of IRF by Cytosolic Pattern Recognition Receptors (16 of 50 pathway genes)

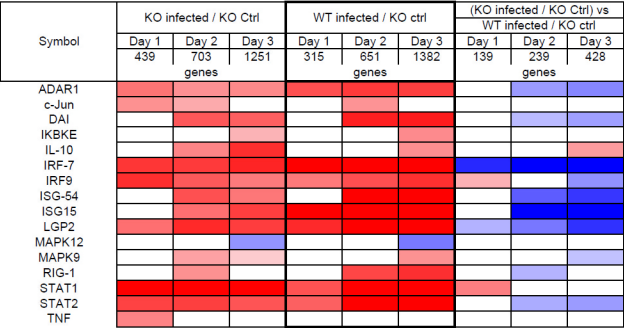

Agranulocyte Adhesion and Diapedesis (36 of 154 pathway genes)

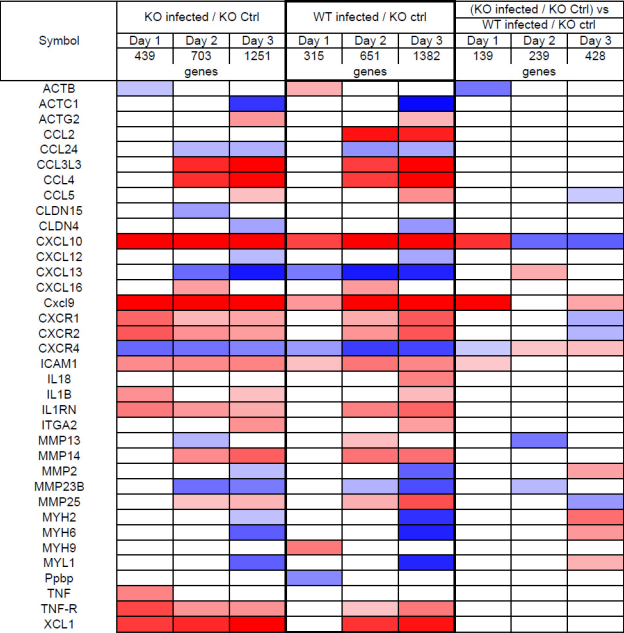

Allograft Rejection Signaling (18 of 40 pathway genes)

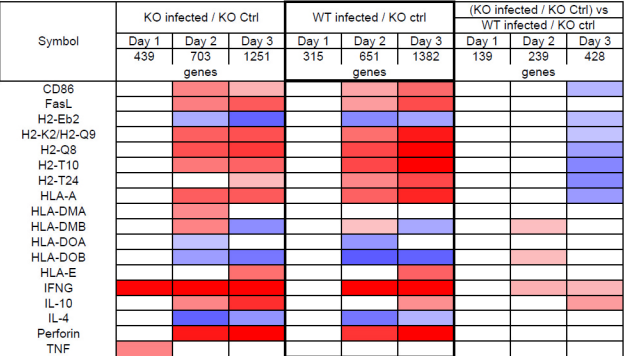

Altered T Cell and B Cell Signaling in Rheumatoid Arthritis (30 of 76 pathway genes)

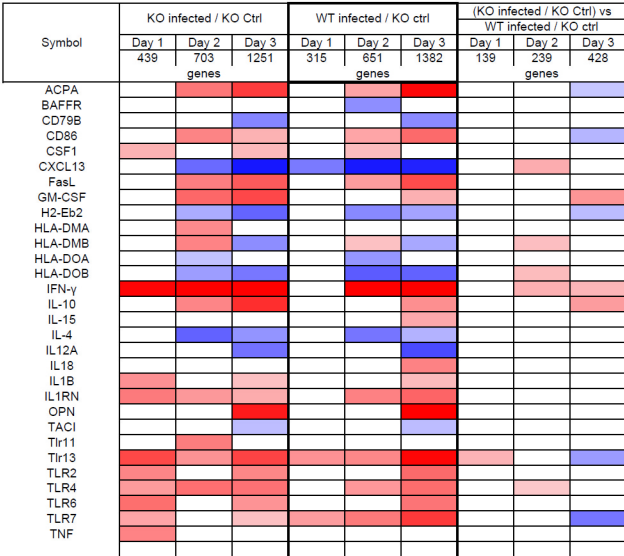

Autoimmune Thyroid Disease Signaling (12 of 30 pathway genes)

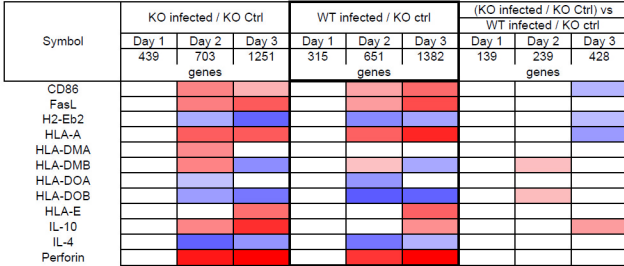

Communication between Innate and Adaptive Immune Cells (28 of 61 pathway genes)

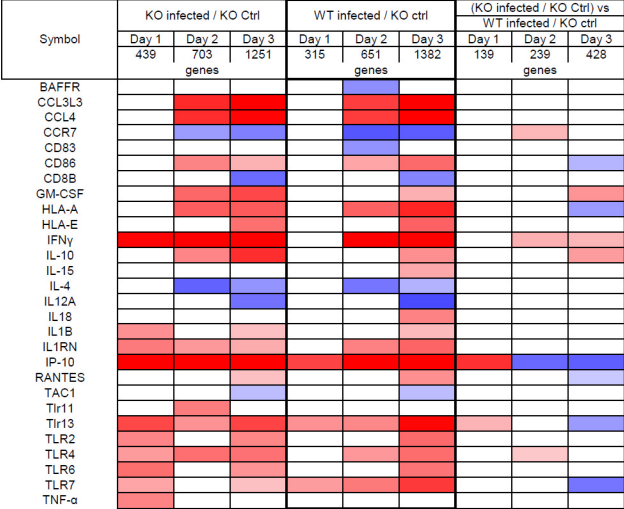Crosstalk between Dendritic Cells and Natural Killer Cells (30 of 67 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
ACTB									
ACTC1									
ACTG2									
CAMK2D									
CCR7									
CD69									
CD83									
CD86									
CSF2RB									
DNAM1									
FasL									
GM-CSF									
HLA-A									
HLA-E									
IFN γ									
IL-15									
IL-18									
IL-4									
IL12A									
IL2RB									
IL3RA									
LFA-1									
LTBR									
Perforin									
TLR4									
TLR7									
TNF									
TNFR2									
TREM2									
TYROBP									

Dendritic Cell Maturation (45 of 145 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CCR7									
CD1D									
CD83									
CD86									
FCGR1A									
FCGR2A									
FCGR2B									
FCGR3A/FCGR3B									
GM-CSF									
H2-Eb2									
HLA-A									
HLA-DMA									
HLA-DMB									
HLA-DOA									
HLA-DOB									
ICAM1									
ICSBP									
IKBKE									
IL-10									
IL-15									
IL12A									
IL18									
IL1B									
IL1RN									
LT β R									
MAPK11									
MAPK12									
MAPK13									
MAPK9									
MYD88									
PDIA3									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
PLCB2									
STAT1									
STAT2									
TLR2									
TLR4									
TNF- α									
TNFRSF1A									
TNFRSF1B									
TREM2									
TYROBP									

Graft-versus-Host Disease Signaling (15 of 34 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CD86									
FasL									
H2-Eb2									
HLA-A									
HLA-DMA									
HLA-DMB									
HLA-DOA									
HLA-DOB									
HLA-E									
IFNG									
IL18									
IL1B									
IL1RN									
Perforin									
TNF- α									

Granulocyte Adhesion and Diapedesis (38 of 147 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CCL2									
CCL24									
CCL3L3									
CCL4									
CCL5									
CLDN15									
CLDN4									
CXCL10									
CXCL13									
CXCL16									
Cxcl9									
CXCR2									
CXCR4									
FPR1									
FPR2									
GCSFR									
HRH2									
HSPB1									
ICAM1									
IL18									
IL18RAP									
IL1B									
IL1R2									
IL1RN									
ITGA2									
ITGAL									
MMP13									
MMP14									
MMP2									
MMP23B									
MMP25									
Pbpb									
SDC2									
SDF1									
TNF									
TNFRSF1A									
TNFRSF1B									
XCL1									

IL-10 Signaling (22 of 65 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
ARG2									
c-Fos									
c-Jun									
CCR5									
FCGR2A									
FCGR2B									
HMOX1									
IKBKE									
IL-10									
IL18									
IL18RAP									
IL1B									
IL1R2									
IL1RN									
LBP									
MAPK11									
MAPK12									
MAPK13									
SOC3									
STAT3									
TNF									
TYK2									

Log Fold Change

-3 3

IL-6 Signaling (27 of 111 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs		
	WT infected / KO ctrl			(KO infected / KO Ctrl) vs			WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
c-Fos									
c-Jun									
HSPB1									
HSPB7									
IKBKE									
IL18									
IL18RAP									
IL1B									
IL1R2									
IL1RN									
LBP									
MAPK11									
MAPK12									
MAPK13									
MAPK9									
MAPKAPK2									
MRAS									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
SOCs1									
SOCs3									
STAT3									
TNF- α									
TNFRSF1A									
TNFRSF1B									

IL-12 Signaling and Production in Macrophages (29 of 113 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs		
	WT infected / KO ctrl			(KO infected / KO Ctrl) vs			WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
APOE									
c-FOS									
IFN γ									
IKBKE									
IL-10									
IL-12p35									
IL-18									
IL-4									
IL12RB1									
IRF-1									
IRF8									
JUN									
MAPK12									
MAPK13									
MAPK9									
MYD88									
p38 β									
MAPK									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
RAB7									
S100A8									
SPI1									
STAT1									
TLR2									
TLR4									
TNF									

MSP-RON Signaling Pathway (18 of 43 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs		
	WT infected / KO ctrl			(KO infected / KO Ctrl) vs			WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
ACTB									
ACTC1									
ACTG2									
CCL2									
CCR2									
CSF1									
CSF2RB									
IFNG									
IL12A									
IL3RA									
KLK3									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
TLR2									
TLR4									
TNF									

LPS/IL-1 Mediated Inhibition of RXR Function (44 of 196 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs		
	WT infected / KO ctrl			(KO infected / KO Ctrl) vs			WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
ACOX2									
ACSL1									
ACSL4									
ALDH5A1									
APOE									
CAT									
CHST10									
CHST12									
CHST3									
CHST4									
CHST7									
CPT1B									
CYP2A6									
FABP3									
FMO1									
FMO3									
GAL3ST2									
GSTM1									
GSTM3									
HS3ST1									
IL18									
IL18RAP									
IL1B									
IL1R2									
IL1RN									
IL4I1									
JUN									
LBP									
MAPK9									
MGST1									
MGST3									
MRP4									
MYD88									
NR1H3									
PAPSS2									
PGC-1 α									
SLC22A1									
SLC22A3									
SIXOX									
SULT2B1									
TLR4									
TNF									
TNFRSF1A									
TNFRSF1B									

NF- κ B Signaling (23 of 160 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs		
	WT infected / KO ctrl			(KO infected / KO Ctrl) vs			WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
EIF2AK2									
GHR									
IL18									
IL1B									
IL1R2									
IL1RN									
LTBR									
MRAS									
MYD88									
PEL1									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
TGFB β 3									
TLR2									
TLR4									
TLR6									
TLR7									
TNF									
TNFRSF11A									
TNFRSF1A									
TNFRSF1B									

Log Fold Change

-3 -2 -1 0 1 2 3

OX40 Signaling Pathway (17 of 51 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
BCL-XL									
BCL2									
CD3E									
H2-Eb2									
H2-K2/H2-Q9									
H2-Q8									
H2-T10									
H2-T24									
HLA-A									
HLA-DMA									
HLA-DMB									
HLA-DOA									
HLA-DOB									
HLA-E									
JUN									
MAPK12									
MAPK9									

phagosome formation (26 of 95 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CLEC7A									
FCER1A									
FCER2									
FCGR1A									
FCGR2A									
FCGR2B									
FCGR3A/FCGR3B									
Fcrls									
ITGA2									
MARCO									
MSR1									
PDIA3									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
PLCB2									
RHOQ									
RHOU									
SCARA3									
Tlr11									
Tlr13									
TLR2									
TLR4									
TLR6									
TLR7									

Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses
(33 of 116 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
C10B									
CASP1									
CSF2									
DECTIN-1									
DECTIN-2									
EIF2AK2									
IFNG									
IL-10									
IL-1β									
IL12A									
IL18									
IL4									
IRF7									
MAPK12									
MAPK9									
MYD88									
NOD1									
OAS1									
Oas1d									
OAS2									
OAS3									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
RANTES									
RIG-1									
TLR11									
TLR2									
TLR4									
TLR6									
TLR7									
TNF-α									

Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis
50 of 282 pathway genes

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
c-Fos									
c-Jun									
CAMK2D									
CAMK4									
Cyclin									
D1									
FCGR3A/FCGR3B									
FCγR1									
GM-CSF									
ICAM1									
IKBKE									
IL-10									
IL-15									
IL-18									
IL17RC									
IL18RAP									
IL1B									
IL1R2									
IL1RN									
JNK2									
LT-βR									
M-CSF									
MAPKAPK2									
MCP-1									
MMP13									
MRAS									
MYD88									
PDIA3									
PIK3CB									
PIK3CD									
PIK3R3									
PIK3R6									
PLCB2									
RANTES									
SDF-1									
SOC3									
SOC33									
STAT3									
Tcf7									
Tlr11									
Tlr13									
TLR2									
TLR4									
TLR6									
TLR7									
TNF									
TNFRSF1A									
TNFRSF1B									
TRAF4									
VEGFB									

T Helper Cell Differentiation (19 of 63 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CD86									
CXCR5									
H2-Eb2									
HLA-DMA									
HLA-DMB									
HLA-DOA									
HLA-DOB									
IFN-γ									
IL-10									
IL-18									
IL-4									
IL12A									
IL12RB1									
STAT1									
STAT3									
T-bet									
TNF									
TNFRSF1A									
TNFRSF1B									

Log Fold Change

-3 -2 -1 0 1 2 3

Toll-like Receptor Signaling (19 of 69 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
c-FOS									
IL12A									
IL18									
IL1B									
IL1RN									
JUN									
LBP									
MAPK11									
MAPK12									
MAPK13									
MYD88									
PKR									
TICAM2									
TLR2									
TLR4									
TLR6									
TLR7									
TNF									
TRAF4									

TREM1 Signaling (24 of 69 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
CASP1									
CD83									
CD86									
DAP12									
FCGR2B									
GM-CSF									
ICAM1									
IL-10									
IL-18									
IL1B									
MCP-1									
MYD88									
NLR05									
NLRP12									
NOD1									
STAT3									
Tlr11									
Tlr13									
TLR2									
TLR4									
TLR6									
TLR7									
TNFA									
TREM1									

Type I Diabetes Mellitus Signaling (31 of 97 pathway genes)

Symbol	KO infected / KO Ctrl			WT infected / KO ctrl			(KO infected / KO Ctrl) vs<br>WT infected / KO ctrl		
	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
	439	703	1251	315	651	1382	139	239	428
	genes			genes			genes		
APAF1									
BCL-2									
CD3E									
CD88									
CPE									
FASL									
H2-Eb2									
HLA-A									
HLA-DMA									
HLA-DMB									
HLA-DOA									
HLA-DOB									
HLA-E									
HSPD1									
IFN-γ									
IKBKE									
IL12A									
IL1B									
IRF1									
MAPK11									
MAPK12									
MAPK13									
MAPK9									
MYD88									
PRF1									
SOCS1									
SOCS3									
STAT1									
TNF									
TNFRSF1A									
TNFRSF1B									

Log Fold Change

-3 3

How the deposited data were processed for this re-analysis (not part of the article)

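Gene expression in whole blood, spleen and liver of mice infected with L. monocytogenes was measured on Illumina MouseWG-6 v2.0 arrays in 3 experiments. Experiment 1 compared infected with uninfected C57BL/6 mice at day 3 (40 arrays: blood 10 and 10, spleen 11 infected and 9 uninfected). Experiment 2 compared wild-type (WT) with Ifnar1-/- (KO) mice, uninfected and at days 1, 2 and 3 (92 arrays: 4 mice per group in spleen and liver, and 3 or 4 in blood). Experiment 3 compared uninfected and infected WT and KO mice (60 arrays: 5 per group in each tissue). The authors collected blood in Tempus tubes, extracted its RNA with the PerfectPure RNA Blood kit and removed globin transcripts with GLOBINclear; they extracted spleen and liver RNA with TRIReagent and RiboPure. The sample labels name another extraction and labelling protocol, and which of them was used is not given in the sources used here.

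In the deposited table of scanner values, each intensity is the signal of a probe, which the authors averaged over its beads and from which they subtracted the background in GenomeStudio, so that negative values occur; these intensities were not scaled between arrays. Beside each stands a detection value, a fraction between 0 and 1 that the authors' software gave as 1 minus the detection p-value. The deposited log2 values are those the authors obtained in GeneSpring GX by raising signals to 10, taking log2, subtracting the 75th percentile of the array and subtracting the median of the probe over the arrays of a dataset. These steps were checked by repeating them on the scanner intensities, which gave the deposited log2 values to within 0.00306. In experiment 2 the deposited log2 values of days 2 and 3 were centred without the uninfected mice, so they served only for comparisons among infected mice. One array had its 2 columns entered again with identical values, and those 2 columns were not used. The version of the scanner software is not given in the sources used here.

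All values were computed from the scanner intensities, after each probe's signal was raised to a floor of 10 and taken as log2, and the 75th percentile of the array was subtracted. A probe counted as detected in an array at a detection value above 0.99. For each tissue of each experiment, probes were kept if at least 10% of its arrays detected them. For the counts of transcripts, a probe also had to lie 2-fold or more from its median in at least 10% of the arrays. Gene symbols came from the gene table of the array: 34885 probes have 1 symbol, 18 have several, and 10378 are not listed there with a symbol. Of the listed probes, 34807 matched the current gene reference, and gene names follow it. Only probes with 1 symbol were named, and where several detected probes measure a gene the brightest stands for it. Genes without a symbol in that table are not reported here.

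Groups were compared with linear models in limma 3.58.1 under R 4.3.3, with moderated statistics and Benjamini-Hochberg adjustment. Experiment 1 was tested at an adjusted p under 0.01. In experiments 2 and 3 each comparison held 4 groups (uninfected and infected WT and KO mice), with terms for infection, strain and their interaction, at an adjusted p under 0.05. A transcript counted as changed in the 2-way test if any of the 3 terms passed. The uninfected mice of experiment 2 served all 3 days. Direct comparisons of infected KO with infected WT mice came from the same models. Transcripts lower in uninfected KO mice were those past the strain or interaction term with a fold change of at least 1.5. The difference between day 1 and day 3 was tested in 1 model of all 8 groups. Lists of genes were written down in advance from general knowledge of cell types and pathways and from the paper, and tested with camera at a preset correlation of 0.01 between genes. Comparisons of 1 value per mouse used exact permutation tests, or 100000 permutations where the number of arrangements was larger. For the class scores of the interferome genes the paper describes a weighted score of raw values, named the Molecular Distance to Health in its discussion, without a formula. The mean log2 difference from the uninfected WT mice was used in its place, with a score after the Molecular Distance to Health as the alternative.

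The genes named were fixed by rule: in experiment 1 the 6 largest rises and 6 largest falls per tissue among genes whose groups do not overlap; in experiment 2 the 3 highest and 3 lowest in infected KO against WT mice per tissue and day; in experiment 3 the 5 highest and 5 lowest in uninfected KO against WT mice per tissue; the genes that the paper names in its text or in Figs 2A, 4D, 4E and 7E; and members of the gene lists. The values in the paper's tables and figures had been seen when the rule was written.

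Detected probes per array numbered 12884 to 16697 in blood and 15328 to 19327 in spleen in experiment 1, 14398 to 16628, 14496 to 17815 and 11739 to 14325 in blood, spleen and liver in experiment 2, and 12756 to 16019, 15363 to 17587 and 11797 to 14434 in experiment 3. Between 49 and 69.7% of the probes of an array fell to the floor of 10, where fold changes are compressed. The methods were tested on simulated data. Each value was the mean of its probe plus independent normal noise, with no floor, chip effect or correlation between genes. A known change was given to 200 transcripts in the arrays of a group, and all detected transcripts were tested. The shares recovered may therefore not hold for the real arrays or for the filtered counts. At 2-fold, 58.2% of the changed transcripts were recovered in blood of experiment 1, 43.3% in blood and 64.2% in spleen at day 1 of experiment 2, and 73.1% in liver of experiment 3; at 4-fold the shares were 100, 89.4, 93.9 and 98.5%.

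The alternatives tried, one at a time, were: no 2-fold filter; detection in every array of a group; both filters within a day; an offset of 16 in place of the floor; scaling before the floor; quantile normalization; the deposited log2 values; chip as a fixed or random block; the series of the chip as a covariate; the replicate number as a block; array quality weights; all groups of a tissue in 1 fit; the t-test and 2-way ANOVA of the paper's methods; the mean of all probes of a gene; correlations between genes estimated from the data; another score; the adjusted p of KO against WT uninfected mice alone; and each array left out in turn. One blood array of an infected WT mouse is labelled day 1 in its title and day 2 in its treatment; it was taken as day 2, since the columns of the paper's heatmap show 3 mice at day 1 and 4 at day 2, and alternatives left it out or counted it at day 1. With it at day 2, the WT values of S1 Table at days 1 and 2 differ from those computed here by a median of 2.4e-07 and 7.3e-07; with it at day 1, by 0.18 and 0.079. Data other than the arrays were not analysed here. Tables and figures were made with data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.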

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

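The test of a deletion that takes out Mmrn1 was chosen after its result was seen, and the other tests of an explanation were written down before. The tests of gene lists, also with an estimated correlation, and of the day 1 against day 3 difference were planned. Gene lists and single genes under other scalings and chip blocks, and the alternatives of the day 1 against day 3 difference, were added after results had been seen. KO stands for Ifnar1-/- mice.

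One mouse lay far from the others of its group in 6 of 134 tests, each of 1 measure in 1 group, where chance alone singles out about 1 in 20, or 7. Several of the 6 named the same mouse, so the tests are not independent. In infected KO spleen at day 2, replicate 1 was the lowest mouse in the type I and II class score (1.11, the others 1.71 to 1.81), in the mean of the type I interferon-stimulated genes (1.23, the others 1.64 to 1.66) and in that of the interferon-gamma-inducible genes (3.95, the others 4.64 to 4.77). In infected KO spleen at day 1, replicate 2 was lowest in the mean of the interferon-gamma-inducible genes (3.78, the others 4.14 to 4.16), and replicate 3 in that of the exocrine pancreas genes (2.73, the others 5.96 to 6.32). In infected WT blood at day 2, replicate 2 was highest in the type I and II class score (2.35, the others 1.49 to 1.63).

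The difference between infected KO and infected WT mice itself differed between day 1 and day 3 for 1020 transcripts of blood, 619 of spleen and 34 of liver (480, 342 and 55 with chip as a fixed block; with single mice left out at the lowest 552, 357 and 8). For the interferon-gamma-inducible genes in blood, day 1 minus day 3 was 1.50 on the log2 scale. In WT mice the response to infection differed between blood and spleen for 3435 transcripts, and blood minus spleen was -3.30 for Isg15 (adjusted p = 1.2e-09 from limma). The value of -2.61 for Ifnb1 holds no measured response of blood, since no blood array detected it.

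Several signals lie in genes that the paper does not discuss. In spleen at day 1 of experiment 2, infected KO mice had lower erythroid cells genes than infected WT mice (mean log2 difference -2.55, 12 of 14 lower) and lower cell division genes (-1.47, 14 of 17 lower). Of the hepatocytes genes, 4 of 13 were higher and none lower, with a mean of 1.72 (SD 1.77). By camera each of these 3 lists passed (adjusted p = 2.4e-12, 3.9e-15 and 2e-05), and none did with an estimated correlation (adjusted p = 0.17, 0.17 and 0.36). In uninfected mice of experiment 3, KO minus WT was 2.43 for Wdfy1 in liver and -5.51 for Hsd3b5 in liver, where 1 of 5 KO arrays detected it. For Mmrn1 in blood it was -6.12 in the fit, but no KO array detected it, so the measured fall is at least 46.8-fold. The exocrine pancreas genes of the spleen arrays had a median correlation of 0.97 with each other within groups.

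At day 1 more transcripts were higher (726) than lower (308) in infected KO than in infected WT blood, and all infected WT arrays of that day came from 1 series of chips. The series is argued against as the whole cause by the 6 other groups with arrays of both series. In them the 726 transcripts differed between the series by a mean of -0.20 (SD over groups 0.29, lower on that series in 5 of 6). Between the strains the mean was 1.32 (mean SE of single transcripts 0.29). Each of the 6 groups had 1 array on that series, and some of them were in the fit that chose the 726. Outside that fit, the series differences were -0.05 and 0.28 in infected WT mice at days 2 and 3 and -0.57 in infected KO mice at day 3. With chip series as a covariate the strain difference of the 726 had a mean of 1.10 (mean SE of single transcripts 0.33). All 726 stayed higher, but they were chosen as higher from the same arrays. The calls fell from 1034 to 448 with the series as a covariate, so a part of the pattern stays open. Fewer lymphocytes in infected WT blood are argued against as the whole cause too, since the 34 T and B cell markers differed by a mean of -0.20 (SD over markers 0.62; T cells -0.48, B cells 0.26), below the 1.32 by more than their spread. The mean of the 726 was 0.99 (mean SE of single transcripts 0.34) with chip as a fixed block. With that block 120 transcripts passed in place of 1034, with 6 residual degrees of freedom in place of 10. Single chips therefore stay open, since 1 of 5 chips held both strains. More interferon-gamma signaling in the KO mice stays a candidate explanation, as the interferon-gamma-inducible genes were higher by 1.54, though not past the test with an estimated correlation (adjusted p = 0.2 from camera).

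The 16 exocrine pancreas genes measured in spleen ranged from a mean log2 value of -0.38 to 7.66 between mice in experiment 1, from 1.03 to 8.59 in experiment 2 and from 3.65 to 8.14 in experiment 3, and the brightest reached signals of 38968, 31049 and 32986. Infection or strain is argued against as the whole cause: the genes moved together within groups, and permutation tests of the list mean gave p = 0.32 for infection (0.68) and p = 0.79 for strain (0.15) in experiment 2, and p = 0.22 (-0.61) and p = 0.66 (-0.22) in experiment 3. In experiment 1 the list was lower in infected mice, by -2.40 (permutation p = 0.025), so an effect of infection there stays open. Pancreas tissue left on some spleens may explain the pattern, with the median correlation of 0.97 over 72 arrays, and no record of the dissection was used here to test it further.

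Among transcripts outside the interferon lists used here, 14 differed between uninfected KO and WT mice in the same direction in all 3 tissues of experiment 3, and they include Ifi207 and Ifi213, interferon-induced by their names, so loss of the receptor itself may explain part of them. DNA of another strain carried along with the Ifnar1 allele stays open: none of the 14 was among the 31 probes of neighbouring genes (of 13147; Fisher's exact test, p = 1), but with so few of both, chance alone gives fewer than 1, and the test cannot decide. Chance in 1 set of mice may account for part: of 1933 calls outside the lists, added over the 3 tissues, 21.6% kept their direction at an unadjusted p under 0.05 in the uninfected mice of experiment 2, where chance gives 2.5% and the listed interferon genes reached 49.6%. The tissues were not alike, as 24.5% of these calls had the same direction in blood, 77% in spleen and 73.7% in liver. Most calls of blood thus went the other way in experiment 2, and the reason was not tested. For Mmrn1 a deletion carried by the KO mice is a candidate explanation, since 0 of 23 KO blood arrays of experiments 2 and 3 detected it and 25 of 25 WT arrays did. No genotypes were analysed here.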

How the results depend on the processing

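The alternatives with the 2-way ANOVA and filters within the day, and those of gene lists under other scalings, of single genes and of the day 1 against day 3 difference, were chosen after results had been seen. Counts are of transcripts, and a count is described as changed when it moved by more than 1.5 times. Unless a reason is given, the cause of a change was not tested.

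Without the 2-fold filter more transcripts are tested, and the counts rose to 9692 in blood and 7317 in spleen of experiment 1, and for any term of the 2-way test to 2749 and 6155 in blood at days 2 and 3, 2698, 7090 and 7692 in spleen at days 1, 2 and 3, and 7384 and 7661 in liver at days 2 and 3. For infected KO against WT mice the count fell to 146 and 134 in blood at days 2 and 3 and rose to 1400 in spleen at day 1. For the day 1 against day 3 difference it fell to 19 in liver and 403 in spleen, and for transcripts lower in uninfected KO blood of experiment 3 to 354.

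An offset of 16, which shrinks differences between dim signals, lowered the counts of the 2-way test to 923, 1066 and 1451 in blood at days 1, 2 and 3, 949 and 909 in spleen and 1236 and 1149 in liver at days 2 and 3. It lowered infected KO against WT blood at day 1 to 642, the day difference in blood to 623 and experiment 3 blood to 344. Adjusting KO against WT uninfected on its own p gave 106 there. From 49 to 69.7% of probes lay at the floor of 10, so differences between dim transcripts are limited by the background.

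Chip as a fixed block, which leaves fewer degrees of freedom, gave for infected KO against WT mice 120 in blood at day 1 (733 by any term) and 105 in liver at day 1, but 408 in blood at day 3, where chip as a random block gave 357. The day difference became 480 in blood, 55 in liver and 342 in spleen. The interferon-gamma-inducible genes in spleen at day 3 passed (-0.39, against -0.28), and the T cells list in blood at day 2 reversed from 0.41 to -0.19. Chip series as a covariate gave 448 in blood at day 1 (908 by any term), 479 at day 2 and 673 for the day difference in blood. The replicate block moved none of the counts named here by 1.5 times (5666 in blood of experiment 1), though it ended the Irf7 calls in blood and liver of experiment 3. No source says that the numbers mark pairs, and not every pair of arrays with the same number had a correlation over 0.1. Most alike were those of experiment 3 spleen (mean 0.18, 22 of 30 over 0.1, 16 of 20 arrays closest to their own number) and experiment 2 liver (mean 0.07, 19 of 32). Pairs of arrays on the same chip had means of 0.18 and 0.08 there, so the number was not told apart from the chip.

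The methods' 2-way ANOVA gave 782 in blood at day 1, and with filters within the day 721 at day 1 and 1149 at day 2. The series matrix values gave 113 in infected KO against WT liver and 204 in spleen at day 3. Among the interferome class scores, the Molecular Distance to Health gave KO minus WT values in liver at day 1 of 0.74, 0.86 and 0.72 for types I, I and II, and II, each with an exact p of 0.029 but an adjusted p of 0.096 over the 27 tests. In liver, type II was 0.14 at day 2 (exact p = 0.29), and -0.08 at day 3, reversed from 0.25. In spleen at day 1 it gave 0.71, 0.84 and 1.16 (adjusted p = 0.096 each), with types I and II reversed from -0.09 and -0.07.

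Camera with an estimated correlation did not call the interferon-gamma-inducible genes in blood at day 1 (1.54, adjusted p = 0.2), in liver at days 1 and 3 (1.62, adjusted p = 0.53, and 0.57, adjusted p = 0.4) or in spleen at days 1 and 2 (1.04, adjusted p = 0.2, and 0.22, adjusted p = 0.61). Nor did it call the type I interferon-stimulated genes at day 1 in blood (-1.08, adjusted p = 0.2), liver (-0.54, adjusted p = 0.6) or spleen (-1.81, adjusted p = 0.18). With the array of 2 day labels counted at day 1, interferon signaling in blood at day 1 reversed from 0.12 to -0.08.

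Each array was left out in turn. For infected KO against WT blood at day 1 the count ran from 577 (without WT infected replicate 1) to 1177 (without KO uninfected replicate 1) and was 666 without KO infected replicate 3. At day 2 it ran from 95 (KO infected replicate 3) to 386 and was 121 without KO infected replicate 1. At day 3 it ran from 124 (KO infected replicate 1) to 334 (KO uninfected replicate 2) and was 136 without WT infected replicate 1.

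Of infected replicates left out, in liver at day 1 the count ran from 119 (WT 1) to 400 and was 126 without KO 2, 135 without KO 3 and 209 without WT 2. At day 2 it ran from 129 to 413 (KO 4), and at day 3 from 135 (WT 1) to 487 (WT 3), with 171 without KO 2 and 141 without KO 4. In spleen it ran from 202 (KO 4) to 660 (KO 1) at day 2 and from 218 (WT 1) to 537 (WT 3) at day 3. Without 1 array, transcripts lower in uninfected KO blood of experiment 3 ran from 320 (WT uninfected replicate 4) to 1039 (KO uninfected replicate 4) and were 340 without KO uninfected replicate 1.

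The day 1 against day 3 difference in blood ran from 552 (KO day 3 replicate 1) to 1210 and was 657 without WT day 3 replicate 1. In spleen it ran from 357 (WT day 3 replicate 4) to 853 and was 392 without WT day 1 replicate 2 and 388 without WT day 3 replicate 1. In liver it ran from 8 (KO day 3 replicate 4 or WT day 3 replicate 2) to 119 (WT day 3 replicate 3). It was 12, 13, 10, 9, 112 and 72 without KO day 1 replicates 1 and 4 and WT day 1 replicates 1, 2, 3 and 4, and 10 and 12 without KO day 3 replicate 2 and WT day 3 replicate 1.

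Left out 1 at a time, the class scores of liver ran from -0.36 to -0.26 (type I and II) and from 0.12 to 0.16 (type II) at day 2 and from 0.20 to 0.29 (type II) at day 3, and that of spleen at day 3 (type I and II) from -0.78 to -0.50. They fell short of the exact test by construction, as 3 mice against 4 cannot pass it. Interferon signaling in blood at day 1 ran from -0.03 (reversed) to 0.24. The interferon-gamma-inducible genes ran from -0.19 to -0.05 in liver at day 2, past the test without WT replicate 3 (-0.16), from 0.10 to 0.41 in spleen at day 2, short of it without KO replicates 2 (0.18) and 4 (0.14) and WT replicates 1 (0.10) and 4 (0.13), and from -0.42 to -0.09 in spleen at day 3, past it without WT replicates 2 (-0.42) and 3 (-0.41). Directions reversed for acute phase in liver at day 3 (-0.20 to 0.23) and uninfected blood of experiment 3 (-0.19 to 1.14), hepatocytes in infected (-1.40 to 0.20) and uninfected (-0.44 to 1.35) blood of experiment 3, and neutrophils in blood at day 3 (-0.55 to 0.04).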

Differences from the paper's values

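Tests with a 2-way ANOVA and filters within the day, and with the 2-way ANOVA in experiment 3, were chosen after seeing the values, as were the values of single genes under other settings; the other alternatives were set before the data were examined. Counts use the paper's stated thresholds.

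In blood at day 1, 1520 transcripts differed by any term, against the paper's 685. Of the alternatives set before the data were examined, chip as a fixed block (733), chip series as a covariate (908), an offset of 16 (923) and the methods' 2-way ANOVA (782) fall within 1.5 times the paper's value; all 8 groups in one fit, the array with 2 day labels counted at day 1, chip as a random block, detection in every array of a group, filters within the day, no 2-fold filter, quantile normalization, the replicate block, scaling before the floor and the series matrix values do not. The 2-way ANOVA with filters within the day, chosen after seeing the values, gives 721 and drops 30 of the paper's 685 transcripts. In blood at day 2 the count was 1795, against the paper's 1018. An offset of 16 (1066) and the methods' 2-way ANOVA (1323) come within 1.5 times of it, and none of the other alternatives run does, among them chip as a fixed block (1858), chip series as a covariate (1954) and filters within the day (1531). The ANOVA with filters within the day, chosen after seeing the values, gives 1149 and drops 4 of the paper's 1018.

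Strain alone made up 39.7% of the blood transcripts of day 1, against the paper's 25%. The share falls within 1.5 times the paper's with the array of 2 day labels counted at day 1 (28.7%), chip as a random block (36.7%), chip series as a covariate (27.2%), filters within the day (30.8%), an offset of 16 (27.8%), quantile normalization (35.4%), scaling before the floor (36.7%) and the series matrix values (30.8%). It does not with all 8 groups in one fit (39.1%), chip as a fixed block (5.05%), detection in every array of a group (41.1%), no 2-fold filter (45.6%), the replicate block (37.8%) or the methods' 2-way ANOVA (37.6%). The strain term used here averages over uninfected and infected mice, while the paper's discussion gives about 25% for changes without infection. In the same fit 604 transcripts had strain alone, and 94 differed between the uninfected mice of the strains.

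In experiment 3, 570 transcripts were lower in uninfected KO blood, against the paper's 134. With the own adjusted p of KO against WT uninfected the count was 106, within 1.5 times the paper's. The other alternatives gave between 344 (an offset of 16) and 764 (chip as a random block). In spleen 818 were lower, against the paper's 475. An offset of 16 (579) comes within 1.5 times of the paper's value, and the other alternatives, from 809 (detection in every array of a group) to 1096 (no 2-fold filter), do not.

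For several genes the values go against what the paper states, or have its direction and do not pass the test used here. This test was adjusted over all detected transcripts, and the paper's over filtered ones. A missed threshold is therefore not a contradiction. The paper also measured Stat2, Il10 and Irf7 by RT-PCR, which was not analysed here. It lists Ifngr2 and Bak1 among the genes changed in both blood and spleen of infected WT mice. Ifngr2 did not pass in blood (-0.24, adjusted p = 0.18) or spleen (-0.05, adjusted p = 0.85), and Bak1 passed in spleen (1.67) and in blood when scaled before the floor (0.67, adjusted p = 0.0047) or after quantile normalization (0.69, adjusted p = 0.0019) but otherwise not (0.22, adjusted p = 0.43). The other genes of that list that were measured (Ifng, Ptpn2, Stat2, Socs1, Ifi35, Ifit3, Ifitm1, Oas1a, Psmb8, Tap1, Irf1 and Bcl2) passed in both. The paper places Jak1 in blood and not in spleen, and it fell in both here (-1.08 and, by another probe, -0.75), though not past 0.01 in spleen with chip as a fixed block (adjusted p = 0.027) or the replicate block (adjusted p = 0.022). It gives Ifna4 as lower in infected blood, and no array detected that gene.

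For Oas1 the paper states dependence on type I IFN at all time points in blood. Oas1g was lower in infected KO mice on each day (-4.90, -5.16 and -5.27), while Oas1a was not called (adjusted p = 0.74, 0.12 and 0.27), except with an offset of 16 at days 2 and 3 (adjusted p = 0.031 and 0.022). The paper has Ifi35 and Stat2 higher in infected WT blood at days 2 and 3. Both passed at day 3 (adjusted p = 0.045 and 0.036), Ifi35 not with the replicate block (adjusted p = 0.13) or chip as a fixed block (adjusted p = 0.19). At day 2 Ifi35 did not (-0.72, adjusted p = 0.24), and Stat2 (-0.95, adjusted p = 0.06) passed with an offset of 16 (adjusted p = 0.035), after quantile normalization (adjusted p = 0.026), with the replicate block (adjusted p = 0.031) and without WT uninfected replicate 4 (adjusted p = 0.04). It names Tap1 and Il10 as reduced in infected WT blood. Tap1 was higher in KO mice at day 1 by 0.70 (adjusted p = 0.088), and Il10 at day 3 by 1.15 (adjusted p = 0.064). Il10 passed when scaled before the floor (adjusted p = 0.019), after quantile normalization (adjusted p = 0.018), with chip as a random block (adjusted p = 0.041) and without KO uninfected replicate 2 (adjusted p = 0.048), and at day 2 without WT infected replicate 2 (adjusted p = 0.012). Ifng and Nlrc5 were called at day 1, as the paper has it. Antigen presentation is described as higher in WT blood at day 3, and its 25 genes had a mean KO minus WT difference of 0.01, with none past the test.

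The paper has Irf9 higher in infected KO than in infected WT blood at day 1 and lower at day 3. The differences were 0.60 (adjusted p = 0.063, past the test only without KO uninfected replicate 1 or 3) and -0.63 (adjusted p = 0.23). In experiment 3 it describes a greater induction of Irf9 in KO mice of all 3 tissues, which passed in blood and liver and in spleen only after quantile normalization (adjusted p = 0.026; otherwise 0.43, adjusted p = 0.13). It also places the final Irf9 values of KO mice below those of uninfected WT mice. The means had this order in spleen (3.52 against 3.83), and in blood (4.38 against 4.23) and liver (3.31 against 3.10) the KO mean was higher. These differences were not tested, so the means of blood and liver do not contradict the paper. For Irf7 the paper gives an equal induction in both strains, and the rise was larger in KO blood (1.85, adjusted p = 0.034) and liver (1.07, adjusted p = 0.036). Both calls were lost with an offset of 16 (adjusted p = 0.21 and 0.34) and with the replicate block (adjusted p = 0.08 and 0.075), and that of liver also with chip as a fixed block (adjusted p = 0.074). Irf3 is described as unaffected, and it fell on infection in KO spleen by a log2 difference of -0.40 (adjusted p = 0.0024). Irf1 is described as alike in uninfected mice, and it was higher in KO spleen by 0.40 (adjusted p = 0.038). The class scores at day 1 are given as elevated in KO mice of all tissues. They were higher in blood and liver, and in spleen the mean scores differed by -0.09, 0.03 and -0.07. With a score after the Molecular Distance to Health, the measure that the paper names, the values were higher in all 3 tissues, as it states, and in spleen by 0.71, 0.84 and 1.16 (adjusted p = 0.096 each over the 27 tests).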

Other observations

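The tests of gene lists under other scalings and chip blocks and of single genes outside the paper's lists were chosen after results had been seen. Mmrn1, which encodes multimerin 1 of platelets and endothelium, had a log2 value of 4.51 ± 0.26 in uninfected WT blood and -1.61 ± 0.49 in uninfected KO blood of experiment 3 (SD, n = 5 each; adjusted p = 1.2e-12 from limma). This is a fall by at least 46.8-fold, as no KO array detected it. In infected mice of the same experiment Mmrn1 was lower by at least 31.6-fold and in uninfected mice of experiment 2 by at least 13.6-fold. Uninfected KO spleens of experiment 3 had lower erythroid cells genes (mean log2 difference -3.63 ± 1.63, SD over genes, 12 of 14 lower; -3.76 to -3.22 over the alternatives), not past the test with an estimated correlation (adjusted p = 0.06 from camera). Among them were Kel (-5.56, SE 0.70, adjusted p = 2.2e-05), Ank1 (-5.23, SE 0.57, adjusted p = 5.6e-06) and Ermap (-4.86, SE 0.66, adjusted p = 5.6e-05), detected in 1, 1 and 3 of 5 KO arrays, and the cell division genes were lower with them (-1.28 ± 0.41, 15 of 17 lower). In the infected mice of experiment 3, 2 of the 14 erythroid cells genes were higher in KO spleen and none lower, with a list mean of 1.58 ± 0.63 that was not past the test with an estimated correlation either (adjusted p = 0.16, against 2e-08 without); within 1 of the 4 chips with both strains it had the other sign (-0.46).

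In liver, uninfected KO mice of experiment 3 had Hsd3b5, a steroid dehydrogenase, at -1.46 ± 0.62 against 4.05 ± 0.68 in WT mice (SD, n = 5 each; log2 difference -5.51, SE 0.73, adjusted p = 0.00011; 1 of 5 KO arrays detected it). Serpina12 was lower too (-3.47, SE 0.41, adjusted p = 2.4e-05), while Dsg1c (2.73, SE 0.35), Krt23 (2.54, SE 0.39), Sult2a1 (2.71, SE 0.53) and Cyp17a1 (1.76, SE 0.36) were higher. In the uninfected livers of experiment 2, Hsd3b5 did not differ (-0.76, adjusted p = 1). Wdfy1, a protein of endosomes, was higher in uninfected KO liver in experiment 3 (2.82 ± 0.24 against 0.39 ± 0.10) and in experiment 2 (log2 difference 2.06, adjusted p = 4.4e-05), and in spleen of experiment 3 (1.17, adjusted p = 2.3e-06).

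The hepatocytes genes Mup2 (5.66, SE 0.80, adjusted p = 0.0017) and Ttr (4.52, SE 0.77, adjusted p = 0.003) were higher in infected KO than WT spleen at day 1, with 2 and 1 of 4 WT arrays detecting them. Of 14 genes of red pulp and Kupffer macrophages, 5 were lower in uninfected KO liver of experiment 3 (mean -0.54 ± 0.56). Cyp7a1 was lower in infected KO liver at day 1 of experiment 2 (-2.69, adjusted p = 0.042), a call lost with chip as a fixed block (-2.63, adjusted p = 0.17). Of the 570 transcripts lower in uninfected KO blood of experiment 3, 535 were measured in experiment 2, where 32% had the same direction and 17.4% kept it at an unadjusted p under 0.05, against 88.7% and 44.1% for spleen and 78.7% and 28.4% for liver. In blood these shares were 63.8% and 46.6% for the interferon genes among them and 23.2% and 9.31% for the others, and 90.6% and 67% for the 106 transcripts called lower by the own adjusted p of that comparison.

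Each count was also taken with the same arrays split in other ways, 35 or 100 splits with the real one. In the following counts no other split drawn was as large, which is the lowest rank those splits allow. These ranks were not adjusted over the counts. The splits of the 2-way test mixed all 4 groups, so infection alone can make its real split the highest. For infection in experiment 1 the real split gave 5941 and 4263 in blood and spleen and the highest other 0 and 54. For the 2-way test it gave 1520, 1795 and 2638 in blood (highest others 717, 1154 and 2509), 1319, 1624 and 1639 in spleen (700, 1032 and 1377) and 654, 2194 and 2084 in liver (470, 1858 and 1674). For infected KO against WT mice it gave 1034 and 268 in blood at days 1 and 2 (157 and 207), 930 in spleen at day 1 (2) and 348 and 257 in liver at days 1 and 3 (17 and 54). For experiment 3 it gave 570, 818 and 378 (40, 556 and 132), and 56 in all 3 tissues (4). For the day 1 against day 3 difference it gave 1020 in blood (658) and 619 in spleen (491).

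For 5 further counts other splits were at least as large, so chance stays open for them. In blood at day 3, 3 of 35 splits of the infected mice reached the real count of 217 (highest 220), and those others follow the chips; with chip as a fixed block the count was 408. In spleen at days 2 and 3 and in liver at day 2, 2 of 35 splits did (335 against 613, 337 against 443 and 173 against 174), and these follow no chip. In liver the day 1 against day 3 difference was 34 and was reached by 6 of 100 splits, the highest 209, which points to a structure of the samples that was not tested; the count was 8 without KO day 3 replicate 4 and 119 without WT day 3 replicate 3.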
